# Tankyrase inhibition preserves osteoarthritic cartilage by coordinating cartilage matrix anabolism via effects on SOX9 PARylation

**DOI:** 10.1038/s41467-019-12910-2

**Published:** 2019-10-25

**Authors:** Sukyeong Kim, Sangbin Han, Yeongjae Kim, Hyeon-Seop Kim, Young-Ran Gu, Donghyun Kang, Yongsik Cho, Hyeonkyeong Kim, Jeeyeon Lee, Yeyoung Seo, Moon Jong Chang, Chong Bum Chang, Seung-Baik Kang, Jin-Hong Kim

**Keywords:** PolyADP-ribosylation, PolyADP-ribosylation, Systems analysis, Osteoarthritis

## Abstract

Osteoarthritis (OA) is a prevalent degenerative disease, which involves progressive and irreversible destruction of cartilage matrix. Despite efforts to reconstruct cartilage matrix in osteoarthritic joints, it has been a difficult task as adult cartilage exhibits marginal repair capacity. Here we report the identification of tankyrase as a regulator of the cartilage anabolism axis based on systems-level factor analysis of mouse reference populations. Tankyrase inhibition drives the expression of a cartilage-signature matrisome and elicits a transcriptomic pattern that is inversely correlated with OA progression. Furthermore, tankyrase inhibitors ameliorate surgically induced OA in mice, and stem cell transplantation coupled with tankyrase knockdown results in superior regeneration of cartilage lesions. Mechanistically, the pro-regenerative features of tankyrase inhibition are mainly triggered by uncoupling SOX9 from a poly(ADP-ribosyl)ation (PARylation)-dependent protein degradation pathway. Our findings provide insights into the development of future OA therapies aimed at reconstruction of articular cartilage.

## Abstract (web summary)

Osteoarthritis results from the progressive destruction of cartilage matrix. Here, Kim et al. identify tankyrase as a regulator of cartilage matrix anabolism, and find that tankyrase inhibition, by preventing SOX9 PARylation, protects from cartilage destruction in a mouse model of osteoarthritis.

## Introduction

Osteoarthritis (OA) is the most common of all arthritis and one of the leading causes of chronic disability in elderly populations^1^. The prevalence of OA is increasing worldwide, imposing a tremendous medical and socioeconomic burden. OA is primarily characterized with the loss of proteoglycan content and degradation of collagen in the cartilage matrix^2^. The degeneration of cartilage matrix during OA development eventually causes failure in the load-bearing functions of articular cartilage.

Disease-modifying OA therapy essentially aims at prolonged and functional repair of articular cartilage^3,4^. Cartilage repair is steered by chondrogenic differentiation of resident progenitor cells and extracellular matrix (ECM) anabolism by the differentiated chondrocytes^5^; however, these abilities generally decline with aging and disease progression, leaving a marginal repair capacity in osteoarthritic joints^2^. To compensate for the lack of intrinsic repairing abilities, stem cell-based therapies relying on the enrichment of mesenchymal stem cell (MSC) population via marrow stimulation or direct transplantation into the damaged region have been widely attempted^6–8^. These cells, however, tend to rapidly lose chondrogenic features after their differentiation, accompanied with the cessation of cartilage matrix molecule synthesis^9^.

The extensive molecular exploration of chondrogenesis has led to the identification of several key factors involved in the regulation of chondrocytic phenotypes^10–12^. In particular, SOX9 was identified as a master transcription factor of chondrogenesis expressed in the developing cartilage^13–15^. SOX9 is most actively expressed during chondrogenic differentiation of multipotent mesenchymal progenitors and its activity is repressed during the hypertrophic maturation of chondrocytes in growth plates^16,17^. SOX9 remains expressed in chondrocytes of articular cartilage and regulates ECM homeostasis through the regulation of the expression of major constituents of the cartilage-specific matrix, including type II, type IX, and type XI collagen as well as aggrecan^18^. However, SOX9 transcriptional activity is downregulated in osteoarthritic chondrocytes, thereby resulting in the decrease in the matrix anabolism of articular cartilage^19^. In fact, forced overexpression of SOX9 in MSCs prior to its transplantation in cartilage defects has demonstrated its beneficial roles in promoting chondrogenic differentiation^20,21^. Despite the disease-modifying potentials of SOX9, no effective ways have been described to fully activate endogenous SOX9 for the purpose of cartilage repair.

Tankyrase (encoded by *TNKS* or *TNKS2*) belongs to the poly(ADP-ribose) polymerase (PARP) superfamily^22,23^. Tankyrase interacts with target proteins through their unique ankyrin repeat protein-interaction domain and catalyzes the addition of ADP-ribose moieties onto target proteins by using NAD^+^ as the substrate^24^. This post-translational modification process, termed as poly(ADP-ribosyl)ation (PARylation), is known to regulate the activity and stability of substrate proteins^22^. At present, several highly specific and potent tankyrase inhibitors are available that may provide opportunities to develop therapies to modulate tankyrase activity^24^.

Here, we demonstrate that tankyrase inhibition substantially stimulates pro-anabolic pathways in articular cartilage. Tankyrase inhibition augments cartilage-specific ECM synthesis by chondrocytes and enhances the chondrogenic differentiation of MSCs. The controlled delivery of tankyrase inhibitors to knee joints ameliorates surgically induced OA in mice. MSCs with tankyrase knockdown exhibit superior regeneration capacity with robust ECM accumulation upon their transplantation to cartilage defects. The pro-anabolic effect of tankyrase suppression in cartilage is mainly mediated by the activating cartilage-signature transcriptional network via decoupling of SOX9 from PARylation-dependent degradation.

## Results

### Tankyrase is a regulator of cartilage matrix anabolism

To screen for a key regulatory factor that could be targeted to stimulate cartilage matrix anabolism, we conducted genetic analysis on transcriptomes of mouse reference populations by using post hoc factor analysis. First, we assessed the transcriptional variance in the cartilage tissues of 16 strains of BXD mice^25^. We noted that among 21 cartilage matrix genes listed up by Heinegard and Saxne^26^, 14 cartilage matrix genes showed strong positive correlation in their transcript abundance (Fig. 1a). These high correlations were absent in organs without cartilaginous functions, such as bone femur, kidney, lung, and brain (Supplementary Fig. 1a). A genome-wide co-expression analysis by using BXD cartilage transcriptome datasets similarly resulted in the identification of a highly correlated cluster enriched with cartilage matrix genes (Supplementary Fig. 1b). We then attempted to extract a common axis underlying cartilage anabolism by performing a principal component analysis on 14 highly intercorrelated cartilage matrix genes (see black box in Fig. 1a). The first axis identified (Factor 1) essentially reflects the state of cartilage matrix anabolism (Fig. 1b). Next, we used the Gene Ontology (GO) Resource to annotate the 16,074 genes included in the cartilage transcriptome, of which 6824 belonged to the GO terms: “catalytic activity”, “DNA-binding transcription factor activity”, or “regulation of signaling”, which can potentially have regulatory functions on the collective expression of a set of genes. We then computed Pearson’s correlation coefficients between Factor 1 and these 6824 genes with potential regulatory functions. Tankyrase showed striking negative correlations with the anabolic axis and with individual cartilage matrix genes and was therefore investigated further (Fig. 1b, c and Supplementary Fig. 1c, d).

**Fig. 1:**
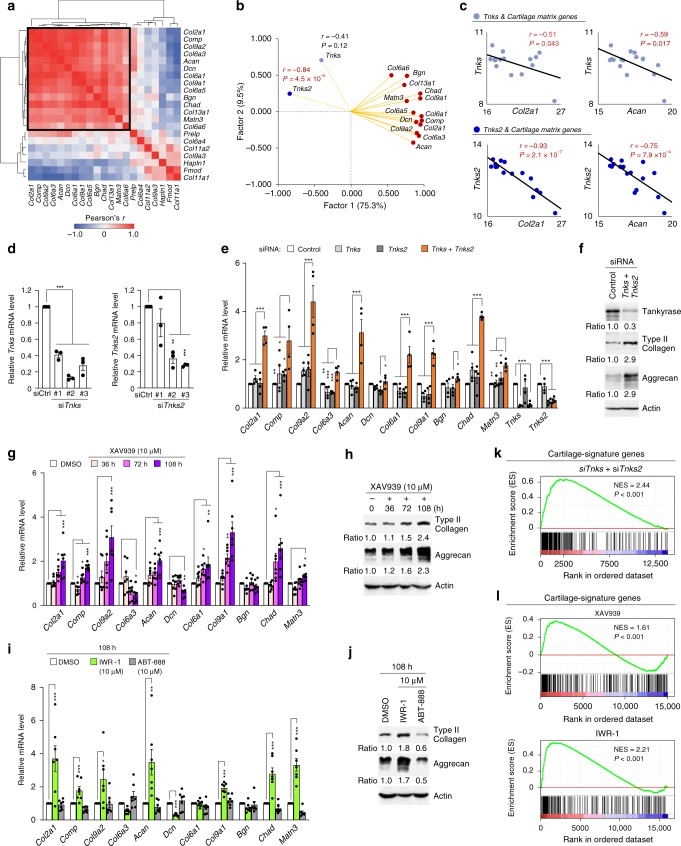
Identification of tankyrase as a regulator of cartilage anabolic axis. **a** Heatmap of Pearson’s correlation coefficients of transcript levels for cartilage matrix genes from 16 BXD mouse strains. **b** Factor-loading plot of 14 cartilage matrix genes in cartilage of the 16 BXD mouse strains in terms of transcript abundance, with *Tnks* and *Tnks*2 added to the plot. Pearson’s *r* and *P* value displayed next to *Tnks* or *Tnks2* point represent correlation strength between Factor 1 and *Tnks* or *Tnks2*. **c** Correlation between *Tnks* or *Tnks*2 and *Col2a1* or *Acan* mRNA levels in the 16 BXD mouse strains. **d** Knockdown efficiency of various *Tnks* and *Tnks2* siRNAs in primary cultured mouse chondrocytes (*n* = 3). si*Tnks* #2 and si*Tnks2* #3 were used throughout this study. **e**–**j** mRNA and protein levels of cartilage-specific matrix genes in mouse chondrocytes treated with (**e**, **f**) control or *Tnks* and *Tnks2* siRNAs (**e**; *n* = 4) or (**g**–**j**) drugs (**g**, **i**; *n* = 7). *Col6a5*, *Col6a6*, and *Col13a1* mRNAs were undetected. **k** GSEA of cartilage-signature genes in mouse chondrocytes transfected with si*Tnks* and si*Tnks2* compared with control siRNA. **l** GSEA of cartilage-signature genes in chondrocytes treated with tankyrase inhibitors compared with vehicle. Cartilage-signature genes are listed in Supplementary Table 9. Genes upregulated in mouse chondrocytes compared with mouse embryonic fibroblasts were selected as cartilage-signature genes. **d**, **e**, **g**, **i** Data represent means ± s.e.m. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001 by ANOVA. **f**, **h**, **j** The relative protein band intensity is indicated. Full-size immunoblot images are provided in Supplementary Fig. 9

We examined the potential regulatory role of tankyrase in cartilage anabolism. Knockdown of both *Tnks* and *Tnks2* collectively induced the expression of cartilage-specific matrix genes in primary cultured mouse chondrocytes (Fig. 1d–f). On the other hand, the individual knockdown of *Tnks* or *Tnks2* failed to increase the cartilage matrix anabolism, suggestive of the redundant roles of TNKS and TNKS2 in this regulation (Fig. 1e). Treatment with XAV939 or IWR-1, highly specific and potent TNKS/2 inhibitors^27^, also increased the expression of cartilage-specific matrix genes in chondrocytes (Fig. 1g–j). However, the PARP1/2 inhibitor, ABT-888, failed to increase their expressions (Fig. 1i, j).

To comprehensively elucidate the effect of tankyrase inhibition at the whole transcriptome level, we performed RNA sequencing for chondrocytes treated with siRNAs targeting *Tnks* and *Tnks2*, XAV939, or IWR-1 (Supplementary Fig. 2a, b). 

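Primary mouse articular chondrocytes were grouped in a pair of count tables. The siRNA table holds 6 libraries, 3 from cells transfected with control siRNA and 3 from cells given siRNAs against both *Tnks* and *Tnks2*. The drug table holds 9 libraries, 3 each from cells exposed for 108 h to DMSO, to 10 μM XAV939 or to 10 μM IWR-1, small molecules that block tankyrase activity. The text names no time for the siRNA transfection. Poly(A) RNA was sequenced, and the authors trimmed the reads with Trimmomatic, aligned them to mm10 with TopHat and tallied them per gene with HTSeq. The deposited values are these read counts for 24134 genes listed by Entrez gene ID, without normalization. Reads counted on genes per library numbered between 26857070 and 31254278 (median 30947118) with control siRNA, between 29308636 and 30453217 (median 30424610) with knockdown, between 31046712 and 36342916 (median 33833002) with DMSO, between 27438611 and 36615194 (median 30565932) with XAV939 and between 31502319 and 33961138 (median 33937112) with IWR-1. Here, counts were normalized with edgeR's TMM method, given as CPM (counts scaled to a common library size), and tested with edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment. Each table was fitted on its own, without a term for the replicate number, over the genes that passed edgeR's filter on low counts, 13672 in the siRNA table and 13873 in the drug table. All log2 fold changes are against the control of the same table, with their standard error (SE), and all coordinates are those of mm10. The targeted genes were examined first. *Tnks* (gene ID 21951, chromosome 8, 34829179 to 34965690) measured 69.0, 58.4 and 70.1 CPM in replicates 1, 2 and 3 of control siRNA and 19.5, 12.7 and 24.0 CPM after knockdown. *Tnks2* (gene ID 74493, chromosome 19, 36834129 to 36893477) measured 118, 119.6 and 115 CPM and 58.2, 44.9 and 61.2 CPM in the same order. The log2 fold change was −1.81 (SE 0.22, adjusted p = 0.00569) for *Tnks* and −1.10 (SE 0.11, adjusted p = 0.00384) for *Tnks2*. Every knockdown library lay below every control library for both genes (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Among the alternative settings, leaving out 1 library moved these values most, from −2.03 to −1.60 for *Tnks* and from −1.19 to −0.98 for *Tnks2*. In the drug table, *Tnks* measured 26.2, 20.0 and 64.1 CPM with DMSO, 13.6, 26.4 and 26.9 CPM with XAV939 and 22.6, 29.9 and 44.0 CPM with IWR-1. *Tnks2* measured 121, 116 and 151 CPM with DMSO, 94.7, 89.0 and 108 CPM with XAV939 and 108, 104 and 109.5 CPM with IWR-1.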

Of the 711 differentially expressed genes (DEGs) identified in this analysis, the 527 genes (74.12%) were consistently upregulated or downregulated in all three tankyrase inhibition groups compared with their respective control groups (Supplementary Fig. 2c). 

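DEGs were called with the limits of the paper, a fold change above 3 in either direction and an adjusted p-value under 1e-05, from the quasi-likelihood test. The paper applied these limits to DESeq2, which is given below as an alternative. Knockdown gave 0 DEGs, with 4863 genes at an unadjusted p-value under 0.05 and a smallest adjusted p-value of 0.000462. XAV939 gave 1 DEG, which was lower, and IWR-1 gave 145, of which 41 were higher and 104 lower. The union of the 3 comparisons held 145 genes. Of these, 99 (68.3%, 95% Wilson interval 60.3% to 75.3%) had the same sign in all 3 comparisons, 32 higher and 67 lower. The signs matched in 98.6% of the union between XAV939 and IWR-1, in 69.0% between knockdown and XAV939 and in 68.3% between knockdown and IWR-1. Only the IWR-1 fold changes had to pass a limit for 144 of these genes, and 8 were not tested in every comparison. With the replicate number as a block, knockdown, XAV939 and IWR-1 gave 0, 97 and 545 DEGs, and 384 of a union of 561 (68.5%) shared a sign. Of these 561 genes, 56 were not tested in every comparison and so could not share a sign in all 3. DESeq2's Wald test gave 81, 197 and 659 DEGs, and 541 of a union of 750 (72.1%) shared a sign, with 2 not tested in every comparison. By number of genes, the alternative that moved the union most was a test against a fold change of 1.5 at an adjusted p-value under 0.05 (edgeR's glmTreat), with 2079 genes. Fits of only the 2 groups compared, which hold 6 libraries as the siRNA fit does, gave 0 in the union and 0 with each inhibitor. The 0 DEGs with knockdown therefore do not by themselves show a weaker effect than that of IWR-1. Without IWR-1 replicate 1, and likewise without IWR-1 replicate 2, no DEG remained with IWR-1 or in the union. Without DMSO replicate 1, 9 remained in each. Every fit with 1 library of the drug table left out gave 0 DEGs with XAV939. At an adjusted p-value under 0.05 with no limit on the fold change, knockdown changed 2459 genes (1419 higher, 1040 lower), XAV939 2416 (1050 higher, 1366 lower) and IWR-1 5049 (2250 higher, 2799 lower). Upper-quartile normalization turned the balance with XAV939, to 1338 higher and 1174 lower (53.3% higher against 43.5%). The replicate block raised the count to 4727 with knockdown and to 4630 with XAV939. Without control siRNA replicate 1 the count with knockdown was 608, and without DMSO replicate 1 the count with XAV939 was 1322. In all 3 comparisons together 519 genes passed this limit, 211 higher in each, 189 lower in each and 119 with mixed signs. Because XAV939 and IWR-1 share the DMSO libraries, unchanged groups against those libraries were simulated 100 times. Across all genes, 43.3% shared a sign in the 3 comparisons against 33.3% in the simulations, and among the 145 genes with the largest changes 69.0% against a median of 43.4% (34.5% to 53.1%). Between XAV939 and IWR-1 alone, signs matched in 95.9% of these genes against 88.3% (81.4% to 93.1%). *Cacna1h* (gene ID 58226, chromosome 17, 25374285 to 25436334), the DEG with XAV939, measured 2.67 ± 0.388 CPM with XAV939 and 35.3 ± 7.53 CPM with DMSO (SD, n = 3 each), a log2 fold change of −3.73 (SE 0.18, adjusted p = 8.85e-06). The strongest DEGs with IWR-1 were named among genes whose 3 treated libraries all lay on one side of the 3 DMSO libraries, a separation that chance gives for 10% of genes. *Gulo* (gene ID 268756, chromosome 14, 65986786 to 66009254) was at least 37-fold higher, since no DMSO library held more than the floor of 3 counts. *Cntnap3* (gene ID 238680, chromosome 13, 64737591 to 64904029) rose by 4.62 (SE 0.31, adjusted p = 3.28e-06) and *Ppef1* (gene ID 237178, chromosome X, 160622419 to 160751290) by 4.27 (SE 0.26, adjusted p = 2.25e-06) on the log2 scale. The log2 fold change was −4.62 (SE 0.31, adjusted p = 3.05e-06) for *Msln* (gene ID 56047, chromosome 17, 25748613 to 25754378), −4.56 (SE 0.29, adjusted p = 2.89e-06) for *Bmp3* (gene ID 110075, chromosome 5, 98854415 to 98884053) and −4.44 (SE 0.20, adjusted p = 6.89e-07) for *Nos2* (gene ID 18126, chromosome 11, 78920787 to 78960226).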

GO analysis of the commonly upregulated genes in response to tankyrase inhibition revealed a strong association with terms related to cartilage development (Supplementary Fig. 2d). 

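The 32 genes of the DEG union that were higher in all 3 comparisons were compared with the gene lists of the study, against the 13342 genes tested in every comparison. Of the 32, 10 were cartilage-signature genes, where 0.535 would be present by chance (odds ratio 27.9, Fisher's exact test, two-sided, p = 5.21e-10 after adjustment over 8 overlaps). These were *C1qtnf3*, *Car6*, *Chrdl1*, *Col10a1*, *Cytl1*, *Fgfr3*, *Hapln1*, *Panx3*, *Papss2* and *Slc7a3*. SOX9 targets made up 6 of the 32, with 0.213 from chance (adjusted p = 2.34e-07 from the same exact test). The list of genes downregulated in OA contributed 2 (*Dact1* and *Nrxn2*, adjusted p = 0.0197, exact test) and the list of genes upregulated in OA 1 (*Dsg2*, adjusted p = 0.538, exact test). Among the 67 genes lower in all 3 comparisons, 1 was a cartilage-signature gene (*Btg2*), 1 was upregulated in OA (*Fstl3*), and 0 were on the other two lists. With the replicate block, 177 genes were higher in all 3 comparisons, 50 of them cartilage-signature genes, 33 SOX9 targets and 9 downregulated in OA. Of 207 lower genes under the block, 9 were upregulated in OA (adjusted p = 0.000382, exact test). Under DESeq2's Wald test without the block, 301 genes were lower in all 3 comparisons. The overlap was counted on 270, against a background of 13760 genes, and 11 were upregulated in OA (adjusted p = 0.000132, exact test). edgeR without the block made no such call. Genes were matched to lists, not to gene ontology terms, because the annotation used here carries none.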

Next, we generated a comprehensive list of cartilage-signature genes by utilizing public transcriptome datasets^18^. Tankyrase inhibition induced strong transcription of key cartilage-identity genes (Supplementary Fig. 2e). In addition, gene set enrichment analysis (GSEA) revealed that cartilage-signature genes were positively enriched in the whole transcriptome obtained from chondrocytes treated with si*Tnks* and si*Tnks2* or tankyrase inhibitors, XAV939 and IWR-1 (Fig. 1k, l). Thus, tankyrase inhibition promotes cartilage matrix anabolism and strengthens the overall chondrogenic features in chondrocytes.

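All 69 genes shown in Supplementary Fig. 2e were tested in every comparison. With knockdown, 60 were higher and 9 lower, and 43 were higher and 3 lower at an adjusted p-value under 0.05 (52 and 4 when adjusted over the list alone, 54 and 5 with the replicate block). With XAV939, 56 were higher, 38 of them past this limit, and 13 were lower, 9 past it (43 and 12 adjusted over the list alone). With IWR-1, 57 were higher, 55 past the limit, and 12 were lower, 11 past it (56 and 11 adjusted over the list alone). The study chose these genes as DEGs in the same libraries, so none of these counts is independent evidence, nor is their median change. The median log2 fold change of the 69 was 0.68, 0.83 and 1.93. The strongest increase with knockdown was in *Plet1* (gene ID 76509, chromosome 9, 50494525 to 50505639), with a log2 fold change of 3.63 (SE 0.44, adjusted p = 0.00586). It was 2.27 (SE 0.45, adjusted p = 0.0192) for *Atp1b2* (gene ID 11932, chromosome 11, 69599728 to 69605978), whose adjusted p-value passed 0.05 without control siRNA replicate 1 (2.2, adjusted p = 0.0798), without control siRNA replicate 3 (2.05, adjusted p = 0.0729) and without knockdown replicate 1 (2.42, adjusted p = 0.0507). With XAV939, *Cmtm5* (gene ID 67272, chromosome 14, 54936176 to 54943045) rose by 2.25 (SE 0.34, adjusted p = 0.00162), *Fgfr3* (gene ID 14184, chromosome 5, 33721724 to 33737068) by 2.15 (SE 0.21, adjusted p = 0.000152) and *Fzd9* (gene ID 14371, chromosome 5, 135248938 to 135251047) by 2.14 (SE 0.29, adjusted p = 0.000885). With IWR-1, *Fgfr3* rose by 3.74 (SE 0.23, adjusted p = 2.3e-06), *Gjc3* (gene ID 118446, chromosome 5, 137950992 to 137963098) by 3.57 (SE 0.34, adjusted p = 2.37e-05) and *Cytl1* (gene ID 231162, chromosome 5, 37735519 to 37739820) by 3.39 (SE 0.21, adjusted p = 2.62e-06). Among the decreases, *Klk10* (gene ID 69540, chromosome 7, 43781054 to 43785410) changed by −0.82 (SE 0.15, adjusted p = 0.0165) and *Egr1* (gene ID 13653, chromosome 18, 34861207 to 34864956) by −0.60 (SE 0.14, adjusted p = 0.0304) with knockdown. *Klk10* lost this call without control siRNA replicate 1 (−0.70, adjusted p = 0.0612) and without control siRNA replicate 3 (−0.81, adjusted p = 0.0627), and *Egr1* without control siRNA replicate 2 (−0.45, adjusted p = 0.0619), without control siRNA replicate 3 (−0.61, adjusted p = 0.0888) and without knockdown replicate 1 (−0.56, adjusted p = 0.0991). The change in *Fosb* (gene ID 14282, chromosome 7, 19302696 to 19310118) with knockdown, −0.58 (SE 0.24, adjusted p = 0.13), did not pass the limit. With XAV939, *Fosb* changed by −1.87 (SE 0.25, adjusted p = 0.000783), *Ndrg2* (gene ID 29811, chromosome 14, 51905271 to 51914004) by −1.72 (SE 0.15, adjusted p = 7.17e-05) and *Fos* (gene ID 14281, chromosome 12, 85473890 to 85477274) by −1.38 (SE 0.22, adjusted p = 0.00225). With IWR-1, *Fos* changed by −2.59 (SE 0.24, adjusted p = 1.88e-05), *Egr2* (gene ID 13654, chromosome 10, 67534469 to 67542188) by −2.58 (SE 0.30, adjusted p = 7.73e-05) and *Arc* (gene ID 11838, chromosome 15, 74669081 to 74672570) by −2.35 (SE 0.45, adjusted p = 0.00208).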

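Of the 235 symbols in the cartilage-signature list, 232 were present in the count tables. GSEA was repeated with fgsea on genes ranked by DESeq2's shrunken log2 fold change, with weight 1 and 1000 permutations. The normalized enrichment score (NES) was 2.74 with knockdown, 1.92 with XAV939 and 2.56 with IWR-1 (permutation p = 0.00371, 0.00572 and 0.00617 after adjustment over 9 GSEA tests). In none of the 3 did any permutation give a more extreme score, so each p is the smallest these permutations can give. The permutations draw random genes, so these p-values do not measure the spread between libraries. Of 10 splits of the libraries into groups of 3, the real one included, 2, 6 and 1 gave an NES as large. The leading edge held 139, 64 and 97 genes, 57 of them shared by all 3. A second measure was the shift, the median log2 fold change of the listed genes minus that of the other genes tested, with limma's camera at a preset correlation of 0.01 between genes and adjustment over 12 tests. The shift was 0.42 (camera, adjusted p = 9.44e-21) with knockdown, where 176 of 224 tested genes were higher and 48 lower, 0.07 (camera, adjusted p = 0.0376) with XAV939, with 119 higher and 106 lower of 225, and 0.38 (camera, adjusted p = 2.98e-08) with IWR-1, with 143 higher and 82 lower. At an adjusted p-value under 0.05, 100 genes were higher and 8 lower with knockdown (123 and 13 adjusted over the list alone), 51 and 29 with XAV939 (63 and 39 adjusted over the list alone), and 99 and 42 with IWR-1 (102 and 45 adjusted over the list alone). The replicate block gave 144 and 14 with knockdown and 76 and 54 with XAV939. Of the camera calls for the 4 lists of the study, only the shift of the genes downregulated in OA with knockdown held when the correlation was estimated from the data, while limma's fry kept every call except that of the cartilage-signature genes with XAV939 (adjusted p = 0.211). That shift with XAV939 also changed with single libraries. It was −3e-04 without XAV939 replicate 2 and up to 0.14 across the 9 fits that each left out 1 library, and under upper-quartile normalization it was 0.07 with an adjusted p of 0.0553. The alternative that moved the scores of this list most was GSEA with weight 0, with an NES of 7.92 for knockdown. Per library, the mean log2 CPM of the listed genes minus that of the other genes was 2.07 ± 0.14 with knockdown and 1.62 ± 0.06 with control siRNA (SD, n = 3; exact two-sided permutation test, p = 0.1, the smallest possible). It was 1.46 ± 0.08 with IWR-1 and 0.87 ± 0.13 with DMSO (exact test, p = 0.1), and 1.03 ± 0.14 with XAV939 (exact test, p = 0.3). Within pairs of XAV939 and DMSO libraries with the same replicate number, this score differed by 0.17, 0.27 and 0.03.

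**Figure D1:**
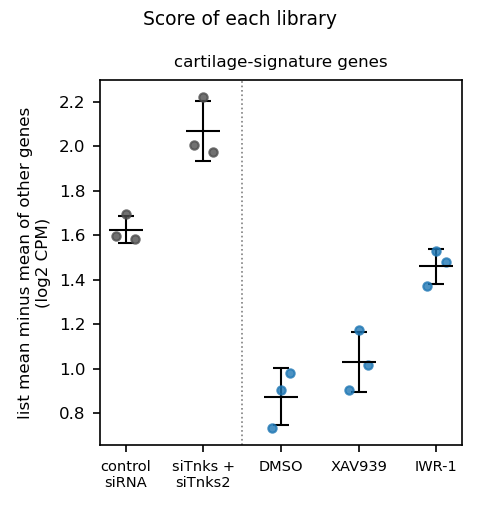
Score of each library for the cartilage-signature genes, their mean log2 CPM minus the mean of the other genes, with the group mean and SD (n = 3). Libraries with knockdown and with IWR-1 all lie above their controls, while those with XAV939 overlap the DMSO libraries as groups and lie above them in each pair of the same replicate number.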

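The 21 cartilage matrix genes of Fig. 1a were examined one by one. *Col6a4* and *Col6a6* had too few counts to be tested in either table, and *Col6a5* too few in the drug table. With knockdown, 17 of 19 tested genes were higher, 8 of them at an adjusted p-value under 0.05 (14 adjusted over the list alone, 13 with the replicate block). With XAV939, 14 of 18 were higher, 7 past the limit (10 adjusted over the list alone, and 1 lower). With IWR-1, 15 of 18 were higher, 12 past the limit (13 adjusted over the list alone), and 2 were lower past the limit. *Acan* (gene ID 11595, chromosome 7, 79053226 to 79115099), which encodes aggrecan, measured 16640 ± 3260 CPM with knockdown and 8574 ± 1050 CPM with control siRNA (SD, n = 3 each), a log2 fold change of 0.96 (SE 0.18, adjusted p = 0.0155), and was called at 0.05 in every fit except without control siRNA replicate 1 (0.91, adjusted p = 0.0767) and without control siRNA replicate 3 (0.91, adjusted p = 0.0728). Its log2 fold change was 1.21 (SE 0.23, adjusted p = 0.00516) with XAV939 and 2.95 (SE 0.24, adjusted p = 1.12e-05) with IWR-1. *Col2a1* (gene ID 12824, chromosome 15, 97975602 to 98004724), the gene of type II collagen, had a log2 fold change of 0.64 (SE 0.27, adjusted p = 0.14) with knockdown, 0.52 (SE 0.21, adjusted p = 0.118) with XAV939 and 1.66 (SE 0.22, adjusted p = 0.000194) with IWR-1. The replicate block brought the first 2 adjusted p-values to 0.0263 and 0.00668, and DESeq2 to 0.0227 and 0.0355. *Chad* (gene ID 12643, chromosome 11, 94565047 to 94569127), whose span overlaps *Acsf2* so that reads could be shared, rose by 2.39 (SE 0.35, adjusted p = 0.00864) with knockdown and 1.22 (SE 0.28, adjusted p = 0.0134) with XAV939, the latter lost without DMSO replicate 1 (1.14, adjusted p = 0.061) and without XAV939 replicate 2 (0.96, adjusted p = 0.0553). *Matn3* (gene ID 17182, chromosome 12, 8947929 to 8972028) rose by 2.54 (SE 0.26, adjusted p = 3.41e-05) with IWR-1. *Col6a5* (gene ID 665033, chromosome 9, 105856070 to 105962463) rose by 2.01 (SE 0.26, adjusted p = 0.00662) with knockdown from 0.491 CPM. *Col13a1* (gene ID 12817, chromosome 10, 61838234 to 61979206) changed by 1.83 (SE 0.48, adjusted p = 0.0428) with knockdown, a call that only the fit without knockdown replicate 2 kept among those that left out 1 library. The other 5 gave without control siRNA replicate 1 (2.2, adjusted p = 0.0845), without control siRNA replicate 2 (1.83, adjusted p = 0.113), without control siRNA replicate 3 (1.55, adjusted p = 0.13), without knockdown replicate 1 (1.7, adjusted p = 0.119) and without knockdown replicate 3 (1.58, adjusted p = 0.0939). With IWR-1 it was at least 8.64-fold higher against a floor of 3 counts in the DMSO libraries (adjusted p = 0.000689). With XAV939 a library lay within the range of the DMSO libraries, and the change was not called (adjusted p = 0.109). Among the lower genes, *Dcn* (gene ID 13179, chromosome 10, 97479500 to 97518163) changed by −1.29 (SE 0.21, adjusted p = 0.000698) with IWR-1. *Prelp* (gene ID 116847, chromosome 1, 133910304 to 133930102) changed by −0.37 (SE 0.11, adjusted p = 0.0234) with IWR-1, lost without DMSO replicate 1 (−0.33, adjusted p = 0.0898), without DMSO replicate 2 (−0.32, adjusted p = 0.0753), without IWR-1 replicate 1 (−0.32, adjusted p = 0.0961) and without IWR-1 replicate 2 (−0.37, adjusted p = 0.0784), and by −0.36 (SE 0.11, adjusted p = 0.0508) with XAV939 (0.0216 with the block, 0.0178 without DMSO replicate 3). *Col6a3* (gene ID 12835, chromosome 1, 90766860 to 90844001) changed by −0.38 (SE 0.19, adjusted p = 0.21) with knockdown (0.0405 with the block, 0.0481 without knockdown replicate 3) and by −0.17 (SE 0.23, adjusted p = 0.594) with IWR-1, which became 0.07 without DMSO replicate 3. From the higher expression of matrix genes and the enrichment of cartilage-signature genes, the paper concludes that inhibiting tankyrase strengthens the anabolic and chondrogenic program of chondrocytes.

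**Figure D2:**
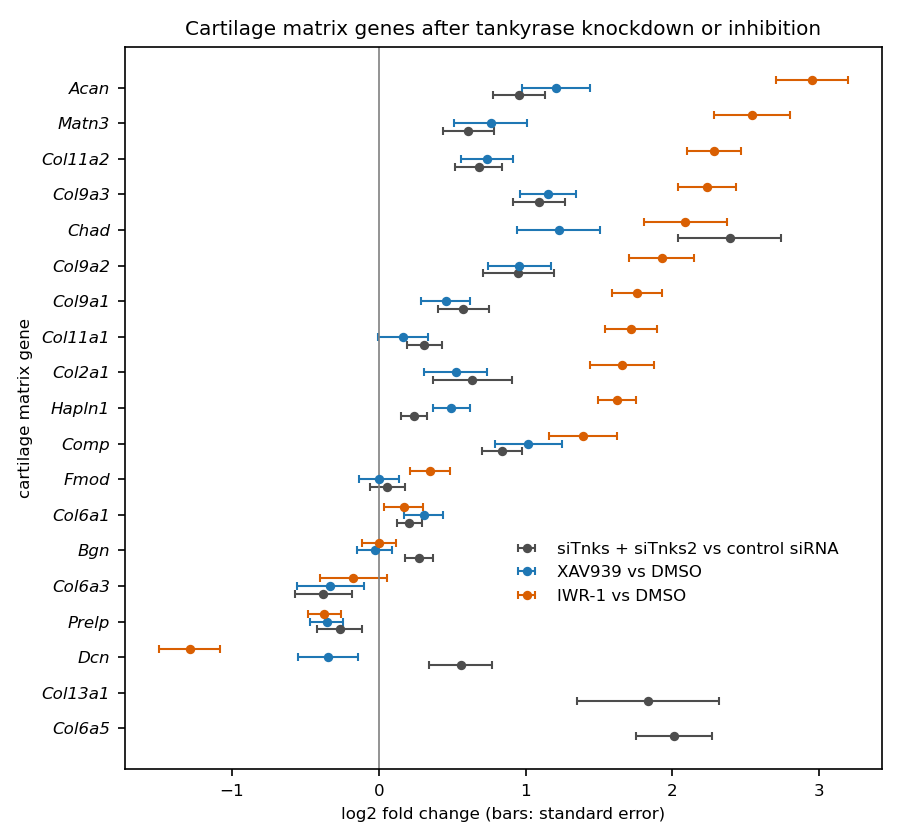
Log2 fold change (bars, SE) of each tested cartilage matrix gene of Fig. 1a with knockdown, XAV939 and IWR-1, 3 libraries per group. *Acan* lies at 2.95 with IWR-1 and *Dcn* at −1.29. *Col13a1* in the drug table is left out because its DMSO libraries are at the floor.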

### SOX9 interacts with tankyrase

To understand the molecular mechanism underlying the effect of tankyrase inhibition on cartilage anabolism, we aimed to identify tankyrase substrates responsible for the regulation of cartilage matrix genes. Axin, a well-established target of tankyrase, is subjected to proteasomal degradation upon PARylation-dependent ubiquitination^27^. In fact, *Tnks2* was the 12th highest among the 431 genes enriched for the GO term “Wnt signaling pathway” in terms of Pearson’s correlation coefficients with the cartilage anabolic axis (Supplementary Table 1). Tankyrase inhibition caused a minor reduction in the β-catenin protein level in chondrocytes (Fig. 2a); the effects of tankyrase inhibition on β-catenin stability and activity were more pronounced in chondrocytes treated with exogenous Wnt ligands (Fig. 2b–e). Therefore, we sought to determine whether the effect of tankyrase inhibition on cartilage anabolism was associated with its effect on Wnt/β-catenin signaling inhibition. siRNA-mediated knockdown of β-catenin had no significant effect on the expression of cartilage matrisome (Fig. 2f). Similarly, treatment with Dkk-1, which antagonizes canonical Wnt ligands^28^, or IWP-2, a porcupine inhibitor that blocks the secretion of canonical and noncanonical Wnts^29^, did not affect the expression of *Col2a1* and *Acan* (Fig. 2g, h). Moreover, the upregulation of *Col2a1* and *Acan* induced by XAV939 treatment was not affected by siRNA-mediated knockdown of β-catenin in chondrocytes (Fig. 2i). Therefore, in the absence of exogenous Wnt ligands, the effect of tankyrase inhibition on cartilage anabolism was independent of Wnt/β-catenin signaling.

**Fig. 2:**
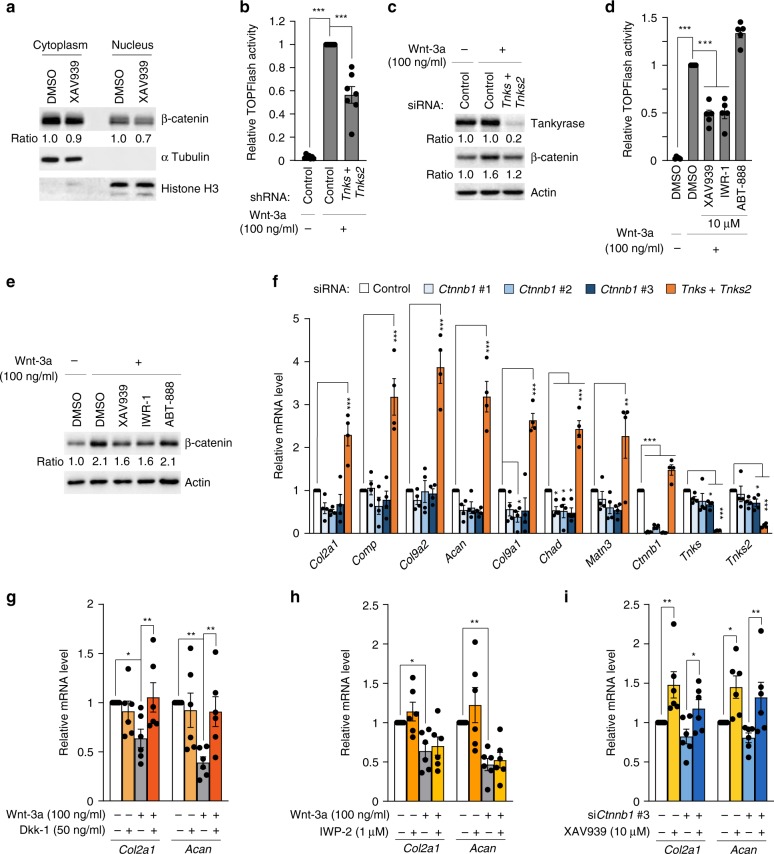
Pro-anabolic effect of tankyrase inhibition is mediated by a β-catenin-independent pathway. **a** Cytoplasmic and nuclear fractions from chondrocytes treated with DMSO or XAV939 (10 μM, 72 h) were immunoblotted for β-catenin. The band intensities were normalized with respect to the DMSO-treated control within each fraction. **b** TOPFlash reporter assay in chondrocytes after control shRNA or sh*Tnks* and sh*Tnks2* transfection (*n* = 7). **c** Chondrocyte lysates were immunoblotted for β-catenin after treatment with control or *Tnks* and *Tnks2* siRNAs. **d** TOPFlash reporter assay in chondrocytes following drug treatment (10 μM, 48 h; *n* = 5). **e** Chondrocyte lysates were immunoblotted for β-catenin after treatment with the indicated 10 μM of drugs for 48 h. **b**–**e** Wnt-3a recombinant protein was added 24 h before harvest. **f** mRNA levels of cartilage matrix genes in chondrocytes transfected with control, *Tnks* and *Tnks2*, or *Ctnnb1* siRNAs (*n* = 4). si*Ctnnb1* #3 was used throughout this study. **g**–**i** mRNA levels of *Col2a1* and *Acan* in mouse chondrocytes treated with **g** Dkk-1 and Wnt-3a for 72 h (*n* = 6), **h** IWP-2 and Wnt-3a for 72 h (*n* = 6), or **i** control siRNA or si*Ctnnb1* #3 followed by DMSO or XAV939 treatment for 72 h (*n* = 6). **b**, **d**, **f**–**i** Data represent means ± s.e.m. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001 by ANOVA. **a**, **c**, **e** The relative protein band intensity is indicated. Full-size immunoblot images are provided in Supplementary Fig. 9

We then examined the role of β-catenin in regulating cartilage anabolism in the presence of exogenous Wnt ligands. Treatment of chondrocytes with Wnt-3a, a canonical Wnt ligand, significantly reduced the expression of *Col2a1* and *Acan* (Fig. 2g, h). The addition of recombinant Dkk-1 effectively abolished the Wnt-3a-mediated suppression of these chondrogenic genes. Meanwhile, IWP-2 did not rescue the expression of *Col2a1* and *Acan*, which is consistent with its inability to block exogenously added Wnt ligands. Therefore, in the presence of abundant Wnt ligands, tankyrase inhibition may exert an additional effect to promote cartilage matrix anabolism in a Wnt/β-catenin signaling-dependent manner.

Nonetheless, because our study was mainly conducted in a context where β-catenin signaling plays a marginal role in cartilage matrix gene regulation, we hypothesized that there may be an alternative mechanism, whereby tankyrase plays a regulatory role in cartilage-specific anabolic signaling. To find tankyrase-binding substrates that regulate cartilage matrix anabolism, we performed liquid chromatography–tandem mass spectrometry (LC–MS/MS) analysis for the proteome co-immunoprecipitated with the endogenous tankyrase in chondrocytes (Fig. 3a and Supplementary Data 1). We considered proteins that are detected in more than one biological replicate as putative tankyrase-interacting proteins (Fig. 3b). Among these binding partners, candidate substrates were further screened by using a tankyrase-targeting score (TTS) system (Supplementary Data 2)^30^. Ingenuity-pathway analysis (IPA) revealed four candidate proteins above the TTS cutoff (≥0.385) that fell into the *chondrogenesis* category (Fig. 3c). IUPred disorder score^31^ was used to filter unlikely targets, wherein tankyrase-binding motifs are positioned in a highly structured region (Fig. 3d). SOX9, which is known as the master transcription factor of chondrogenesis^32^, was highly predicted as a substrate candidate, exhibiting both high TTS and disorder scores. Endogenous interactions between tankyrase and SOX9 in chondrocytes were confirmed by co-immunoprecipitation assay and in situ proximity ligation assay (PLA) (Fig. 3e, f). Moreover, our cell-based assay indicated that SOX9 binds to both TNKS and TNKS2 (Fig. 3g). The two tankyrase-binding domains (TBDs) of SOX9, designated as TBD1 and TBD2, are highly conserved among vertebrates (Fig. 3h). Based on structural simulations, TBD1 and TBD2 peptides fit into the binding pocket located central to the ankyrin repeat cluster (ARC) IV domain of tankyrase where known substrates, SH3 domain-binding protein (3BP2) and myeloid cell leukemia sequence 1 protein (MCL1), are aligned (Fig. 3i). The deletion of either TBD1 or TBD2 resulted in the reduction in the binding affinity of SOX9 for tankyrase (Fig. 3j), while simultaneous deletion of both TBDs nearly abolished this association (Fig. 3k).

**Fig. 3:**
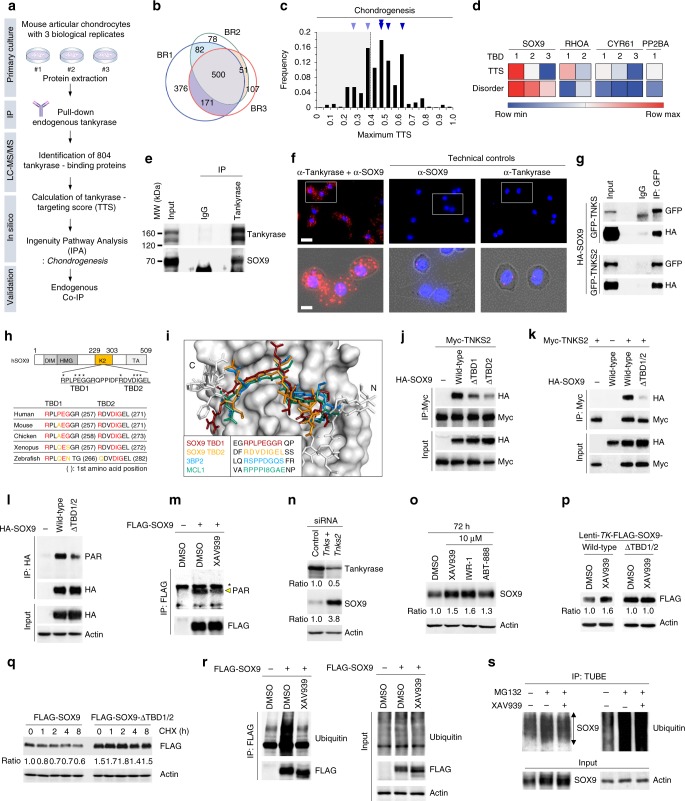
Tankyrase interacts with SOX9 and regulates its protein stability. **a** Flowchart of tankyrase substrate identification in chondrocytes. **b** Venn diagram illustrating the overlap of tankyrase-binding proteins identified by three biological replicates (BR) by using LC–MS/MS. **c** Histogram of the maximum TTS of the identified tankyrase-binding proteins. Black down-pointing triangle indicates the bin that includes proteins belonging to the *chondrogenesis* protein set defined by IPA. **d** Heatmap of TTS and disorder score of TBDs from the predicted tankyrase-binding proteins having a maximum TTS of ≥0.385 and belonging to the IPA *chondrogenesis* protein set. The cutoff of 0.385 is the TTS of the tankyrase-binding motifs of mouse AXIN1 and AXIN2. **e** Co-immunoprecipitation of endogenous tankyrase with SOX9 in chondrocytes. MW indicates molecular weights. **f** In situ PLA to detect interaction between endogenous tankyrase and endogenous SOX9 in primary cultured mouse chondrocytes. Red signals indicate the interactions of endogenous tankyrase–SOX9. DAPI was used as a nuclear counterstain. Scale bar: 25 μm (top), 10 μm (bottom). **g** Pull-down assays of GFP-tagged TNKS or TNKS2 with HA-tagged SOX9 in HEK293T cells. **h** Schematic representation of the predicted TBDs in human SOX9 protein (top) and sequence alignment of TBD1 and TBD2 of SOX9 among vertebrates (bottom). Colored letters indicate the consensus amino acid sequence of TBDs. **i** Superimposition of TNKS2:3BP2 and TNKS2:MCL1 complexes with TNKS2 bound to SOX9–TBD1/2. **j** Pull-down assays of Myc-tagged TNKS2 with HA-tagged wild-type SOX9 or TBD1- or TBD2-deleted SOX9 mutants in HEK293T cells. **k** Pull-down assay of TNKS2 with wild-type or TBD1/2-deleted SOX9 in HEK293T cells. **l** PARylation of HA-tagged wild-type or TBD1/2-deleted SOX9 in HEK293T cells. The HA-tagged proteins were pulled down by using anti-HA tag antibodies captured by protein A/G-coupled sepharose beads. In all, 10 µM of MG132 was treated for 6 h before lysis, and 5 µM of ADP–HPD was added to the lysis buffer. **m** PARylation assay of XAV939-treated HEK293 cells. HEK293 cells pretreated with XAV939 (20 μM, 24 h) were washed and incubated with XAV939 (20 μM) and MG132 (20 μM) for 6 h. Arrowhead indicates the position of PARylated SOX9. Asterisk indicates background bands. **n**, **o** SOX9 immunoblots in chondrocytes after **n** si*Tnks* and si*Tnks2* or **o** drug treatment. **p** HEK293 cells stably transduced with FLAG–SOX9–WT or FLAG–SOX9–ΔTBD1/2 were treated with DMSO or XAV939 (10 µM) for 72 h. Their cell lysates were immunoblotted with anti-FLAG antibody. The band intensities were normalized with respect to DMSO-treated control within each stable cell line. **q** Cycloheximide (CHX) chase analysis of FLAG-tagged wild-type or TBD1/2-deleted SOX9 in Myc-TNKS2-overexpressed HEK293 cells. SOX9 was expressed under TK promoter. **r** Ubiquitination assay of FLAG-tagged SOX9 in XAV939-treated HEK293 cells. HEK293 cells pretreated with XAV939 (20 μM, 24 h) were washed and incubated with XAV939 (20 μM) and MG132 (20 μM) for 6 h. **s** Ubiquitination assay of endogenous SOX9 in XAV939-treated mouse articular chondrocytes. Cells pretreated with XAV939 (10 μM, 4 h) were washed and incubated with XAV939 (10 μM) and MG132 (20 μM) for 4 h. Using a TUBE directed against poly-Ubiquitin moieties, endogenous proteome with poly-Ubiquitin chains was immunoprecipitated. **n**–**q** The relative protein band intensity is indicated. **e**, **g**, **j**–**s** Full-size immunoblot images are provided in Supplementary Fig. 9

### Tankyrase PARylates SOX9 and promotes its degradation

We investigated whether tankyrase binding to SOX9 is coupled to PARylation of SOX9. Wild-type SOX9 underwent extensive PARylation, whereas SOX9 mutant missing both TBDs exhibited a markedly reduced PARylation level (Fig. 3l). Consistently, the extent of SOX9 PARylation was also reduced by the pharmacological inhibition of tankyrase activity through treatment with XAV939 (Fig. 3m). Tankyrase-dependent PARylation is generally linked to the degradation of substrate proteins^22^. In fact, tankyrase inhibition promoted SOX9 protein expression in chondrocytes (Fig. 3n, o). The SOX9 TBD mutant showed augmented stability compared with wild-type SOX9 (Fig. 3p, q). Taken together, the disruption of the physical interactions between tankyrase and SOX9 and the consequent abolishment of SOX9 PARylation results in the stabilization of SOX9.

We then investigated the mechanism whereby tankyrase-mediated PARylation of SOX9 affects its polyubiquitination and subsequent proteasomal degradation. HEK293 cells expressing FLAG-tagged human SOX9 were treated with XAV939 or vehicle. Overexpressed SOX9 underwent extensive polyubiquitination, whereas XAV939 treatment nearly abolished the ubiquitination of SOX9 in HEK293 cells (Fig. 3r), indicating that tankyrase-mediated PARylation is an essential modification that leads to SOX9 ubiquitination. To provide further evidence for a functional interaction between SOX9 and tankyrase in a physiological context, we examined the ubiquitination of endogenous SOX9 in primary chondrocytes, with or without tankyrase inhibition. Using a tandem ubiquitin-binding entity (TUBE) directed against polyubiquitin moieties, endogenous proteins with polyubiquitin chains were immunoprecipitated. Western blotting analysis revealed that endogenous SOX9 undergoes polyubiquitination and is degraded by the proteasome in chondrocytes, as MG132 treatment led to the accumulation of SOX9 and its polyubiquitinated forms (Fig. 3s). XAV939 treatment effectively reduced the polyubiquitinated forms of SOX9 to levels comparable with those observed in the absence of MG132. Together, our results show that SOX9 undergoes degradation through the ubiquitin–proteasome system and this can be effectively reversed by the inhibition of tankyrase activity.

To date, RNF146 is the only known E3 ubiquitin ligase that mediates PARylation-dependent ubiquitination and degradation of substrates^33–35^. In particular, RNF146 is best known to regulate tankyrase-dependent Axin degradation and hence β-catenin stabilization^33^. Consistent with this notion, shRNA or siRNA-mediated knockdown of *Rnf146* effectively reduced TOPFlash activity and β-catenin level (Fig. 4a, b). However, unlike *Tnks* and *Tnks2* double knockdown, *Rnf146* knockdown in chondrocytes failed to increase SOX9 transcriptional activity, the expression of cartilage matrix genes, or SOX9 protein level (Fig. 4c–f). Our experimental findings were further supported by factor analysis results based on mouse reference populations. A total of 14 intercorrelated cartilage matrix genes exhibited insignificant correlation with *Rnf146* (*r* = −0.12; *P* = 0.66; Fig. 4g). Our data suggest an intriguing possibility that PAR-dependent E3 ligases other than RNF146 may exist and regulate PARylation-dependent SOX9 regulation.

**Fig. 4:**
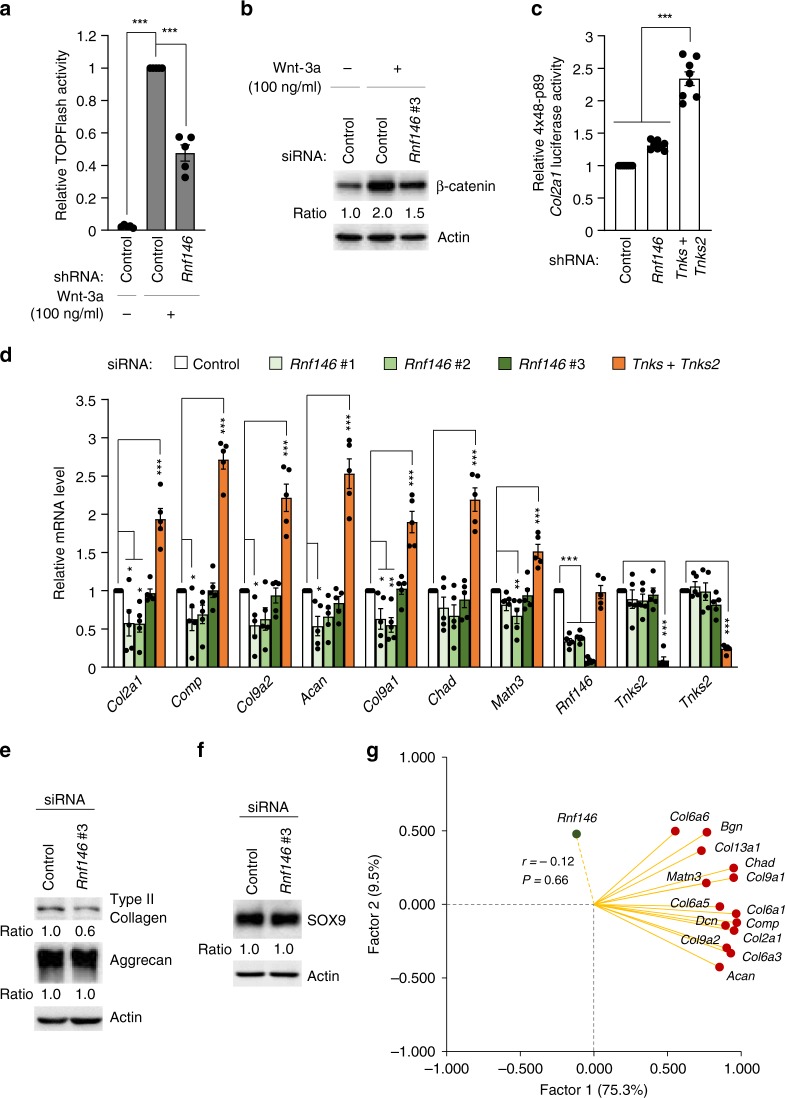
RNF146 does not regulate SOX9 activity and cartilage matrix anabolism. **a** TOPFlash reporter assay in chondrocytes after control shRNA or sh*Rnf146* transfection (*n* = 5). **b** Chondrocyte lysates were immunoblotted for β-catenin after treatment with control siRNA or si*Rnf146*. **a**, **b** Recombinant Wnt-3a was added 24 h before harvest. **c** A 4 × 48-p89 SOX9-dependent *Col2a1* luciferase reporter assay in chondrocytes transfected with control shRNA, sh*Rnf146*, or sh*Tnks* and sh*Tnks2* (*n* = 8). **d** mRNA levels of cartilage-specific matrix genes in mouse chondrocytes treated with control siRNA, si*Rnf146*, or si*Tnks* and si*Tnks2* (*n* = 5). **e**, **f** Protein levels of **e** cartilage-specific matrix genes or **f** SOX9 in mouse chondrocytes treated with control siRNA or si*Rnf146*. **g** Factor-loading plot of 14 cartilage matrix genes in the cartilage of 16 BXD mouse strains in terms of transcript abundance, with *Rnf146* added to the plot. **a**, **c**, **d** Data represent means ± s.e.m. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001 by ANOVA. **b**, **e**, **f** The relative protein band intensity is indicated. Full-size immunoblot images are provided in Supplementary Fig. 9

### Tankyrase inhibition enhances SOX9 transcriptional activity

Next, we used a 4 × 48-p89 SOX9-dependent *Col2a1* enhancer reporter^36^ to investigate whether the increase in SOX9 levels with tankyrase inhibition enhances the overall transcriptional activity of SOX9. Double knockdown of *Tnks* and *Tnks2*, and nine different tankyrase-specific inhibitors, specifically increased the transcriptional activity of SOX9 in chondrocytes (Fig. 5a–c). Moreover, the overexpression of wild-type TNKS2 resulted in a marked reduction in the transcriptional activity of SOX9, while the catalytically inactive form of TNKS2 (TNKS2 M1054V) suppressed SOX9 activity to a moderate extent (Fig. 5d). 

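All 91 SOX9 target genes of the study were present in the count tables, and 89 were tested with knockdown and 90 with each inhibitor. Knockdown raised 76 of them and lowered 13, XAV939 raised 69 and lowered 21, and IWR-1 raised 77 and lowered 13. The median log2 fold change of the targets minus that of the other genes was 0.53 (camera, adjusted p = 9.44e-21) with knockdown, 0.46 (camera, adjusted p = 1.03e-10) with XAV939 and 1.3 (camera, adjusted p = 1.26e-29) with IWR-1. These p-values use the preset correlation of 0.01 between genes. Estimated from the data, the correlation was 0.272, 0.309 and 0.306, and no call held (camera, adjusted p = 0.133, 0.207 and 0.0972). Fry kept all 3 calls (adjusted p = 0.00908, 0.0153 and 0.000791). The middle 50% of the targets lay between 0.13 and 0.84, 0.07 and 0.93, and 0.44 and 1.99. Past an adjusted p-value of 0.05, 41 targets were higher and 1 lower with knockdown (54 and 3 adjusted over the list alone), 37 and 4 with XAV939 (42 and 8 adjusted over the list alone), and 67 and 6 with IWR-1 (69 and 6 adjusted over the list alone). With the replicate block, the counts were 62 and 3 with knockdown and 47 and 9 with XAV939. None of 10000 random lists of equal size and similar mean expression had a median as high in any comparison (permutation p = 0.0002, the smallest these lists can give, two-sided). Random lists do not allow for correlation between the listed genes. Of the targets, 40 are also cartilage-signature genes, so the result is not separate from that of the cartilage list. Leaving out 1 library changed the shift most with XAV939, to 0.29 without XAV939 replicate 2, below its value in the full fit by more than 1.5 times, with an adjusted p of 4.49e-08 at most across the 9 fits. The score of each library, computed as for the cartilage-signature genes, was 3.67 ± 0.19 with knockdown and 3.17 ± 0.12 with control siRNA (SD, n = 3; exact two-sided permutation test, p = 0.1, the smallest possible). In the drug table the score was 2.31 ± 0.24 with XAV939, 3.13 ± 0.10 with IWR-1 and 1.79 ± 0.18 with DMSO, with every treated library above every DMSO library (exact test, p = 0.1 for each inhibitor).

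**Figure D3:**
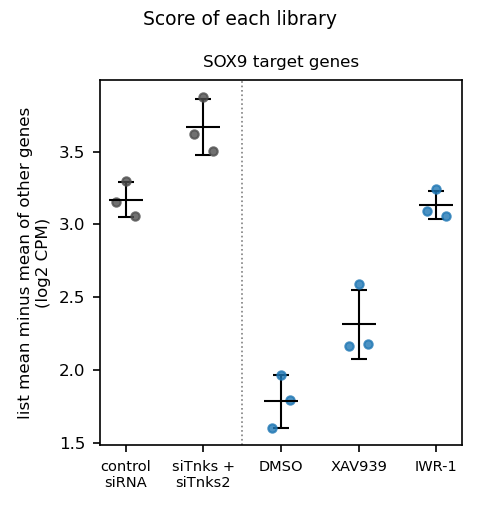
Score of each library for the SOX9 target genes, their mean log2 CPM minus the mean of the other genes, with the group mean and SD (n = 3). All treated libraries lie above the controls of their table, at 3.67 against 3.17 on average in the siRNA table.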

SOX9 target genes^37^ were overall upregulated upon tankyrase knockdown or inhibition at the whole transcriptome level (Fig. 5e). Meanwhile, SOX9 is known to bind to its own enhancer and autoregulate its expression^38^. Indeed, *Sox9* transcript levels also increased upon simultaneous knockdown of *Tnks* and *Tnks2* in mouse chondrocytes (Supplementary Fig. 3). Pharmacological inhibition of tankyrase by XAV939 treatment did not have a statistically significant effect on *Sox9* mRNA levels. To further confirm the proposed mechanism that tankyrase regulates SOX9 activity post-transcriptionally, we repeated the luciferase reporter assays by using the SOX9-dependent *Col2a1* enhancer construct in cells constitutively expressing *SOX9* mRNA under the control of a cytomegalovirus (CMV) promoter. Tankyrase inhibition by using siRNAs or drugs increased the transcriptional activity of exogenously expressed SOX9 in HEK293T cells (Fig. 5f, g). Furthermore, point mutations of Arg in the first position to Ala in both TBD1 and TBD2 of SOX9 synergistically enhanced the transcriptional activity of SOX9 (Fig. 5h), suggesting that disruption of the interaction between tankyrase and SOX9 is sufficient to enhance the transcriptional activity of SOX9. Cartilage matrix gene expression induced by tankyrase inhibition was completely abolished by SOX9 knockdown (Fig. 5i, j). Taken together, SOX9 serves as an essential target of tankyrase for the role of tankyrase as an anabolic regulator in chondrocytes.

**Fig. 5:**
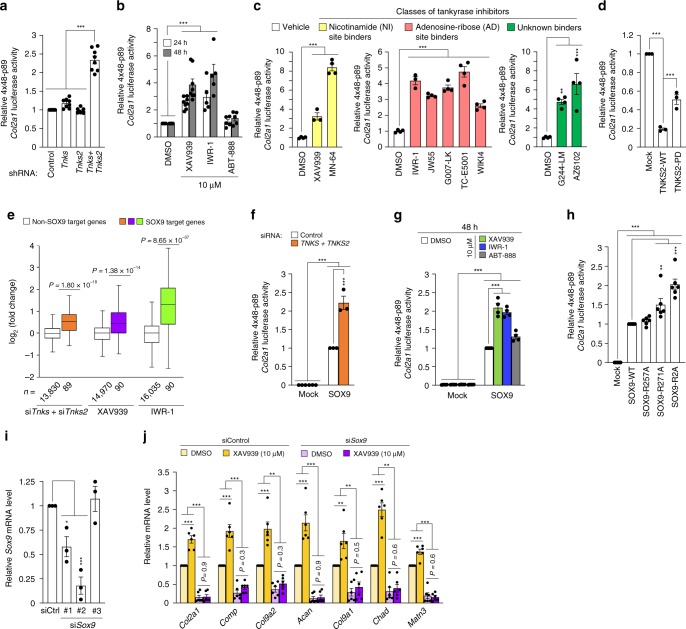
Tankyrase inhibition enhances cartilage matrix gene expression in a SOX9-dependent manner. **a**–**c** A 4 × 48-p89 SOX9-dependent *Col2a1* luciferase reporter assay in chondrocytes treated with **a** control shRNA, sh*Tnks*, sh*Tnks2*, or sh*Tnks* and sh*Tnks2* (*n* = 8), **b** XAV939, IWR-1, or PARP1/2 inhibitor ABT-888 (*n* ≥ 5), or **c** 10 μM of various tankyrase inhibitors for 48 h (*n* ≥ 3). **b**, **c** DMSO was used as a negative control. **d** A 4 × 48-p89 SOX9-dependent *Col2a1* luciferase reporter assay in chondrocytes transfected with control mock vector, wild-type *TNKS2* vector, or PARP-dead (PD) *TNKS2* mutant vector (*n* = 3). **e** Box plot of fold changes of SOX9 target genes and other genes (two-tailed *t* test) in chondrocytes. The box represents data from 25 to 75% percentile. The center line in the box represents median, and whiskers extend 1.5 times the interquartile range from the box edges. SOX9 target genes are listed in Supplementary Table 8. **f**, **g** A 4 × 48-p89 SOX9-dependent *Col2a1* luciferase reporter assay in HEK293T cells transfected with mock vector or CMV-driven *SOX9-*expression vector and treated with **f** si*TNKS* and si*TNKS2* (*n* = 3) or **g** DMSO, XAV939, IWR-1, or ABT-888 (*n* = 4). **h** A 4 × 48-p89 SOX9-dependent *Col2a1* luciferase reporter assay in HEK293T cells expressing wild-type SOX9 or SOX9 with tankyrase-binding motif point mutation (*n* = 6). SOX9 R2A mutant has both R257A and R271A mutations. **i** Knockdown efficiency of various *Sox9* siRNAs in primary cultured mouse chondrocytes (*n* = 3). si*Sox9* #2 was used throughout this study. **j** mRNA levels of cartilage-specific matrix genes in mouse chondrocytes transfected with control siRNA or si*Sox9* #2 followed by DMSO or XAV939 treatment for 72 h (*n* = 6). **a**–**d**, **f**–**j** Data represent means ± s.e.m. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001 by ANOVA

### Tankyrase inhibition ameliorates OA progression in mice

Our results suggest that tankyrase may perform a physiological role in the regulation of cartilage matrix homeostasis. As cartilage homeostasis is disrupted during OA development, we first characterized the expression of tankyrase in articular cartilage of knee OA patients. Tankyrase proteins were markedly upregulated in OA-affected cartilage, but were barely detectable in undamaged regions of osteoarthritic cartilage (Fig. 6a, b). In contrast, type II collagen and aggrecan expression levels were significantly reduced in the damaged regions of human OA cartilage, inversely correlating with the expression pattern of tankyrase (Fig. 6a). We then performed destabilization of the medial meniscus (DMM) surgery in mice as a model of post-traumatic OA. Two weeks after DMM, we observed no distinct damage in the cartilage, but detected robust expression of SOX9 and aggrecan (Supplementary Fig. 4a), consistent with studies that have reported a compensatory synthesis of matrix molecules during the early stage of OA^39,40^. At this stage, tankyrase expression was not detected in the knee joint cartilage of the DMM-operated mice. However, at 8 weeks after DMM surgery, significant damage in the articular cartilage and loss of SOX9 and aggrecan expression were apparent, indicating a mid-to-late stage of OA (Supplementary Fig. 4a, b). A marked increase in tankyrase expression was detected in this condition, consistent with our observations on human OA cartilage.

**Fig. 6:**
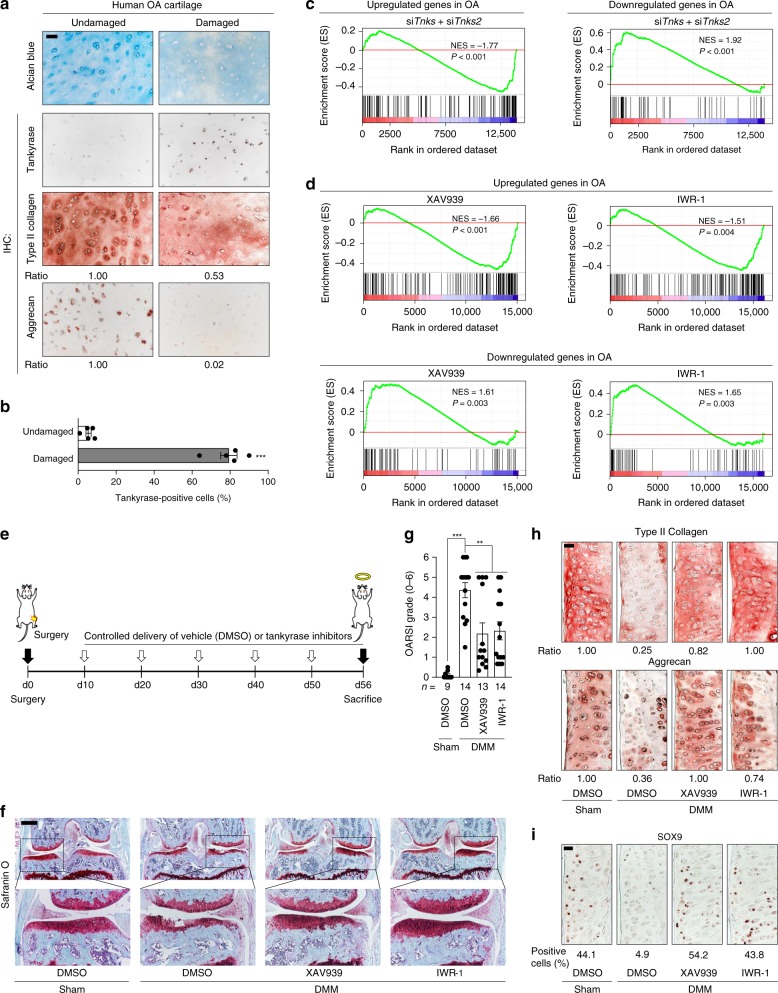
Tankyrase inhibition ameliorates OA development in mice. **a**, **b** Tankyrase expression in patients with knee OA. **a** Alcian blue staining and immunostaining of tankyrase and cartilage matrix proteins of undamaged and damaged cartilage regions of knee OA patients. Scale bar: 50 μm. **b** Quantification of tankyrase expression by immunohistochemistry (*n* = 5). **c**, **d** GSEA with OA-signature gene sets in mouse chondrocytes treated with **c** si*Tnks* and si*Tnks2* versus control siRNA or **d** tankyrase inhibitors versus vehicle. The OA-signature gene sets are listed in Supplementary Tables 10 and 11. Genes upregulated or downregulated in damaged cartilage compared with undamaged cartilage in OA patients were selected as OA-signature genes. **e** Schematic illustration of the DMM model and drug treatment schedule. **f**–**i** Tankyrase inhibitors protect articular cartilage in surgically induced OA mouse model. Cartilage destruction assessed by **f** Safranin O staining, **g** OARSI grade, and **h** immunostaining of cartilage matrix proteins or **i** SOX9. Scale bar in **f**: 500 μm. Scale bars in **h**, **i**: 25 μm. **g** Data represent means ± s.e.m. ^***^P < 0.001 by Kruskal–Wallis test. **a**, **h**, **i** The relative chromogen intensity or the percentage of immunopositive cells is indicated

The increased expression of tankyrase in OA cartilage suggested its possible involvement in OA pathogenesis. Thus, we investigated how tankyrase inhibition affects the expression of OA-associated genes (Supplementary Fig. 5). By utilizing public transcriptome datasets^41^, we generated a comprehensive list of OA-associated genes that are upregulated and downregulated in OA patients. 

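The list of genes upregulated in OA holds 150 genes, all present in the count tables, and Supplementary Fig. 5a shows 20 of them. In this list, 133 genes were tested with knockdown and 136 with each inhibitor. With knockdown, 79 were lower and 54 higher, and the shift against the other genes was −0.15 (camera, adjusted p = 0.139), a call not reached (0.182 with the replicate block). It lay between −0.22 and −0.06 across the 6 fits that each left out 1 library, the latter without knockdown replicate 2, and the former, without knockdown replicate 3, passed the limit (adjusted p = 0.0252). Against 10000 random lists of similar mean expression, the same comparison gave a permutation p of 0.0002, the smallest these lists can give (two-sided, 0.000218 after adjustment). With XAV939, 88 were lower and 48 higher, a shift of −0.28 (camera, adjusted p = 0.000699), and with IWR-1, 93 were lower and 43 higher, a shift of −0.32 (camera, adjusted p = 0.00282). With the correlation between genes estimated from the data, neither call held (camera, adjusted p = 0.395 and 0.433). Without DMSO replicate 3 these shifts were −0.12 and −0.18. Placing the 2 genes with DMSO libraries at the floor at their bounds left both medians as they were. At an adjusted p-value under 0.05, 17 were lower and 23 higher with knockdown (23 and 24 adjusted over the list alone), 35 and 10 with XAV939 (41 and 10 adjusted over the list alone), and 53 and 21 with IWR-1 (55 and 22 adjusted over the list alone). With the replicate block, 34 were lower and 30 higher with knockdown, which turned the balance, and 55 and 19 with XAV939. The study chose the 20 genes of the heat map as DEGs in these libraries, so none of their counts here is independent evidence. Of these 20, knockdown lowered 12 and raised 8. At an adjusted p-value under 0.05, 3 were lower and 5 higher (4 and 5 adjusted over the list alone, 7 and 5 with the block). Each inhibitor lowered 14 of 19 tested genes and raised 5. Past the limit were 12 lower and 4 higher with XAV939 (14 and 5 adjusted over the list alone) and 14 lower and 5 higher with IWR-1, also adjusted over the list alone. *AI661453* had too few counts in the drug table. With knockdown, the largest decreases were in *AI661453* (gene ID 224833, chromosome 17, 47436639 to 47470638), −1.78 (SE 0.18, adjusted p = 0.00384), in *Adamts5* (gene ID 23794, chromosome 16, 85858157 to 85901125), −1.17 (SE 0.57, adjusted p = 0.186), and in *Lif* (gene ID 16878, chromosome 11, 4257568 to 4272514), −1.07 (SE 0.24, adjusted p = 0.026). The adjusted p of *Adamts5* was 0.0481 with the block, and 0.0114 without knockdown replicate 2, where its log2 fold change was −0.70. *Lif* lost its call without control siRNA replicate 3 (−1.18, adjusted p = 0.0595), without knockdown replicate 1 (−1.02, adjusted p = 0.089) and without knockdown replicate 3 (−1.09, adjusted p = 0.054). With XAV939, *Fstl3* (gene ID 83554, chromosome 10, 79777274 to 79782630) changed by −1.7 (SE 0.15, adjusted p = 8.33e-05) and *Dusp4* (gene ID 319520, chromosome 8, 34807610 to 34819894) by −1.64 (SE 0.39, adjusted p = 0.0152), the last lost without DMSO replicate 1 (−1.59, adjusted p = 0.0534), without XAV939 replicate 1 (−1.44, adjusted p = 0.0608) and without XAV939 replicate 2 (−1.49, adjusted p = 0.0613). With IWR-1, *Lif* changed by −3.69 (SE 0.33, adjusted p = 1.72e-05) and *Dusp4* by −2.80 (SE 0.43, adjusted p = 0.000468). The higher genes were led with knockdown by *Postn* (gene ID 50706, chromosome 3, 54359267 to 54391041), 2.06 (SE 0.51, adjusted p = 0.0352), by *Dsg2* (gene ID 13511, chromosome 18, 20558074 to 20604526), 1.39 (SE 0.15, adjusted p = 0.00403), and by *Slc2a5* (gene ID 56485, chromosome 4, 150119344 to 150144168), 0.91 (SE 0.20, adjusted p = 0.0269). *Postn* lost its call without control siRNA replicate 1 (2.05, adjusted p = 0.115), without control siRNA replicate 2 (1.75, adjusted p = 0.09), without control siRNA replicate 3 (2.51, adjusted p = 0.0592), without knockdown replicate 1 (1.99, adjusted p = 0.0963) and without knockdown replicate 3 (1.71, adjusted p = 0.0722), and *Slc2a5* without control siRNA replicate 1 (0.84, adjusted p = 0.101), without control siRNA replicate 2 (0.77, adjusted p = 0.0747) and without knockdown replicate 1 (0.94, adjusted p = 0.076). *Dsg2* rose by 1.67 with XAV939 and 2.74 with IWR-1, and *Slc2a5* by 1.50 and 3.4 (adjusted p = 0.105 with XAV939, 0.00213 with the block, 0.025 without DMSO replicate 2, where the log2 fold change was 2.47).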

Notably, OA-associated genes upregulated in patients were overall repressed in chondrocytes upon tankyrase inhibition (Supplementary Fig. 5a). In contrast, OA-associated genes suppressed in patients were strongly transactivated by tankyrase inhibition (Supplementary Fig. 5b). This inverted pattern of gene expression profiling was evident even at the whole transcriptome level (Fig. 6c, d).

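The list of genes downregulated in OA holds 71 genes, of which 56 were tested with knockdown and 55 with each inhibitor. Knockdown raised 39 and lowered 17, XAV939 raised 38 and lowered 17, and IWR-1 raised 32 and lowered 23. The shift against the other genes was 0.29 (camera, adjusted p = 1.24e-08), 0.33 (camera, adjusted p = 0.00282) and 0.53 (camera, adjusted p = 0.000279) in this order. With the correlation between genes estimated from the data, only the first call held (camera, adjusted p = 0.0348, 0.207 and 0.133). At an adjusted p-value under 0.05, 23 were higher and 5 lower with knockdown (26 and 6 adjusted over the list alone), 15 and 3 with XAV939 (18 and 5 adjusted over the list alone), and 26 and 12 with IWR-1 (28 and 14 adjusted over the list alone). The replicate block gave 21 and 7 with XAV939. The 12 genes of Supplementary Fig. 5b, which were chosen by the study on these libraries, were higher in 11 cases with knockdown, all 11 at an adjusted p-value under 0.05. All 12 were higher with either inhibitor, 10 past the limit with XAV939 and 11 with IWR-1. Adjusted over the list alone, 11, 10 and 11 passed, and 1 lower gene with knockdown. None of these counts of the 12 genes is independent evidence, because the genes were chosen as DEGs in these libraries. The largest increase with knockdown was in *Chrdl2* (gene ID 69121, chromosome 7, 100006404 to 100034728), 2.41 (SE 0.15, adjusted p = 0.00224), followed by *Atp1b2* and by *Frzb* (gene ID 20378, chromosome 2, 80411970 to 80447396), 2.04 (SE 0.18, adjusted p = 0.00298). *Frzb* rose by 1.54 (SE 0.34, adjusted p = 0.0118) with XAV939, a call lost without DMSO replicate 1 (1.31, adjusted p = 0.0517) and without XAV939 replicate 2 (1.25, adjusted p = 0.0517). *Zfp385c* (gene ID 278304, chromosome 11, 100626219 to 100692466), whose span overlaps *Nkiras2* so that reads could be shared, rose by 1.62 (SE 0.34, adjusted p = 0.00826) with XAV939 and 3.11 (SE 0.34, adjusted p = 5.17e-05) with IWR-1, where *Cmtm5* rose by 3.33 (SE 0.33, adjusted p = 2.79e-05). *Slc14a1* (gene ID 108052, chromosome 18, 78100091 to 78142119) was the gene of this panel that changed the other way with knockdown, −1.05 (SE 0.37, adjusted p = 0.0921) (0.00749 with the replicate block, 0.0481 with DESeq2, and 0.0442 without knockdown replicate 2, where the log2 fold change was −1.36). It rose by 2.88 (SE 0.35, adjusted p = 0.000106) with IWR-1. The score of each library for this list was −0.10 ± 0.05 with knockdown and −0.49 ± 0.03 with control siRNA (SD, n = 3; exact two-sided permutation test, p = 0.1, the smallest possible). It was −0.82 ± 0.09 with XAV939, −0.56 ± 0.11 with IWR-1 and −1.15 ± 0.10 with DMSO (exact test, p = 0.1 for each). For the genes upregulated in OA, the score was −0.48 ± 0.24 with knockdown and −0.31 ± 0.05 with control siRNA (exact test, p = 0.2), −0.63 ± 0.13 with XAV939 (exact test, p = 0.2) and −0.69 ± 0.12 with IWR-1 (exact test, p = 0.1), against −0.42 ± 0.14 with DMSO. These tests do not use the replicate numbers. Within pairs of the same number, the score differed by −0.10, −0.38 and −0.04 with knockdown and by −0.22, −0.21 and −0.23 with XAV939, lower in 3 of 3 pairs each (exact sign-flip permutation test, two-sided, p = 0.25, the smallest that 3 pairs allow).

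**Figure D4:**
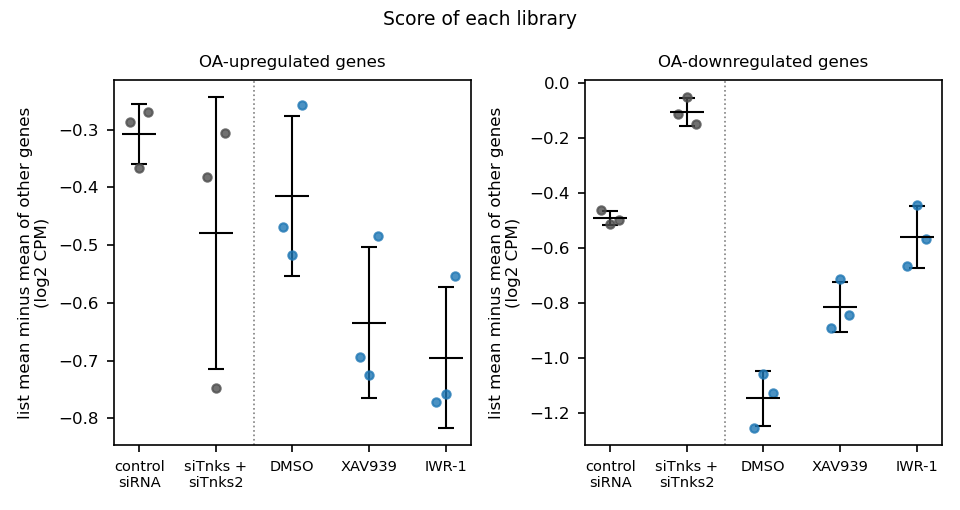
Score of each library for the genes upregulated (left) and downregulated (right) in OA, their mean log2 CPM minus the mean of the other genes, with the group mean and SD (n = 3). In the left panel the libraries with knockdown and with XAV939 overlap their controls as groups but lie below them in each pair of the same replicate number, and in the right panel all treated libraries lie above them.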

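For the genes upregulated in OA, the NES was −1.60 with knockdown, −1.74 with XAV939 and −1.67 with IWR-1 (permutation p = 0.00427, 0.00371 and 0.00371, adjusted over the 9 GSEA tests), on rankings of 13919, 14704 and 16124 genes that held 135, 142 and 147 genes of the list. For the genes downregulated in OA it was 2.16, 1.78 and 2.03 (permutation p = 0.00371, 0.00427 and 0.00427), with 56, 61 and 66 genes of the list ranked. No permutation gave a more extreme score in any of these 6 tests, so each p is the smallest the permutations allow. The permutations draw random genes, so these p-values do not measure the spread between libraries. Of 10 splits of the libraries into groups of 3, the real one included, 5, 3 and 6 gave an NES as large for the upregulated list. For the downregulated list 1, 3 and 2 did. The leading edge of the upregulated list held 46, 48 and 47 genes, 16 of them common to the 3 comparisons, and that of the downregulated list 24, 32 and 32 genes, 18 of them common. Ranking by the signed square root of edgeR's F statistic changed the call of the upregulated list with knockdown, to an NES of −1.18 (permutation p = 0.109).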

Next, we assessed the in vivo effects of tankyrase inhibition on cartilage matrix homeostasis in surgically induced OA mouse model. For the stable and prolonged delivery of tankyrase inhibitors to mouse knee joints, we used injectable hydrogels made of ascorbyl palmitate^42^. Intra-articular (IA) injection of this hydrogel-based drug delivery system allowed controlled local release of the loaded small molecule to articular cartilage over 9 days (Supplementary Fig. 6a, b). IA administration of hydrogel-mediated XAV939 or IWR-1, the two representative tankyrase inhibitors with different modes of actions, resulted in a significant reduction in the degeneration of cartilage matrix caused by the DMM (Fig. 6e–g). A concomitant increase in type II collagen and aggrecan was observed (Fig. 6h), and the expression of SOX9 was retained in the cartilage treated with tankyrase inhibitors (Fig. 6i). In addition, we observed that IA delivery of tankyrase inhibitors effectively reduced the production of matrix metalloproteinase 13 (MMP13) and the specific expression of β-catenin in the superficial zone of articular cartilage^43,44^ (Supplementary Fig. 6c). These experimental results are in line with the correlation analysis based on mouse reference populations, indicating that tankyrase exhibits a negative and positive correlation with cartilage matrix genes (Fig. 1b, c) and catabolic regulators (Supplementary Fig. 5c, d), respectively.

Based on the pro-anabolic effect of tankyrase inhibitors, we tested the potential of XAV939 to treat late-stage OA cartilage. In the mouse DMM model, early osteoarthritic lesions were observed 2 weeks after surgery^45^, while 70% of mice had reached late-stage OA after 6 weeks from DMM surgery. XAV939 administration for additional 6 weeks resulted in the reduction in the cartilage destruction as compared with the vehicle-treated mice, which experienced further OA progression (Supplementary Fig. 6d–f). Taken together, our results indicate that tankyrase inhibitors effectively ameliorate cartilage destruction in mice through the attenuation of the imbalance between matrix anabolism and catabolism.

### Tankyrase inhibition stimulates chondrogenesis of MSCs

As mesenchymal progenitor cells are responsible for the regenerative capacity of damaged cartilage^5,46^, we investigated the role of tankyrase in the chondrogenic differentiation of MSCs. First, the expression pattern of *Tnks* and *Tnks2* mRNA during chondrogenesis was examined by using a micromass culture of mesenchymal cells isolated from the limb buds of E11.5 mouse embryos. Along with the progression of in vitro chondrogenesis, *Tnks* and *Tnks2* expression were markedly decreased, inversely correlating with the expression of *Acan*, a marker of chondrogenesis (Fig. 7a). We then analyzed a publicly available RNA-Seq dataset^47^ generated from pellet cultures of human bone marrow-derived MSCs (hMSCs). *TNKS* and *TNKS2* expression were markedly reduced over the course of the chondrogenic differentiation of hMSCs (Fig. 7b).

**Fig. 7:**
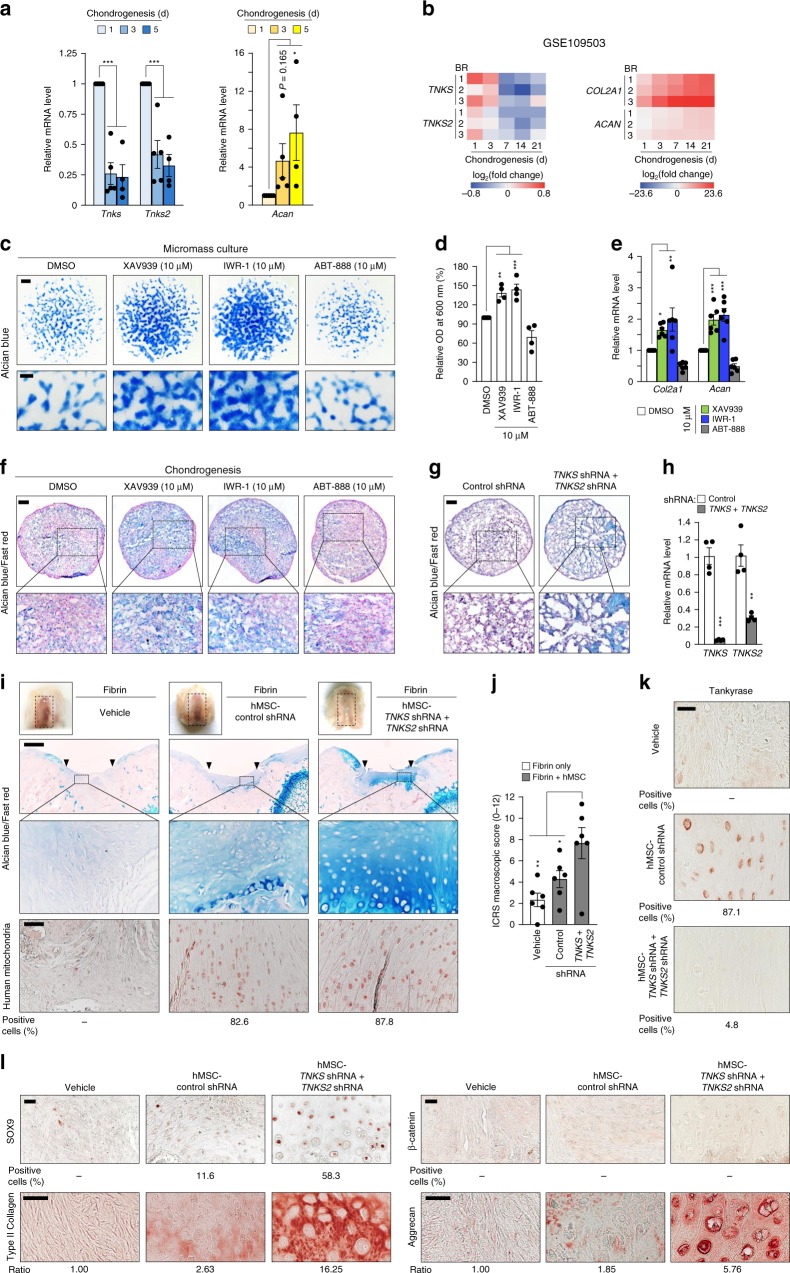
Tankyrase inhibition stimulates chondrogenic differentiation of mesenchymal stem cells in vitro and in vivo. **a** *Tnks*, *Tnks2*, and *Acan* mRNA levels in micromass-cultured limb-bud mesenchymal cells (*n* ≥ 4). **b** Fold-change heatmaps of *TNKS, TNKS2, COL2A1*, and *ACAN* in pellet cultures of hMSC relative to day 0. BR indicates biological replicates. **c** Alcian blue staining and **d** absorbance quantification of micromass-cultured limb-bud mesenchymal cells treated with the indicated drugs for 3 days (*n* = 4). Scale bar: 1 mm (top), 300 μm (bottom). **e** *Col2a1* and *Acan* mRNA levels in micromass-cultured limb-bud mesenchymal cells (*n* = 6). **f**, **g** Histology of hMSC pellets **f** treated with the indicated drugs or **g** infected with the indicated shRNA lentiviruses. Scale bars: 100 μm. **h** Knockdown efficiency of sh*TNKS* and sh*TNKS2* in hMSC (*n* = 4). **i**–**l** Tankyrase knockdown in hMSCs regenerates articular cartilage in vivo. **i** Gross appearance (top; scale bar: 500 μm), Alcian blue staining (middle), and human mitochondria immunostaining (bottom; scale bar: 25 μm) of cartilage lesions. ▼ indicates the graft sites. Cartilage regeneration as evaluated by using the **j** ICRS macroscopic score system (*n* = 6) and immunostaining of **k** tankyrase, **l** SOX9, cartilage matrix proteins, and β-catenin in repair tissues in the defects. Scale bar in **k**: 25 μm. Scale bars in **l**: 20 μm. **a**, **d**, **e**, **h**, **j** Data represent means ± s.e.m. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001 by ANOVA (**a**, **d**, **e**, **j**) or *t* test (**h**). **i**, **j**, **k**, **l** The relative chromogen intensity or the percentage of immunopositive cells is indicated

Next, we examined how tankyrase inhibition influences the chondrogenic differentiation of MSCs. The tankyrase inhibitors, XAV939 and IWR-1, effectively induced chondrogenic nodule formation in micromass cultures of mouse limb-bud mesenchymal cells (Fig. 7c), enhancing the amount of Alcian blue bound to sulfated glycosaminoglycans (Fig. 7d). The two tankyrase inhibitors significantly promoted *Col2a1* and *Acan* expression, whereas the PARP1/2 inhibitor, ABT-888, failed to increase their expression (Fig. 7e), suggesting that the chondrogenic effect is specific to tankyrase inhibition and not to other PARP family member inhibition. Similarly, both pharmacological inhibition and double knockdown of *TNKS* and *TNKS2* effectively enhanced the chondrogenic differentiation of hMSCs (Fig. 7f–h), with a concomitant upregulation of cartilage-specific proteins, such as type II collagen, aggrecan, and SOX9 (Supplementary Fig. 7a, b).

We next evaluated the effect of tankyrase inhibition on stem cell-based restoration of hyaline cartilage. A full-thickness osteochondral lesion was filled with a fibrin gel containing hMSCs transduced with control or *TNKS* and *TNKS2* shRNAs. After 8 weeks, no positive signals for human-specific mitochondria were detected in osteochondral lesions filled with fibrin gel only, whereas defects transplanted with hMSC-control shRNA or hMSC-*TNKS/2* shRNA displayed strong signals localized in the cytoplasm of transplanted cells (Fig. 7i and Supplementary Fig. 8a). Defects transplanted with hMSC-control shRNA failed to fully recover the organization of hyaline cartilage and exhibited features of fibrocartilage (Fig. 7i, j and Supplementary Fig. 8b, c). However, lesions implanted with hMSC-*TNKS/2* shRNA showed regenerated hyaline cartilage, similar to the articular cartilage. The regenerative tissues derived from hMSC-*TNKS/2* shRNA maintained stable knockdown of tankyrase protein (Fig. 7k) and exhibited robust expression of SOX9 and cartilage-specific matrix proteins (Fig. 7l), compared with the fibrocartilage originated from hMSC-control shRNA. Finally, β-catenin expression was minimal in lesions implanted with hMSC-control shRNA and in those implanted with hMSC-*TNKS/2* shRNA (Fig. 7l).

## Discussion

Recent progress in the understanding of the pathophysiology of OA has led to the identification of promising therapeutic targets, highlighting the potential for the development of disease-modifying osteoarthritis drugs (DMOADs)^48–57^. The identification of MMP13^58^ and a disintegrin and metalloproteinase with thrombospondin motifs 5 (ADAMTS5)^55,56^ as destructive enzymes for type II collagen and aggrecan led to the active investigation of drugs that may delay OA advancement through the erosion of cartilage matrix^59,60^. However, agents targeting matrix-degrading processes may be insufficient to restore cartilage ECM and accomplish functional repair of articular cartilage.

We demonstrated here that tankyrase is a key target molecule whose inhibition enhances the expression of cartilage-specific matrisome and contributes to reconstruction of cartilage matrix. Although no functional characterization of tankyrase was previously made in cartilage tissues, there has been an evidence pointing tankyrase as a genetic factor that may potentially affect OA susceptibility. A genome-wide association study indicates that copy-number deletion of tankyrase is associated with a decreased risk for OA^61^. Furthermore, *Tnks* is located within quantitative trait loci associated with spontaneous OA in STR/ORT mice^62^. Our study with quantitative genetic analysis of articular cartilage in BXD mouse reference population illustrates a significant degree of negative correlation between the expression of tankyrase and cartilage-signature genes responsible for ECM construction.

We revealed a previously unrecognized role of tankyrase in the regulation of the stability of SOX9—a master regulator of chondrogenic program^32,63^. In addition to its key role in the regulation of the expression of cartilage matrix genes through its binding to their *cis*-regulatory enhancer elements, SOX9 was shown to be essential for establishing super-enhancer at chondrocyte-identity genes^18^. SOX9 plays an essential role in chondrocyte survival, as SOX9 knockout in chondrocytes triggered extensive apoptosis^64^. SOX9 is downregulated in human osteoarthritic cartilage, and this event is thought to be associated with the cessation of cartilage matrix synthesis and chondrocyte dysfunctions in osteoarthritic cartilage^65,66^. Our findings suggest that tankyrase inhibition may serve as an effective trigger in such OA cartilage to sustain the transcriptional activity of SOX9 and reinforce cartilage-signature gene expression.

Tankyrase associates with multiple target proteins and regulates various signaling pathways, suggestive of the involvement of factors other than SOX9 in the overall effect of tankyrase inhibition on OA pathogenesis. In fact, tankyrase interacts with TRF1^67^, Axin^27^, NUMA^68^, PTEN^69^, 3BP2^70^, and AMOTs^71^, which are implicated in controlling telomere length, Wnt signaling, mitosis, AKT pathway, osteoclastogenesis, and Hippo pathway, respectively. High-throughput proteomic analysis recently revealed extensive tankyrase interactomes, including both enzymatic substrates and nonenzymatic effectors^72,73^.

Consistent with the notion that Axin is a well-established tankyrase substrate, tankyrase inhibition effectively reduced β-catenin stability and activity in chondrocytes. Increased levels of β-catenin in OA cartilage have been thought to elicit catabolic profiles in chondrocytes and contribute to cartilage degeneration^74,75^. Various β-catenin inhibitory therapeutics have been used at the preclinical^76–78^ and clinical stage^79^ (Phase 1: NCT02095548; Phase 2: NCT02536833, NCT03122860; Phase 3: NCT03928184), with promising outcomes in delaying cartilage destruction. The inhibitory role in Wnt/β-catenin signaling may contribute to the chondro-protective effects of tankyrase inhibitors. This notion is further supported by our findings highlighting the overall repression of catabolic factors such as MMP13 upon tankyrase inhibition. Therefore, our study suggests that tankyrase inhibition may serve as a potential therapeutic strategy to simultaneously modulate the two key signaling pathways in chondrocytes, SOX9 and β-catenin, in a direction that enhances cartilage matrix anabolism and inhibits matrix degeneration processes.

Tankyrase-mediated PARylation serves as a signal cue for the ubiquitin conjugation system, which couples to protein degradation^22^. RNF146 is the most prominent E3 ubiquitin ligase responsible for the recognition and ubiquitination of various PARylated substrates, including Axin^33^, PTEN^69^, and AMOTs^71^. RNF146 forms a complex with tankyrase and directly interacts with PARylated Axin through its WWE domain, thereby promoting its degradation^33,34^. Although the knockdown of RNF146 effectively reduced β-catenin stability and activity, it affected neither SOX9 stability and activity nor cartilage matrix gene expression. Our findings suggest the potential for the presence of another PAR-dependent E3 ligase responsible for tankyrase-mediated SOX9 regulation. Our analysis of endogenous tankyrase interactomes reveals that thyroid hormone receptor interactor 12 (TRIP12) and HECT, UBA, and WWE domain-containing 1 (HUWE1) are the additional E3 ubiquitin ligases that form complexes with tankyrase in chondrocytes. Intriguingly, both TRIP12 and HUWE1 contain the WWE domain that is predicted to mediate interactions with PARylated substrates^33,80,81^.

Although we demonstrated that tankyrase-mediated PARylation of SOX9 plays an essential role in regulating SOX9 ubiquitination and degradation, inhibiting tankyrase activity or mutating the tankyrase-binding site in SOX9 did not completely abolish the PARylation of SOX9. We speculate that the residual PARylation of SOX9 may involve modifications mediated by other PARP family members. Extensive molecular-level investigation is warranted to illustrate the role of other forms of SOX9 PARylation that are not mediated by tankyrase.

Taken together, our results have direct implications for the development of regenerative therapy for osteoarthritic cartilage lacking its load-bearing function as a result of cartilage matrix loss. We demonstrate that tankyrase inhibition stimulates cartilage-specific anabolism, illustrating an intriguing possibility for the reconstruction of cartilage at both molecular and organismal levels. The reparative capacity of tankyrase inhibition may be attributable to the combinatorial effects that invert OA-associated gene expression landscape in chondrocytes and stimulate chondrogenesis of MSCs. Our findings may provide fundamental insights into the role of tankyrase-mediated PARylation in fine-tuning the activity of transcription factors associated with development processes and disease pathogenesis. We expect our findings to provide a guideline for future OA therapeutic strategies circumventing surgical intervention and aiming at cartilage regeneration.

## Methods

### In silico analysis of multi-tissue BXD transcriptomes

Cartilage (GN208)^25^, bone femur (GN411)^82^, kidney (GN118), lung (GN160)^83^, and brain (GN123)^84^ datasets were obtained from GeneNetwork (www.genenetwork.org). illuminaMousev1.db (http://bioconductor.org/packages/illuminaMousev1.db/) and illuminaMousev1p1.db (http://bioconductor.org/packages/illumina Mousev1p1.db/) were used for probe annotation in the cartilage and bone femur datasets, respectively. These two databases provided information on the quality grade of each probe, and whether a probe overlaps with any known single-nucleotide polymorphisms (SNPs). A probe that did not overlap with any known SNPs, perfectly and uniquely matched the target transcript, and also had the highest expression used for each transcript. The processed cartilage dataset with the expression profile of 16,074 genes across 16 BXD mouse strains was used to calculate the Pearson’s correlation coefficients between gene expression levels. The resulting correlation matrix was hierarchically clustered by using fastcluster package (https://cran.r-project.org/package=fastcluster) in R (complete linkage and Euclidean distance). For the data presented in Supplementary Fig. 1c, principal component analysis was performed by using the R stats package. For the kidney, lung, and brain datasets, we used the mouse4302.db (http://bioconductor.org/packages/mouse4302.db/) for probe annotation, and the probe with the highest expression was used for each transcript. For the data presented in Fig. 1a and Supplementary Fig. 1a, gene co-expression matrices were clustered by using the hierarchical clustering algorithm (complete linkage and uncentered correlation distance) in Cluster (http://bonsai.hgc.jp/~mdehoon/software/cluster/software.htm), and correlation heatmaps were drawn with Gitools^85^. For the data presented in Fig. 1b, factor analysis was performed by using IBM SPSS Statistics (www.ibm.com/analytics/us/en/technology/spss/).

### Primary culture of mouse articular chondrocytes

For the primary culture of mouse articular chondrocytes, cells were isolated from femoral condyles and tibial plateaus of 4–5-day-old ICR mice by 0.2% collagenase digestion^86^. Chondrocytes were maintained in DMEM supplemented with 10% fetal bovine serum (FBS), 100 units/ml penicillin, and 100 μg/ml streptomycin, and cells were treated as indicated in each experiment. Transfection was performed with METAFECTENE PRO (Biontex) according to the manufacturer’s protocol. Small interfering RNAs (siRNAs) used for RNA interference (RNAi) in mouse articular chondrocytes are listed in Supplementary Table 2. All siRNAs, including negative control siRNA, were purchased from Bioneer. Recombinant mouse Wnt-3a (315-20) was purchased from PeproTech, and recombinant mouse Dkk-1 (5897-DK) was purchased from R&D Systems.

### Reverse transcription polymerase chain reaction and quantitative PCR

Total RNAs were extracted by using TRI reagent (Molecular Research Center, Inc.). RNAs were reverse transcribed by using EasyScript Reverse Transcriptase (Transgen Biotech). Then, cDNA was amplified by PCR or qPCR with the primers listed in Supplementary Table 3. qPCR was performed with SYBR TOPreal qPCR 2× preMIX (Enzynomics) to determine transcript abundance. Transcript quantity was calculated by using the ∆∆C_t_ method, and *Hprt* or *HPRT1* levels were used as housekeeping controls.

### Whole-cell lysate preparation

Whole-cell lysates were prepared in radioimmunoprecipitation assay (RIPA) buffer (150 mM NaCl, 1% NP-40, 50 mM Tris, pH 8.0, 0.5% sodium deoxycholate, and 0.1% sodium dodecyl sulfate (SDS)) supplemented with a protease inhibitor cocktail (Sigma-Aldrich). The lysates were quantified by using a BCA assay and analyzed by SDS polyacrylamide gel electrophoresis (PAGE). Protein band intensity was quantified by densitometric analysis by using ImageJ^87^.

### Antibodies

Anti-FLAG tag antibody (3165) was purchased from Sigma-Aldrich. Antibodies against green fluorescent protein (GFP) (sc-9996), Sox9 (sc-20095), Sox9 (sc-166505), Tankyrase-1/2 (sc-8337), Tankyrase-1/2 (sc-365897), Ubiquitin (sc-8017), Actin (sc-1615), α-Tubulin (sc-23948), and Histone H3 (sc-517576) were obtained from Santa Cruz Biotechnology. Sox9 (sc-20095) antibody was used only in Fig. 3e, n and Sox9 (sc-166505) antibody was used only in Fig. 3f. Tankyrase-1/2 (sc-365897) antibody was used only in Fig. 6a, b, 7k and Supplementary Fig. 4. Antibodies against aggrecan (AB1031), type II collagen (MAB8887), and human mitochondria (MAB1273) were purchased from Millipore, and antibodies against Myc tag (2276) and Sox9 (82630) were purchased from Cell Signaling Technology. Prior to detection of aggrecan, samples were treated with chondroitinase ABC (C3667) from Sigma-Aldrich. Antibodies against HA tag (ab9110) and MMP13 (ab51072) were purchased from Abcam. Anti-β-catenin antibody (610154) was obtained from BD Biosciences. Anti-Poly(ADP-ribose) antibody (AG-20T-0001) was purchased from AdipoGen and was used only in Fig. 3l. Anti-Poly(ADP-ribose) antibody (4335-AMC) was purchased from Trevigen. All antibodies were used according to the manufacturer’s protocol.

### Chemical Inhibitors

XAV939 (X3004), IWR-1 (I0161), JW55 (SML0630), WIKI4 (SML0760), IWP-2 (I0536), and cycloheximide (C7698) were obtained from Sigma-Aldrich. G007-LK (B5830) and MG132 (A2585) were purchased from Apexbio, G244-LM (1563007-08-8) was from AOBIOUS, MN-64 (HY19351) from MedChem Express, AZ6102 (S7767) from SelleckChem, and TC-E 5001 (5049) from Tocris. Tankyrase inhibitors were classified into three different classes depending on their mode of action^24,88^. ABT-888 (11505) was purchased from Cayman, and ADP–HPD (118415) was purchased from Calbiochem.

### RNA sequencing (RNA-seq)

Primary cultured mouse articular chondrocytes were treated with DMSO or 10 μM of XAV939 or IWR-1 for 108 h or transfected with control siRNA or *Tnks* and *Tnks2* siRNAs. Three biological replicates were used for each group. One microgram of high-quality RNA samples (RIN > 7.0) were used to construct RNA-seq libraries with the TruSeq Stranded mRNA Library Prep kit (Illumina). Libraries were validated with an Agilent 2100 Bioanalyzer. RNA-seq was performed on an Illumina HiSeq 2500 sequencer at Macrogen. The sequence reads were trimmed with Trimmomatic^89^ and mapped against the mouse reference genome (mm10) by using TopHat^90^. Read counts per gene were calculated by using HTSeq^91^. Differential expression analysis was conducted by using the DESeq2 R package^92^. DEGs were selected by using a |fold change| cutoff of >3 and a FDR *q* cutoff of <1 × 10^−5^. DEGs in at least one condition were clustered with hierarchical clustering algorithm (ward.D linkage with euclidean distance) by using gplots R package. GO analysis was conducted by using Enrichr^93^. Heatmaps of DEGs that are in the cartilage-signature gene set or the OA-signature gene sets were drawn with Gitools. Venn diagram for the upregulated or downregulated DEGs of the three different tankyrase inhibition groups (si*Tnks* + si*Tnks2* vs. siControl, XAV939 vs. DMSO, and IWR-1 vs. DMSO) was drawn by using eulerAPE^94^.

### GSEA analysis

Genes were ranked according to the shrunken log_2_ fold change calculated via DESeq2. GSEA^95^ was performed in pre-ranked mode, with all default parameters, for the cartilage-signature gene set or the OA-signature gene sets. A thousand permutations were used to calculate *P* values.

### Generation of a cartilage-signature gene set

Microarray data for nasal chondrocytes at embryonic day 17.5 and rib chondrocytes at postnatal day 1 were obtained from GSE69108^18^. Microarray data for mouse embryonic fibroblasts (MEFs) were obtained from GSM577694, GSM577695, and GSM577696 of GSE23547^96^. The limma R package^97^ was used to compute differential expression between nasal chondrocytes and MEFs or between rib chondrocytes and MEFs. The probe with the highest expression was used for each transcript. Genes with a fold change of >5 and a FDR *q* of <1 × 10^−5^ in both nasal chondrocytes and rib chondrocytes compared with MEFs were selected as cartilage-signature genes. The cartilage-signature genes are listed in Supplementary Table 9.

### Subcellular fractionation

Cells were lysed with hypotonic buffer (20 mM Tris-HCl, pH 7.4, 10 mM NaCl, and 3 mM MgCl_2_) supplemented with the protease inhibitor cocktail. After incubation in ice, 10% NP-40 was added to the cell lysate. The homogenate was centrifuged at 720 × *g* for 10 min, and the supernatant was collected as the cytoplasmic fraction. The pellet was washed twice with hypotonic buffer and resuspended in cell extraction buffer (10 mM Tris, pH 7.4, 2 mM Na_3_VO_4_, 100 mM NaCl, 1% Triton X-100, 1 mM EDTA, 10% glycerol, 1 mM EGTA, 0.1% SDS, 1 mM NaF, 0.5% deoxycholate, and 20 mM Na_4_P_2_O_7_) supplemented with the protease inhibitor cocktail. The resuspended pellet was centrifuged at 14,000 × *g* for 30 min, and the supernatant was kept as the nuclear fraction. The cytoplasmic and nuclear fractions were quantified by using the BCA assay. Then 10 µg of proteins per fraction sample were loaded and analyzed by SDS-PAGE. Protein band intensity was quantified by densitometric analysis by using ImageJ.

### Lentiviral infection and selection of HEK293 cells

psPAX2, pMD2.G, and pLVX-Puro-TK-FLAG-*SOX9*-WT or pLVX-Puro-TK-FLAG-*SOX9*-ΔTBD1/2 were transfected into HEK293T cells. After 2 days, cell supernatants were harvested and filtered through a 0.45-μm filter. HEK293 cells were treated with 8 μg/ml polybrene and transduced with the indicated lentiviruses. HEK293-FLAG-SOX9-WT and HEK293-FLAG-SOX9-ΔTBD1/2 were then selected by using 1 μg/ml puromycin for 2 days.

### Immunoprecipitation

Cell lysates were prepared by using EBC200 buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 0.5% NP-40, and 1 mM EDTA) supplemented with the protease inhibitor cocktail. Only for Fig. 3m, q, cell lysates were prepared by using RIPA buffer supplemented with the protease inhibitor cocktail and diluted with EBC200 buffer supplemented with the protease inhibitor cocktail. Cell lysates were used for pull-down with the indicated antibodies and protein A/G-Sepharose beads (GE Healthcare), anti-FLAG M2 magnetic beads (M8823; Sigma-Aldrich), or Anti-Ub Agarose-TUBE2 (UM402; LifeSensors). The bound proteins were subjected to SDS-PAGE or LC–MS/MS analysis.

### Endogenous tankyrase pulldown and mass spectrometry

Primary cultured mouse articular chondrocytes were grown for 4 days. Cells were lysed, and lysates were incubated with normal rabbit IgG or anti-tankyrase antibody. The bound proteins were eluted with 8 M urea in 50 mM NH_4_HCO_3_ buffer, pH 8.2 for 1 h at 37 °C, and in-solution digestion was performed^98^. Peptide sequencing was carried out by LC–MS/MS on a Thermo Ultimate 3000 RSLCnano high-pressure liquid chromatography system coupled to a Thermo Q-Exactive Hybrid Quadrupole-Orbitrap mass spectrometer. LC–MS/MS raw data were converted into .mzML files by using ProteoWizard MSConvert^99^, and the MS-GF+ algorithm^100^ with a parameter file consisting of no enzyme criteria and static cysteine modification ( + 57.022 Da) was used for comparison of all MS/MS spectra against the mouse Uniprot database. The final peptide identifications had <1% false-discovery rate (FDR) *q*, at the unique peptide level. Only fully tryptic and semitryptic peptides were considered. For each biological replicate, proteins that were detected only once and proteins that were co-immunoprecipitated with normal rabbit IgG were not considered. For proteins detected in more than one biological replicate, the peptides and proteins are listed in Supplementary Data 1. The Venn diagram was drawn with eulerAPE.

### In silico prediction of tankyrase substrate proteins

The 8 × 20 position-specific scoring matrix generated in Guettler et al.^30^ was used to calculate a TTS for each octapeptide in the proteins identified by LC–MS/MS.

$${\mathrm{TTS}} = \frac{{\mathop {\sum }\nolimits_{\rm{pos.} = 0}^8\; \rm{PSSM}_{\rm{pos.}}}}{{\max \left( {\mathop {\sum }\nolimits_{\rm{pos.} = 0}^8 \;\rm{PSSM}_{\rm{pos.}}} \right)}}.$$

Only those proteins having at least one octapeptide with a TTS of ≥0.385 were considered. This cutoff is the TTS of the tankyrase-binding motifs of mouse AXIN1 and AXIN2. AXIN1 and AXIN2, the known tankyrase substrates^27^, have the lowest maximum TTS among the known tankyrase substrates, due to the suboptimal amino acids at the fourth and fifth positions^30^. For further screening, the *chondrogenesis* category in IPA (https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis/) was used. The mouse proteins in the IPA *chondrogenesis* category are listed in Supplementary Table 7. For the candidate proteins, IUPred disorder scores were calculated for the octapeptides with a TTS of ≥0.385. The heatmap of TTS and IUPred disorder scores for candidate proteins was drawn with Gitools.

### Cell line culture

HEK293 and HEK293T cells were cultured in DMEM containing 10% FBS, 100 units/ml penicillin, and 100 μg/ml streptomycin. Transfection was performed with METAFECTENE PRO (Biontex) or PEI transfection reagent (Sigma-Aldrich) according to the manufacturer’s protocol. The siRNAs used in HEK293T are listed in Supplementary Table 2. The siRNA sequences targeting *TNKS* or *TNKS2* were described previously^27^.

### Plasmids

Human *SOX9* cDNA (hMU008919) was purchased from Korea Human Gene Bank and subcloned into a pcDNA3-HA plasmid or a p3xFLAG-CMV10 plasmid. To express human SOX9 under TK promoter, *Renilla* luciferase gene in a pRL-TK plasmid was replaced by 3xFLAG-*SOX9*. TK-3xFLAG-*SOX9* was subcloned into a pLVX-Puro plasmid. To generate mutant constructs, PCR-mediated mutagenesis was conducted. The GFP-tagged human TNKS plasmid was a gift from Dr. Chang-Woo Lee^101^, and the Myc-tagged human TNKS2 plasmid was a gift from Dr. Junjie Chen^69,71^. The FLAG-tagged human TNKS2 plasmid and the FLAG-tagged human TNKS2 M1054V plasmid were gifts from Dr. Nai-Wen Chi^102^. The 4 × 48-p89 SOX9-dependent *Col2a1* luciferase reporter construct was a gift from Dr. Veronique Lefebvre^36^. Human *TNKS2* cDNA was subcloned into a pEGFP-C1 plasmid to construct a GFP-tagged human TNKS2 plasmid. A control shRNA sequence was inserted into the pLKO.1 puro and pLKO.1 hygro plasmids. Human *TNKS* and *TNKS2* shRNA sequences were inserted into the pLKO.1 puro and pLKO.1 hygro plasmids, respectively. The shRNA sequences targeting human *TNKS* or *TNKS2* were as described previously^27^. Mouse *Tnks* and *Tnks2* shRNA sequences were inserted into the pLKO.1 puro and pLKO.1 hygro plasmids, respectively. Mouse *Rnf146* shRNA sequence was inserted into the pLKO.1 puro plasmid. The shRNA sequence targeting mouse *Tnks* was as described previously^68^. The primers used to generate the above plasmids are listed in Supplementary Tables 4–6.

### In situ PLA

Primary cultured mouse articular chondrocytes were used for in situ PLA. Duolink^®^ PLA was performed according to the manufacturer’s protocol (Sigma-Aldrich). Antibodies against Sox9 (sc-166505) and Tankyrase-1/2 (sc-8337) were used to recognize endogenous mouse SOX9 and endogenous mouse tankyrase, respectively.

### Sequence alignment of SOX9–TBD1 and TBD2 among vertebrates

For the sequence alignment of TBD1 and TBD2 of SOX9 among vertebrates, NP_000337.1 (*Homo sapiens* SOX9), NP_035578.3 (*Mus musculus* SOX9), NP_989612.1 (*Gallus gallus* SOX9), NP_001016853.1 (*Xenopus tropicalis* SOX9), and NP_571718.1 (*Danio rerio* SOX9) were used.

### Structural modeling of protein–peptide interactions

GalaxyPepDock^103^ was used for modeling of the ARC4 domain of human TNKS2 in complex with the TBD1 or TBD2 peptide of human SOX9. The structures of ARC4:3BP2 (PDB ID: 3TWR) and ARC4:MCL1 (PDB ID: 3TWU) were obtained from Guettler et al.^30^. The ARC4 domain of human TNKS2 (PDB ID: 3TWU_A) and MCL1 peptide (PDB ID: 3TWU_B) were used as templates. The MCL1 peptide was substituted by the TBD1 (255–266 aa) or TBD2 (269–280 aa) peptide of human SOX9 and docked into a complex. The best predicted model for each of ARC4:SOX9–TBD1 and ARC4:SOX9 TBD2 was selected. The model structures were superimposed with ARC4:3BP2 and ARC4:MCL1 and visualized by using the BIOVIA Discovery Studio Visualizer (http://accelrys.com/products/collaborative-science/biovia-discovery-studio/visualization.html).

### Cycloheximide chase analysis

HEK293 cells were treated with 50 μM of cycloheximide for the indicated number of hours before lysis. Protein samples were subjected to SDS-PAGE to analyze protein stability.

### Reporter gene assay

A firefly luciferase reporter plasmid with SOX9-dependent *Col2a1* enhancer elements was used to quantify the transcriptional activity of SOX9. To quantify β-catenin transcriptional activity, the TOPFlash reporter plasmid^104^ was used. Primary mouse articular chondrocytes or HEK293T cells were transfected with both a reporter plasmid and a constitutive *Renilla* luciferase plasmid. Cells were also treated with siRNAs or drugs as indicated. *Renilla* and firefly luciferase activity were sequentially measured by using a Dual Luciferase Assay Kit (Promega). *Renilla* luciferase was used as a control.

### List of SOX9 target genes in chondrocytes

Based on Oh et al.^37^, genes with a log_2_(fold change) of <−2 after *Sox9* deletion in mouse rib chondrocytes and associated with SOX9 ChIP-Seq peaks in mouse rib chondrocytes were selected as SOX9 target genes in chondrocytes. The SOX9 target genes in chondrocytes are listed in Supplementary Table 8.

### Generation of OA-signature gene sets

Based on Dunn et al.^41^, genes with a |fold change| of >2 and a FDR *q* of <1 × 10^−5^ in damaged sites of articular cartilage compared with intact sites within the same patients with OA were selected, and converted into mouse nomenclature by using the biomaRt R package^105^. Genes that are upregulated and downregulated in osteoarthritic cartilage are listed in Supplementary Tables 10 and 11, respectively.

### Preparation and in vivo evaluation of hydrogels

6-O-Palmitoyl-l-ascorbic acid (76183) was purchased from Sigma-Aldrich. Hydrogels (final concentration: 4% m/v) were prepared by dissolving 6-O-Palmitoyl-l-ascorbic acid with or without drugs in DMSO and mixing with sterilized distilled water^42^. DiD percholate (5702) purchased from Tocris was loaded into the hydrogels and used for imaging of controlled release in mouse knee joints. PBS-suspended hydrogel (10 μl, PBS:hydrogel = 1:1) containing 50 pmol DiD was administered intra-articularly, and at 1–9 days post injection, light-emitting diode and fluorescence images of knee joints were obtained. LuminoGraph II (Atto) was used to acquire the images.

### Experimental OA in mice

Eight-week-old male ICR mice were used for experimental OA. Post-traumatic OA was induced by DMM surgery; sham operation was used as a control^106^. In all, 10 μl of PBS-suspended hydrogel (PBS:hydrogel = 1:1) containing vehicle or 10 nmol drugs was administered intra-articularly. To generate the data presented in Supplementary Fig. 4, experimental OA was induced by DMM surgery in 12-week-old male C57BL/6 mice and their knee joints were processed for histological and immunostaining analysis at 2 and 8 weeks after surgery.

### Human OA cartilage

Human OA cartilage specimens were sourced from OA patients undergoing total knee replacement at SNU Boramae Medical Center. The Boramae Medical Center Institutional Review Board (IRB No. 30-2017-48) approved the collection of the human specimens and the Seoul National University Institutional Review Board (IRB No. E1803/003-009) approved the use of these specimens. Written informed consent was obtained from all participants before the total knee replacement arthroplasty operative procedure.

### Histology and immunohistochemistry

Mouse and rat knee joint samples and human cartilage samples were fixed with 4% paraformaldehyde overnight at 4 °C. Samples used in Supplementary Fig. 4 were decalcified in 0.5 M EDTA, pH 7.4, for 2–4 weeks at 4 °C. Samples used in Supplementary Fig. 5e–i, Fig. 7i–l, and Supplementary Figs. 6c–f, 8 were decalcified with 8% nitric acid for 8 h at room temperature. The human cartilage samples were not decalcified. All samples were embedded in paraffin. Mouse and rat paraffin blocks were sectioned at a thickness of 6 μm, and human paraffin blocks were sectioned to a thickness of 5 μm. For Safranin O staining, Alcian blue/Fast red staining, or immunostaining, sections were deparaffinized in xylene and hydrated by using a graded ethanol series. For immunohistochemistry, type II collagen antibody was used at 1:100–1:200 dilutions, and the other primary antibodies were used at a 1:50 dilution. All mouse histology images were acquired from medial tibial plateau except β-catenin immunostaining images where medial femoral condyle was used for imaging. To assess cartilage destruction in DMM mouse model, Safranin O stained samples were graded based on the Osteoarthritis Research Society International (OARSI)^107^ by three blinded observers. On the basis of OARSI grading system, we primarily conducted integrative evaluation focusing on structural changes and proteoglycan loss in articular cartilage as a measure of cartilage destruction. Cartilage regeneration in osteochondral defect model was scored according to the International Cartilage Repair Society (ICRS) scoring system^108,109^ by three blinded observers. Image-Pro Premier (http://www.mediacy.com/support/imagepropremier) was used for the quantification of immunostaining images. Signal-positive regions or cells were defined based on the chosen threshold. For intracellular proteins, the number of immunopositive cells or the percentage of immunopositive cells were calculated. For extracellular proteins, the relative chromogen intensity was calculated.

### Mouse limb-bud micromass culture

For the micromass culture of mesenchymal cells, limb-bud cells were isolated from E11.5 ICR mouse embryos. In total, 2.0 × 10^7^ cells/ml were suspended in DMEM supplemented with 10% FBS, 100 units/ml penicillin, and 100 μg/ml streptomycin, and 15-µl drops were spotted on culture dishes. After 24 h, cells were treated as indicated for 3 days and subjected to Alcian blue staining or RNA extraction. For Fig. 7a, cells were harvested at days 1, 3, and 5 and subjected to RNA extraction.

### Chondrogenic differentiation of hMSCs

hMSCs were purchased from Lonza and Thermo Scientific. hMSCs were cultured in α-MEM supplemented with 20% FBS, 100 units/ml penicillin, 100 μg/ml streptomycin, and 250 ng/ml amphotericin B. To induce chondrogenesis, 2.5 × 10^5^ hMSCs were centrifuged to form a pellet in α-MEM supplemented with 20% FBS, 100 units/ml penicillin, 100 μg/ml streptomycin, and 250 ng/ml amphotericin B. After 3 days, the medium was changed to chondrogenic medium consisting of DMEM/F-12 supplemented with 100 units/ml penicillin, 100 μg/ml streptomycin, 250 ng/ml amphotericin B, 1.25 mg/ml BSA, 1% insulin–transferrin–selenium, 1 mM sodium pyruvate, 50 μM l-aspartic acid, 50 μM l-proline, 100 nM dexamethasone, and 10 ng/ml of TGF-β1 with or without indicated drugs. On day 21 (for drug treatment) or day 28 (for siRNA treatment), cells were harvested and subjected to Alcian blue/Fast red staining. RNA-Seq data of human MSCs (GSE109503^47^) during chondrogenesis at days 0, 1, 3, 7, 14, and 21 were obtained from gene expression omnibus repository at the National Center for Biotechnology Information (NCBI). Differential expression analysis was conducted by using the DESeq2 R package.

### shRNA-mediated knockdown in hMSCs

psPAX2, pMD2.G, and the indicated shRNAs were transfected to HEK293T cells. After 3 days, cell supernatants were harvested and filtered through a 0.45-μm filter. hMSCs were treated with 8 μg/ml polybrene and infected with the indicated lentiviruses. Twenty-four hours after infection, hMSCs were selected with 5 μg/ml puromycin and 200 μg/ml hygromycin for 4 days.

### Rat osteochondral defect model

Twelve-week-old male Sprague Dawley rats were used for an osteochondral defect model. To expose the articular cartilage in the knee joints, a medial parapatellar incision was made, and the patella was slightly displaced toward the medial condyle. A full-thickness cartilage defect (3 mm × 1 mm × 1 mm) was created by using a 1-mm-diameter spherical drill at the surface of the femoral patellar groove. At the same time, hMSCs were suspended in 10 µl of fibrin glue (TISSEEL) by tapping and implanted on the defect. To avoid immune rejection, cyclosporine A (C988900) from Toronto Research Chemicals was injected intraperitoneally every day. At 8 weeks, rats were killed for histological analyses.

### Statistics

All experiments were carried out independently at least three times. All images are representative of at least three independent trials. For parametric tests, two-tailed Student’s *t* test or one-way analysis of variance followed by Fisher’s least significant difference post hoc test was used. For nonparametric tests, Mann–Whitney test or Kruskal–Wallis test followed by Mann–Whitney test were used. All statistical analysis was performed by using IBM SPSS Statistics. A *P* value < 0.05 was considered statistically significant. Cell culture samples and animals were randomly assigned to each group with about equivalent numbers in each group, and all samples were analyzed in a blinded manner. The sample sizes were determined on the basis of previous study^50^, and no exclusion criteria were applied.

### Study approval

All animal studies were conducted with the approval of the Seoul National University Institutional Animal Care and Use Committee (IACUC). We conformed to the ARRIVE guidelines for reporting animal experiments^110^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Data 1

Supplementary Data 2

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Peer Review File

## Data Availability

RNA-seq datasets are deposited in the Gene Expression Omnibus (GSE137899).

## References

[1] Bian Q, Wang YJ, Liu SF, Li YP (2012). Osteoarthritis: genetic factors, animal models, mechanisms, and therapies. Front Biosci..

[2] Loeser RF (2009). Aging and osteoarthritis: the role of chondrocyte senescence and aging changes in the cartilage matrix. Osteoarthr. Cartil..

[3] Karsdal MA (2016). Disease-modifying treatments for osteoarthritis (DMOADs) of the knee and hip: lessons learned from failures and opportunities for the future. Osteoarthr. Cartil..

[4] Fajardo M, Di Cesare PE (2005). Disease-modifying therapies for osteoarthritis: current status. Drugs Aging.

[5] Johnson K (2012). A stem cell-based approach to cartilage repair. Science.

[6] Dorotka R, Bindreiter U, Macfelda K, Windberger U, Nehrer S (2005). Marrow stimulation and chondrocyte transplantation using a collagen matrix for cartilage repair. Osteoarthr. Cartil..

[7] Yubo M (2017). Clinical efficacy and safety of mesenchymal stem cell transplantation for osteoarthritis treatment: a meta-analysis. PLoS One.

[8] Diekman BO, Guilak F (2013). Stem cell-based therapies for osteoarthritis: challenges and opportunities. Curr. Opin. Rheumatol..

[9] Szychlinska MA (2017). Mesenchymal stem cell-based cartilage regeneration approach and cell senescence: can we manipulate cell aging and function?. Tissue Eng. Part B Rev..

[10] Indrawattana N (2004). Growth factor combination for chondrogenic induction from human mesenchymal stem cell. Biochem Biophys. Res. Commun..

[11] Barry F, Boynton RE, Liu B, Murphy JM (2001). Chondrogenic differentiation of mesenchymal stem cells from bone marrow: differentiation-dependent gene expression of matrix components. Exp. Cell Res..

[12] Kramer J (2000). Embryonic stem cell-derived chondrogenic differentiation in vitro: activation by BMP-2 and BMP-4. Mech. Dev..

[13] Ng LJ (1997). SOX9 binds DNA, activates transcription, and coexpresses with type II collagen during chondrogenesis in the mouse. Dev. Biol..

[14] Lefebvre V, Li P, de Crombrugghe B (1998). A new long form of Sox5 (L-Sox5), Sox6 and Sox9 are coexpressed in chondrogenesis and cooperatively activate the type II collagen gene. EMBO J..

[15] Wright E (1995). The Sry-related gene Sox9 is expressed during chondrogenesis in mouse embryos. Nat. Genet..

[16] Dy P (2012). Sox9 directs hypertrophic maturation and blocks osteoblast differentiation of growth plate chondrocytes. Dev. Cell.

[17] Zhao Q, Eberspaecher H, Lefebvre V, De Crombrugghe B (1997). Parallel expression of Sox9 and Col2a1 in cells undergoing chondrogenesis. Dev. Dyn..

[18] Ohba S, He X, Hojo H, McMahon AP (2015). Distinct transcriptional programs underlie sox9 regulation of the mammalian chondrocyte. Cell Rep..

[19] Fukui N (2008). Regional differences in chondrocyte metabolism in osteoarthritis: a detailed analysis by laser capture microdissection. Arthritis Rheum..

[20] Lee JM, Im GI (2012). SOX trio-co-transduced adipose stem cells in fibrin gel to enhance cartilage repair and delay the progression of osteoarthritis in the rat. Biomaterials.

[21] Ikeda T (2004). The combination of SOX5, SOX6, and SOX9 (the SOX trio) provides signals sufficient for induction of permanent cartilage. Arthritis Rheum..

[22] Riffell JL, Lord CJ, Ashworth A (2012). Tankyrase-targeted therapeutics: expanding opportunities in the PARP family. Nat. Rev. Drug Discov..

[23] Smith S, Giriat I, Schmitt A, de Lange T (1998). Tankyrase, a poly(ADP-ribose) polymerase at human telomeres. Science.

[24] Lehtio L, Chi NW, Krauss S (2013). Tankyrases as drug targets. FEBS J..

[25] Suwanwela J (2011). Systems genetics analysis of mouse chondrocyte differentiation. J. Bone Min. Res..

[26] Heinegard D, Saxne T (2011). The role of the cartilage matrix in osteoarthritis. Nat. Rev. Rheumatol..

[27] Huang SM (2009). Tankyrase inhibition stabilizes axin and antagonizes Wnt signalling. Nature.

[28] Glinka A (1998). Dickkopf-1 is a member of a new family of secreted proteins and functions in head induction. Nature.

[29] Chen B (2009). Small molecule-mediated disruption of Wnt-dependent signaling in tissue regeneration and cancer. Nat. Chem. Biol..

[30] Guettler S (2011). Structural basis and sequence rules for substrate recognition by Tankyrase explain the basis for cherubism disease. Cell.

[31] Dosztanyi Z, Csizmok V, Tompa P, Simon I (2005). IUPred: web server for the prediction of intrinsically unstructured regions of proteins based on estimated energy content. Bioinformatics.

[32] Akiyama H, Chaboissier MC, Martin JF, Schedl A, de Crombrugghe B (2002). The transcription factor Sox9 has essential roles in successive steps of the chondrocyte differentiation pathway and is required for expression of Sox5 and Sox6. Genes Dev..

[33] Zhang Y (2011). RNF146 is a poly(ADP-ribose)-directed E3 ligase that regulates axin degradation and Wnt signalling. Nat. Cell Biol..

[34] DaRosa PA (2015). Allosteric activation of the RNF146 ubiquitin ligase by a poly(ADP-ribosyl)ation signal. Nature.

[35] Andrabi SA (2011). Iduna protects the brain from glutamate excitotoxicity and stroke by interfering with poly(ADP-ribose) polymer-induced cell death. Nat. Med..

[36] Murakami S, Lefebvre V, de Crombrugghe B (2000). Potent inhibition of the master chondrogenic factor Sox9 gene by interleukin-1 and tumor necrosis factor-alpha. J. Biol. Chem..

[37] Oh CD (2014). SOX9 regulates multiple genes in chondrocytes, including genes encoding ECM proteins, ECM modification enzymes, receptors, and transporters. PLoS ONE.

[38] Mead TJ (2013). A far-upstream (-70 kb) enhancer mediates Sox9 auto-regulation in somatic tissues during development and adult regeneration. Nucleic Acids Res..

[39] Goldring MB, Goldring SR (2007). Osteoarthritis. J. Cell Physiol..

[40] Venkatesan N (2012). Xylosyltransferase-I regulates glycosaminoglycan synthesis during the pathogenic process of human osteoarthritis. PLoS One.

[41] Dunn SL (2016). Gene expression changes in damaged osteoarthritic cartilage identify a signature of non-chondrogenic and mechanical responses. Osteoarthr. Cartil..

[42] Zhang S (2015). An inflammation-targeting hydrogel for local drug delivery in inflammatory bowel disease. Sci. Transl. Med..

[43] Koyama E (2008). A distinct cohort of progenitor cells participates in synovial joint and articular cartilage formation during mouse limb skeletogenesis. Dev. Biol..

[44] Yasuhara R (2011). Roles of beta-catenin signaling in phenotypic expression and proliferation of articular cartilage superficial zone cells. Lab Invest.

[45] Kim JH (2015). Matrix cross-linking-mediated mechanotransduction promotes posttraumatic osteoarthritis. Proc. Natl Acad. Sci. USA.

[46] Jiang Y, Tuan RS (2015). Origin and function of cartilage stem/progenitor cells in osteoarthritis. Nat. Rev. Rheumatol..

[47] Huynh NPT, Zhang B, Guilak F (2019). High-depth transcriptomic profiling reveals the temporal gene signature of human mesenchymal stem cells during chondrogenesis. FASEB J..

[48] Liu-Bryan R, Terkeltaub R (2015). Emerging regulators of the inflammatory process in osteoarthritis. Nat. Rev. Rheumatol..

[49] Yang S (2010). Hypoxia-inducible factor-2alpha is a catabolic regulator of osteoarthritic cartilage destruction. Nat. Med..

[50] Kim JH (2014). Regulation of the catabolic cascade in osteoarthritis by the zinc-ZIP8-MTF1 axis. Cell.

[51] Saito T (2010). Transcriptional regulation of endochondral ossification by HIF-2alpha during skeletal growth and osteoarthritis development. Nat. Med..

[52] Echtermeyer F (2009). Syndecan-4 regulates ADAMTS-5 activation and cartilage breakdown in osteoarthritis. Nat. Med..

[53] Lin AC (2009). Modulating hedgehog signaling can attenuate the severity of osteoarthritis. Nat. Med..

[54] Zhen G (2013). Inhibition of TGF-beta signaling in mesenchymal stem cells of subchondral bone attenuates osteoarthritis. Nat. Med..

[55] Stanton H (2005). ADAMTS5 is the major aggrecanase in mouse cartilage in vivo and in vitro. Nature.

[56] Glasson SS (2005). Deletion of active ADAMTS5 prevents cartilage degradation in a murine model of osteoarthritis. Nature.

[57] Wang Q (2011). Identification of a central role for complement in osteoarthritis. Nat. Med..

[58] Neuhold LA (2001). Postnatal expression in hyaline cartilage of constitutively active human collagenase-3 (MMP-13) induces osteoarthritis in mice. J. Clin. Invest..

[59] Dancevic CM, McCulloch DR (2014). Current and emerging therapeutic strategies for preventing inflammation and aggrecanase-mediated cartilage destruction in arthritis. Arthritis Res. Ther..

[60] Wang M (2013). MMP13 is a critical target gene during the progression of osteoarthritis. Arthritis Res. Ther..

[61] Moon S (2015). A genome-wide association study of copy-number variation identifies putative loci associated with osteoarthritis in Koreans. BMC Musculoskelet. Disord..

[62] Jaeger K (2008). The genetics of osteoarthritis in STR/ort mice. Osteoarthr. Cartil..

[63] Bi W, Deng JM, Zhang Z, Behringer RR, de Crombrugghe B (1999). Sox9 is required for cartilage formation. Nat. Genet..

[64] Ikegami D (2011). Sox9 sustains chondrocyte survival and hypertrophy in part through Pik3ca-Akt pathways. Development.

[65] Martinez-Sanchez A, Dudek KA, Murphy CL (2012). Regulation of human chondrocyte function through direct inhibition of cartilage master regulator SOX9 by microRNA-145 (miRNA-145). J. Biol. Chem..

[66] Haag J, Gebhard PM, Aigner T (2008). SOX gene expression in human osteoarthritic cartilage. Pathobiology.

[67] Smith S, de Lange T (2000). Tankyrase promotes telomere elongation in human cells. Curr. Biol..

[68] Chang P, Coughlin M, Mitchison TJ (2005). Tankyrase-1 polymerization of poly(ADP-ribose) is required for spindle structure and function. Nat. Cell Biol..

[69] Li N (2015). Poly-ADP ribosylation of PTEN by tankyrases promotes PTEN degradation and tumor growth. Genes Dev..

[70] Levaot N (2011). Loss of Tankyrase-mediated destruction of 3BP2 is the underlying pathogenic mechanism of cherubism. Cell.

[71] Wang W (2015). Tankyrase Inhibitors Target YAP by Stabilizing Angiomotin Family Proteins. Cell Rep..

[72] Bhardwaj A, Yang Y, Ueberheide B, Smith S (2017). Whole proteome analysis of human tankyrase knockout cells reveals targets of tankyrase-mediated degradation. Nat. Commun..

[73] Li X (2017). Proteomic analysis of the human tankyrase protein interaction network reveals its role in pexophagy. Cell Rep..

[74] Corr M (2008). Wnt-beta-catenin signaling in the pathogenesis of osteoarthritis. Nat. Clin. Pract. Rheumatol..

[75] Onuora S (2017). Osteoarthritis: Wnt inhibitor shows potential as a DMOAD. Nat. Rev. Rheumatol..

[76] Deshmukh V (2018). A small-molecule inhibitor of the Wnt pathway (SM04690) as a potential disease modifying agent for the treatment of osteoarthritis of the knee. Osteoarthr. Cartil..

[77] Lietman, C. et al. Inhibition of Wnt/beta-catenin signaling ameliorates osteoarthritis in a murine model of experimental osteoarthritis. *JCI Insight***3**, 10.1172/jci.insight.96308 (2018).10.1172/jci.insight.96308PMC582120229415892

[78] Bastakoty D (2015). Inhibition of Wnt/beta-catenin pathway promotes regenerative repair of cutaneous and cartilage injury. FASEB J..

[79] Yazici Y (2017). A novel Wnt pathway inhibitor, SM04690, for the treatment of moderate to severe osteoarthritis of the knee: results of a 24-week, randomized, controlled, phase 1 study. Osteoarthr. Cartil..

[80] Gudjonsson T (2012). TRIP12 and UBR5 suppress spreading of chromatin ubiquitylation at damaged chromosomes. Cell.

[81] Chen D, Shan J, Zhu WG, Qin J, Gu W (2010). Transcription-independent ARF regulation in oncogenic stress-mediated p53 responses. Nature.

[82] Farber CR (2009). An integrative genetics approach to identify candidate genes regulating BMD: combining linkage, gene expression, and association. J. Bone Miner. Res.

[83] Alberts R, Lu L, Williams RW, Schughart K (2011). Genome-wide analysis of the mouse lung transcriptome reveals novel molecular gene interaction networks and cell-specific expression signatures. Respir. Res..

[84] Saba L (2006). Candidate genes and their regulatory elements: alcohol preference and tolerance. Mamm. Genome.

[85] Perez-Llamas C, Lopez-Bigas N (2011). Gitools: analysis and visualisation of genomic data using interactive heat-maps. PLoS One.

[86] Gosset M, Berenbaum F, Thirion S, Jacques C (2008). Primary culture and phenotyping of murine chondrocytes. Nat. Protoc..

[87] Schneider CA, Rasband WS, Eliceiri KW (2012). NIH Image to ImageJ: 25 years of image analysis. Nat. Methods.

[88] Haikarainen T, Krauss S, Lehtio L (2014). Tankyrases: structure, function and therapeutic implications in cancer. Curr. Pharm. Des..

[89] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics.

[90] Kim D (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol..

[91] Anders S, Pyl PT, Huber W (2015). HTSeq–a Python framework to work with high-throughput sequencing data. Bioinformatics.

[92] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[93] Kuleshov MV (2016). Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Res..

[94] Micallef L, Rodgers P (2014). eulerAPE: drawing area-proportional 3-Venn diagrams using ellipses. PLoS One.

[95] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl Acad. Sci. USA.

[96] Brellier F (2011). Tenascin-C triggers fibrin accumulation by downregulation of tissue plasminogen activator. FEBS Lett..

[97] Ritchie ME (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res..

[98] Kim JS, Monroe ME, Camp DG, Smith RD, Qian WJ (2013). In-source fragmentation and the sources of partially tryptic peptides in shotgun proteomics. J. Proteome Res..

[99] Chambers MC (2012). A cross-platform toolkit for mass spectrometry and proteomics. Nat. Biotechnol..

[100] Kim S, Pevzner PA (2014). MS-GF+ makes progress towards a universal database search tool for proteomics. Nat. Commun..

[101] Ha GH (2012). Tankyrase-1 function at telomeres and during mitosis is regulated by Polo-like kinase-1-mediated phosphorylation. Cell Death Differ..

[102] Sbodio JI, Lodish HF, Chi NW (2002). Tankyrase-2 oligomerizes with tankyrase-1 and binds to both TRF1 (telomere-repeat-binding factor 1) and IRAP (insulin-responsive aminopeptidase). Biochem J..

[103] Lee H, Heo L, Lee MS, Seok C (2015). GalaxyPepDock: a protein-peptide docking tool based on interaction similarity and energy optimization. Nucleic Acids Res..

[104] Veeman MT, Slusarski DC, Kaykas A, Louie SH, Moon RT (2003). Zebrafish prickle, a modulator of noncanonical Wnt/Fz signaling, regulates gastrulation movements. Curr. Biol..

[105] Durinck S, Spellman PT, Birney E, Huber W (2009). Mapping identifiers for the integration of genomic datasets with the R/Bioconductor package biomaRt. Nat. Protoc..

[106] Glasson SS, Blanchet TJ, Morris EA (2007). The surgical destabilization of the medial meniscus (DMM) model of osteoarthritis in the 129/SvEv mouse. Osteoarthr. Cartil..

[107] Glasson SS, Chambers MG, Van Den Berg WB, Little CB (2010). The OARSI histopathology initiative—recommendations for histological assessments of osteoarthritis in the mouse. Osteoarthr. Cartil..

[108] van den Borne MP (2007). International Cartilage Repair Society (ICRS) and Oswestry macroscopic cartilage evaluation scores validated for use in Autologous Chondrocyte Implantation (ACI) and microfracture. Osteoarthr. Cartil..

[109] Mainil-Varlet P (2003). Histological assessment of cartilage repair: a report by the Histology Endpoint Committee of the International Cartilage Repair Society (ICRS). J. Bone Jt. Surg. Am..

[110] Kilkenny C, Browne WJ, Cuthill IC, Emerson M, Altman DG (2010). Improving bioscience research reporting: the ARRIVE guidelines for reporting animal research. PLoS Biol..

# Supplementary material for: Tankyrase inhibition preserves osteoarthritic cartilage by coordinating cartilage matrix anabolism via effects on SOX9 PARylation
**Source:** Nat Commun. 2019 Oct 25;10:4898. doi: 10.1038/s41467-019-12910-2
**Supplement:** Supplementary file 3 — Supplementary Information

SUPPLEMENTARY INFORMATION

**Tankyrase inhibition preserves osteoarthritic cartilage by coordinating cartilage matrix anabolism via effects on SOX9 PARylation**

Kim et al.

**Supplementary Figures 1-9**

**Supplementary Tables 1-11**

**Supplementary figures and figure legends**

**
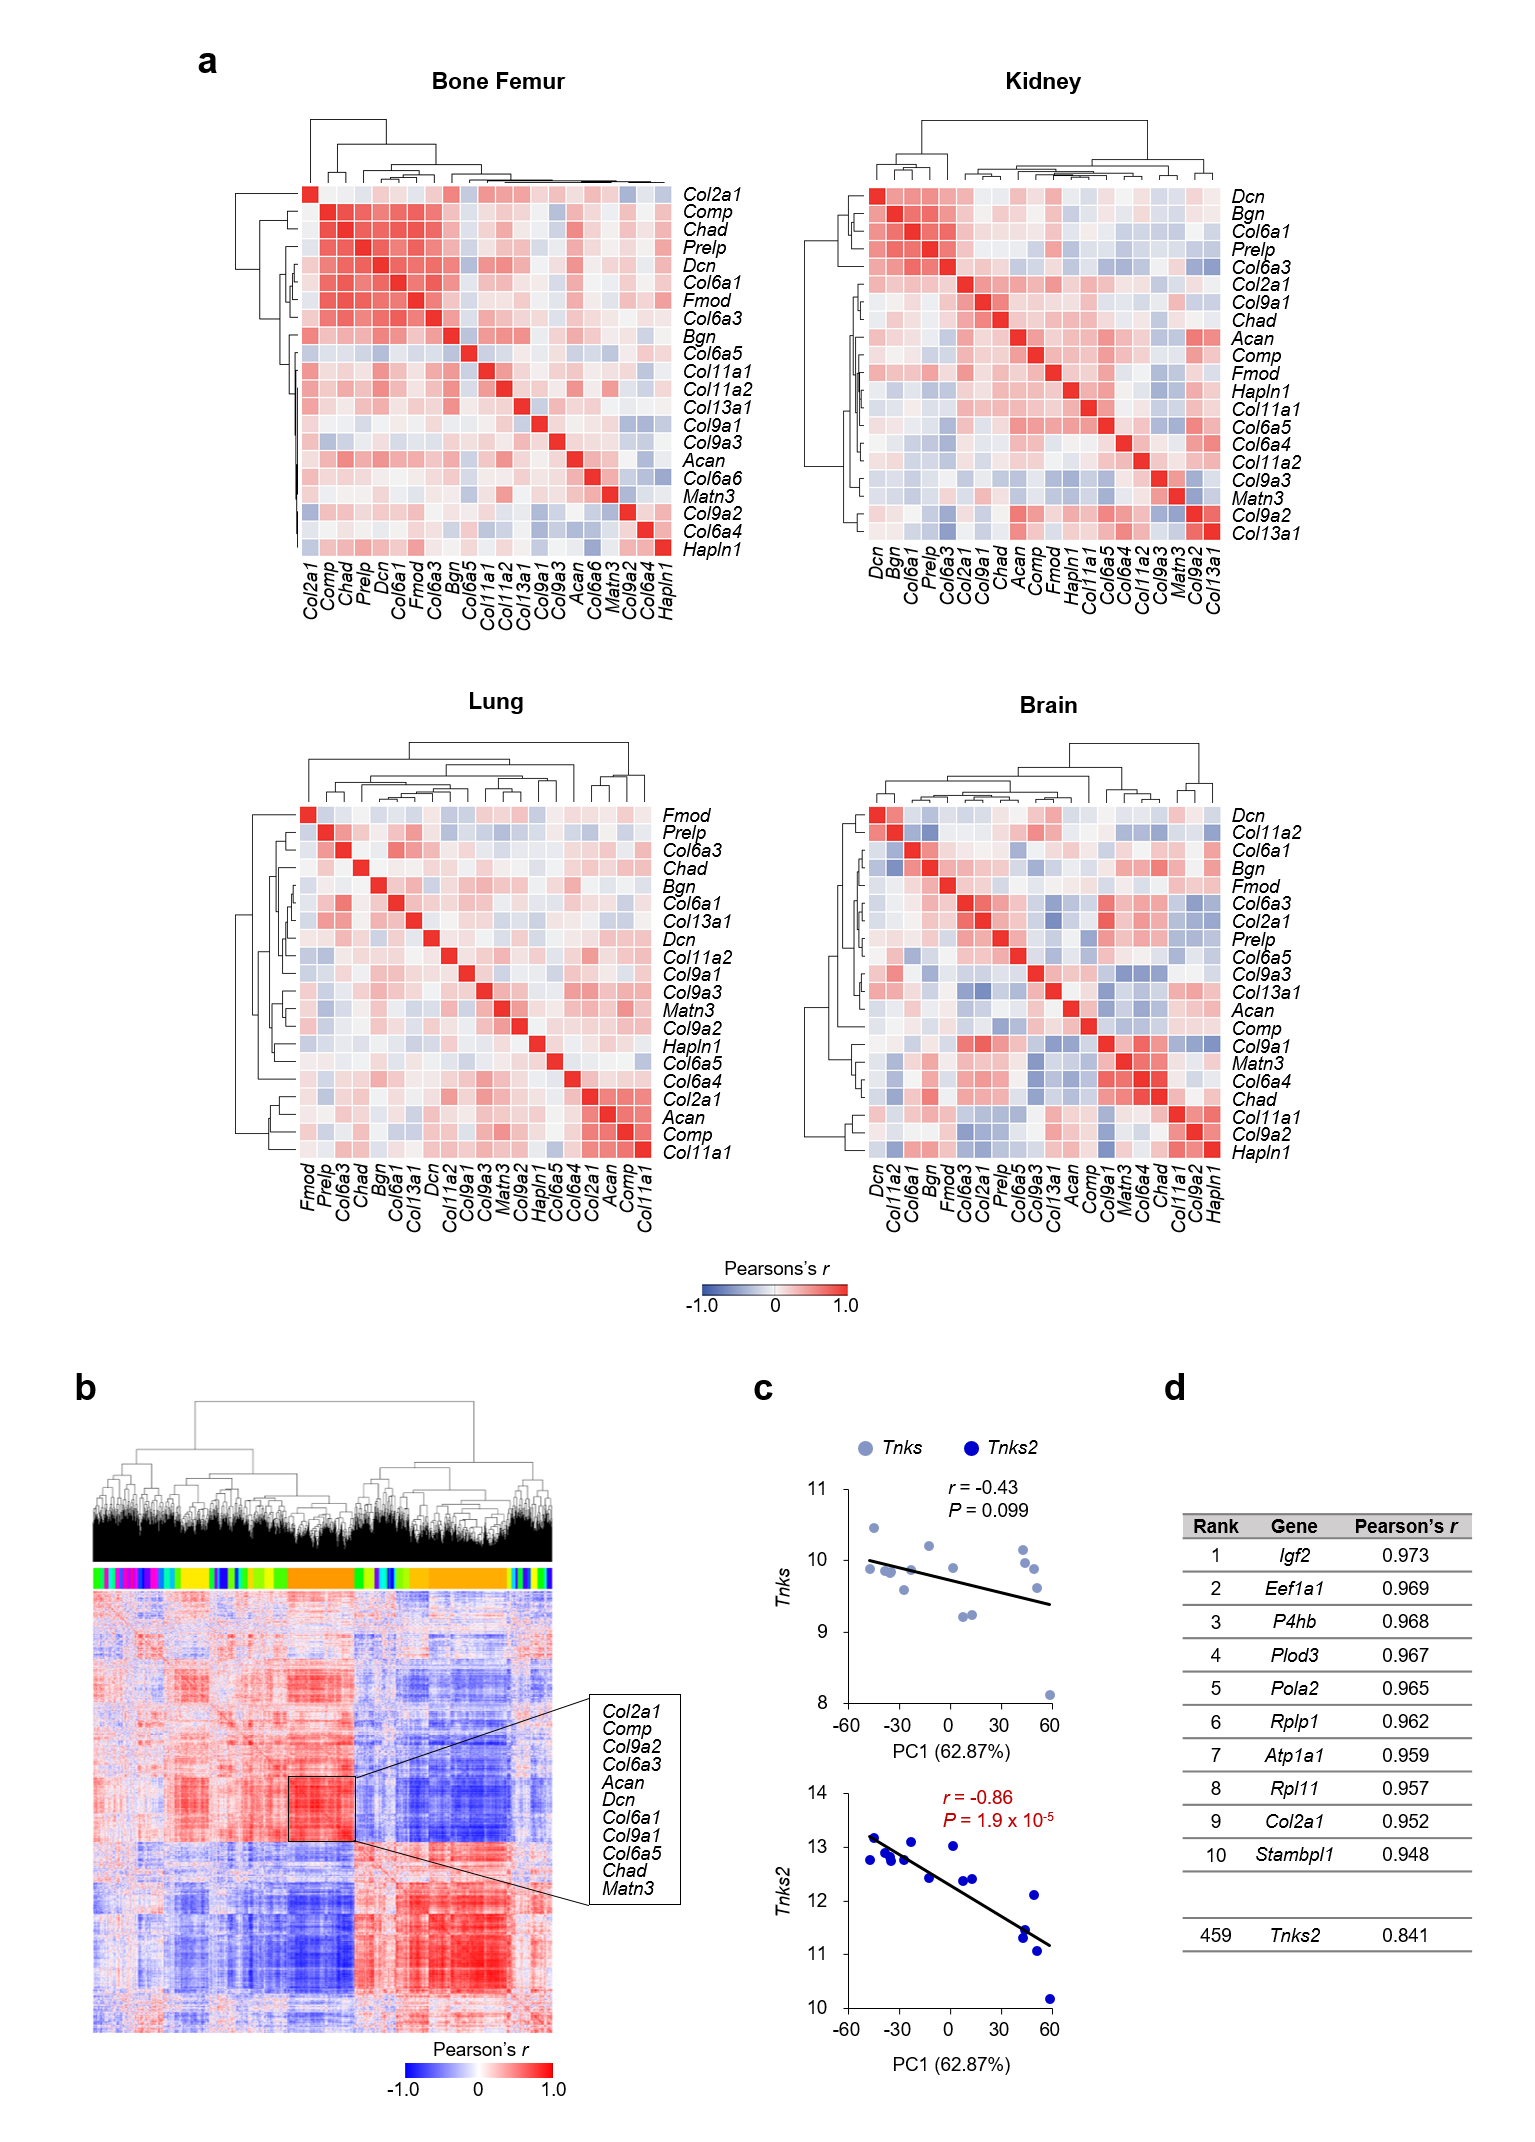
**

**Supplementary Fig. 1** Gene co-expression analysis using BXD cartilage transcriptome.

**a** Cartilage matrix genes are not inter-correlated in non-cartilaginous organs. Heatmaps of Pearson’s correlation coefficients of transcript levels for cartilage matrix genes in bone femur, kidney, lung, and brain of the 16 BXD mouse strains. **b** Correlation heatmap of transcript levels of the 16,074 genes of the cartilage dataset. A black box in the heatmap indicates a highly correlated module enriched with cartilage matrix genes. **c** Correlation between *Tnks* or *Tnks2* mRNA levels and the first principal component (PC1) generated by principal component analysis conducted with the genes in the module. **d** Pearson’s correlation coefficients between Factor 1 and various genes with a potential regulatory function.

**
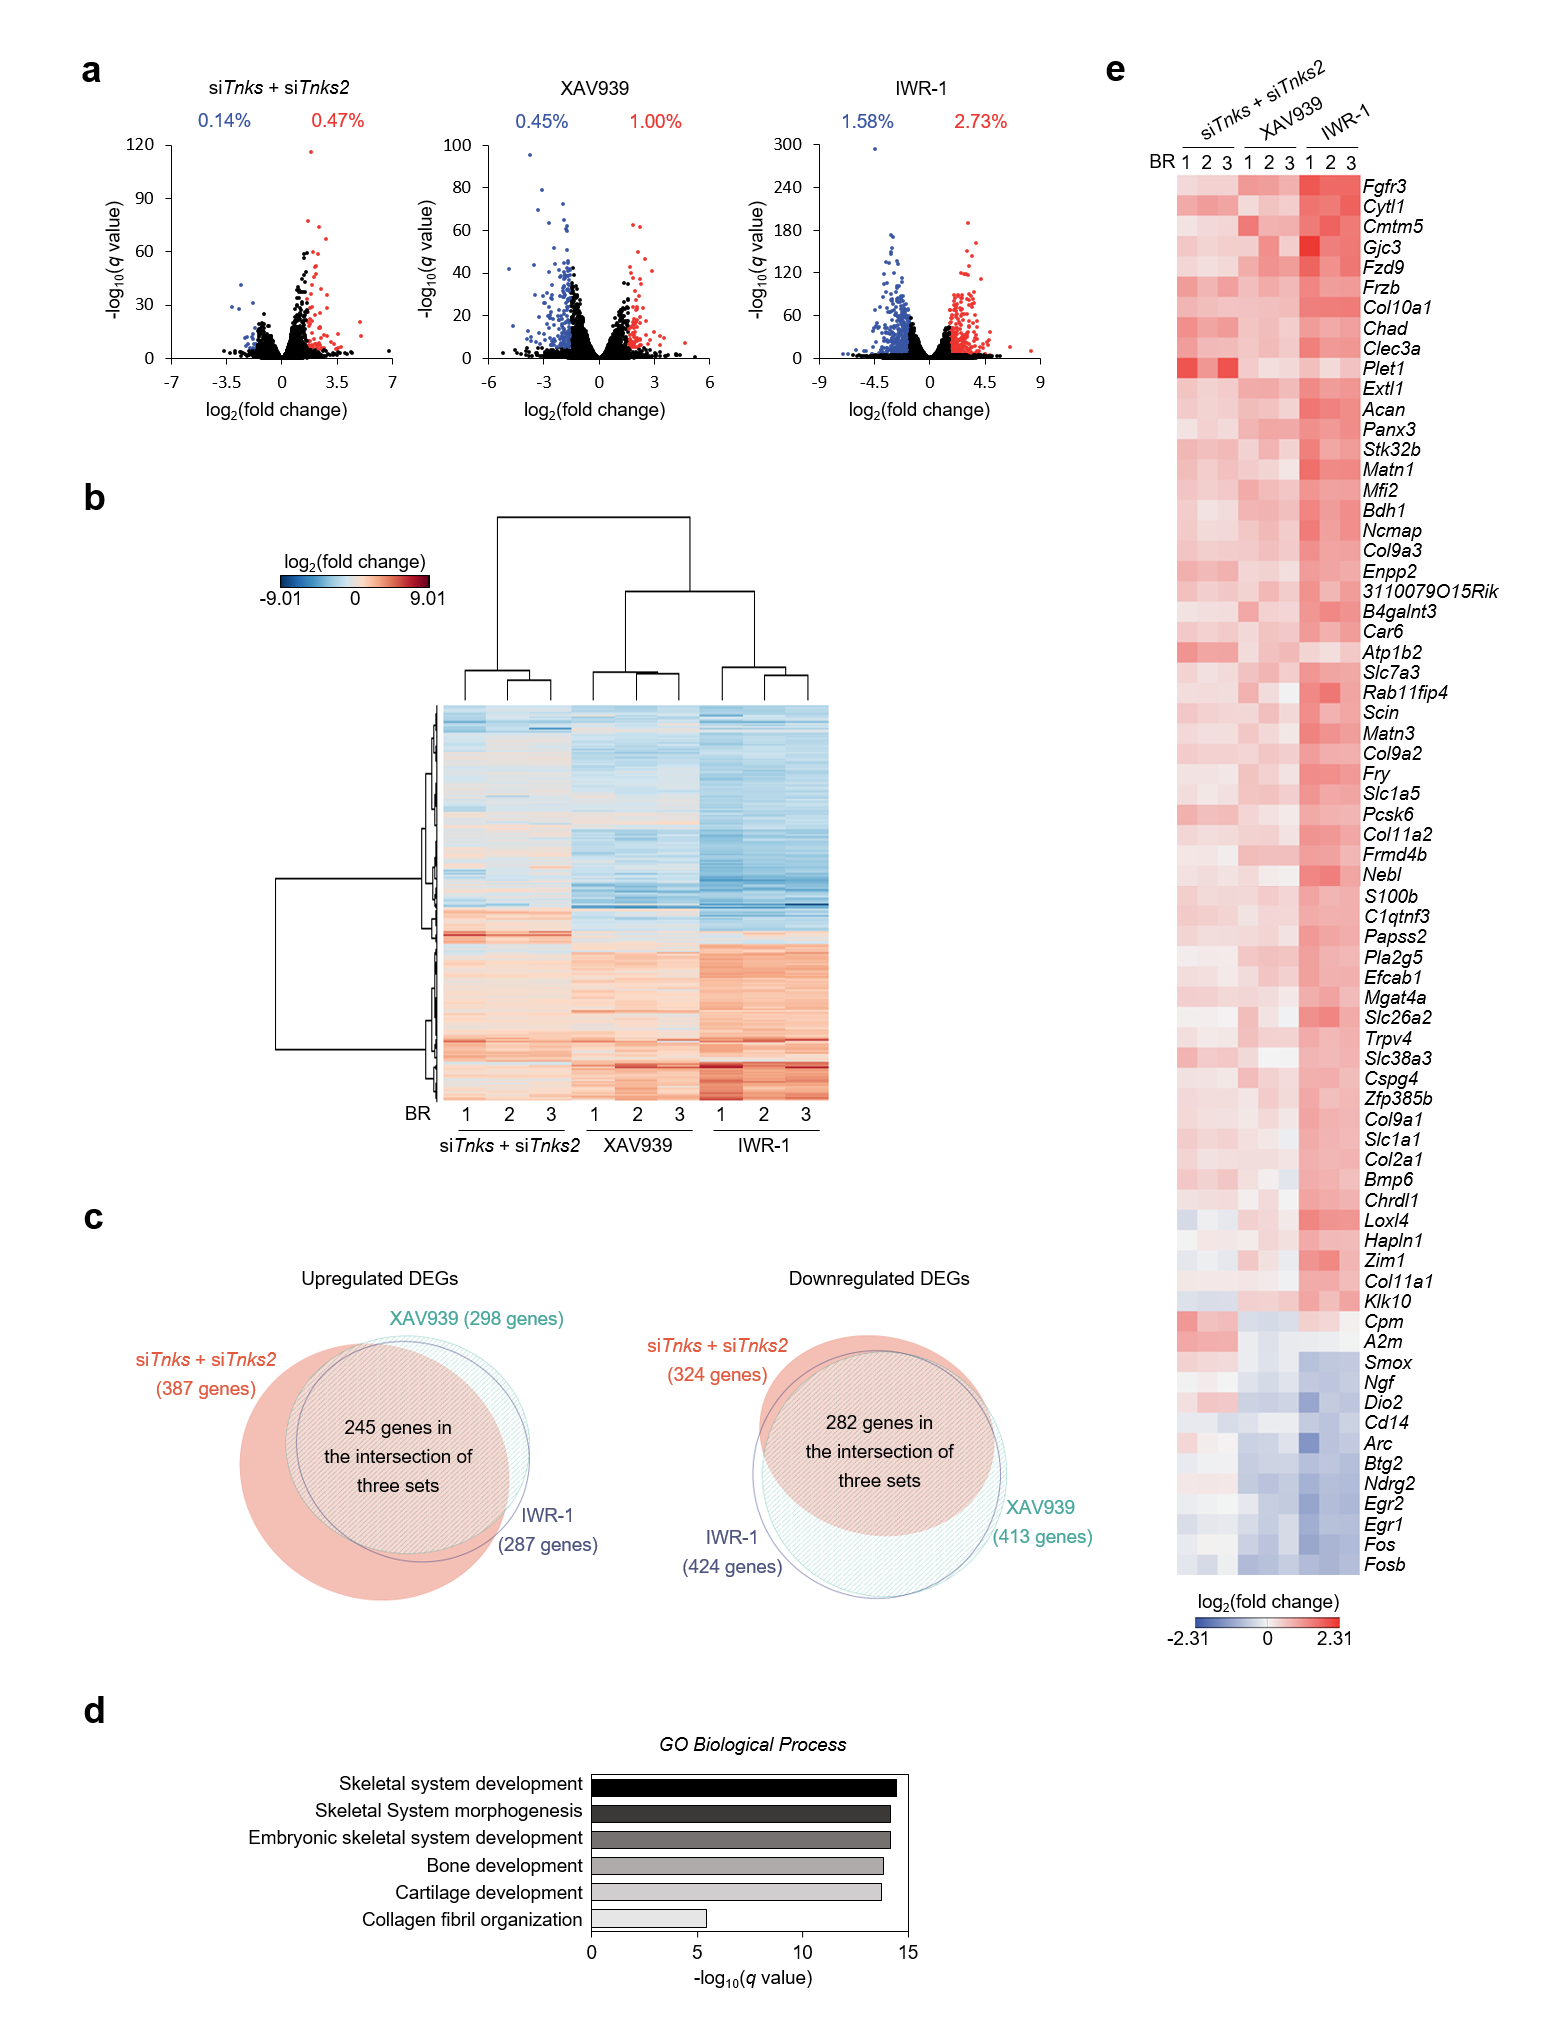
**

**Supplementary Fig. 2** Tankyrase inhibition elicits cartilage-specific transcriptomic profile.

**a** Volcano plots of gene expression changes in mouse chondrocytes treated with si*Tnks* and si*Tnks2* or tankyrase inhibitors. Red dots represent genes with a fold change of > 3 and a FDR *q* of < 1 × 10^-5^. Blue dots represent genes with a fold change of < $\frac{1}{3}$ and a FDR *q* of < 1 × 10^-5^. **b** Hierarchical clustering of fold changes of genes differentially expressed in chondrocytes in at least one condition (si*Tnks* + si*Tnks2*, XAV939, or IWR-1) compared to respective controls. RNA-Seq was conducted with three biological replicates (BR). **c** Venn diagrams for upregulated or downregulated DEGs of the three different tankyrase inhibition groups (si*Tnks* + si*Tnks2* vs. siControl, XAV939 vs. DMSO, and IWR-1 vs. DMSO). **d** GO analysis on differentially expressed genes upregulated in all three conditions (si*Tnks* + si*Tnks2*, XAV939, and IWR-1) in chondrocytes. **e** Fold change heatmap of cartilage-signature genes in mouse chondrocytes treated with si*Tnks* and si*Tnks2* or tankyrase inhibitors. List of cartilage-signature genes is provided in Supplementary Table 9.

**
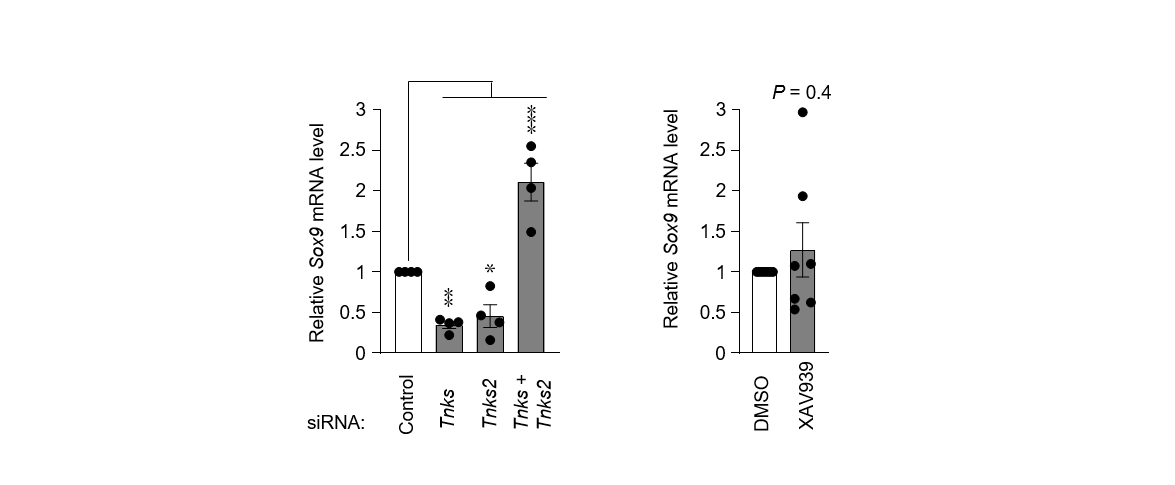
**

**Supplementary Fig. 3** The effect of tankyrase inhibition on *Sox9* transcript in chondrocytes

mRNA levels of *Sox9* in mouse chondrocytes treated with tankyrase siRNAs (*n* = 4) or XAV939 (10 μM, 108 h; *n* = 7). Data represent means ± s.e.m. **P* < 0.05, ***P* < 0.01, ****P* < 0.001; by ANOVA (left) or *t* test (right).

**
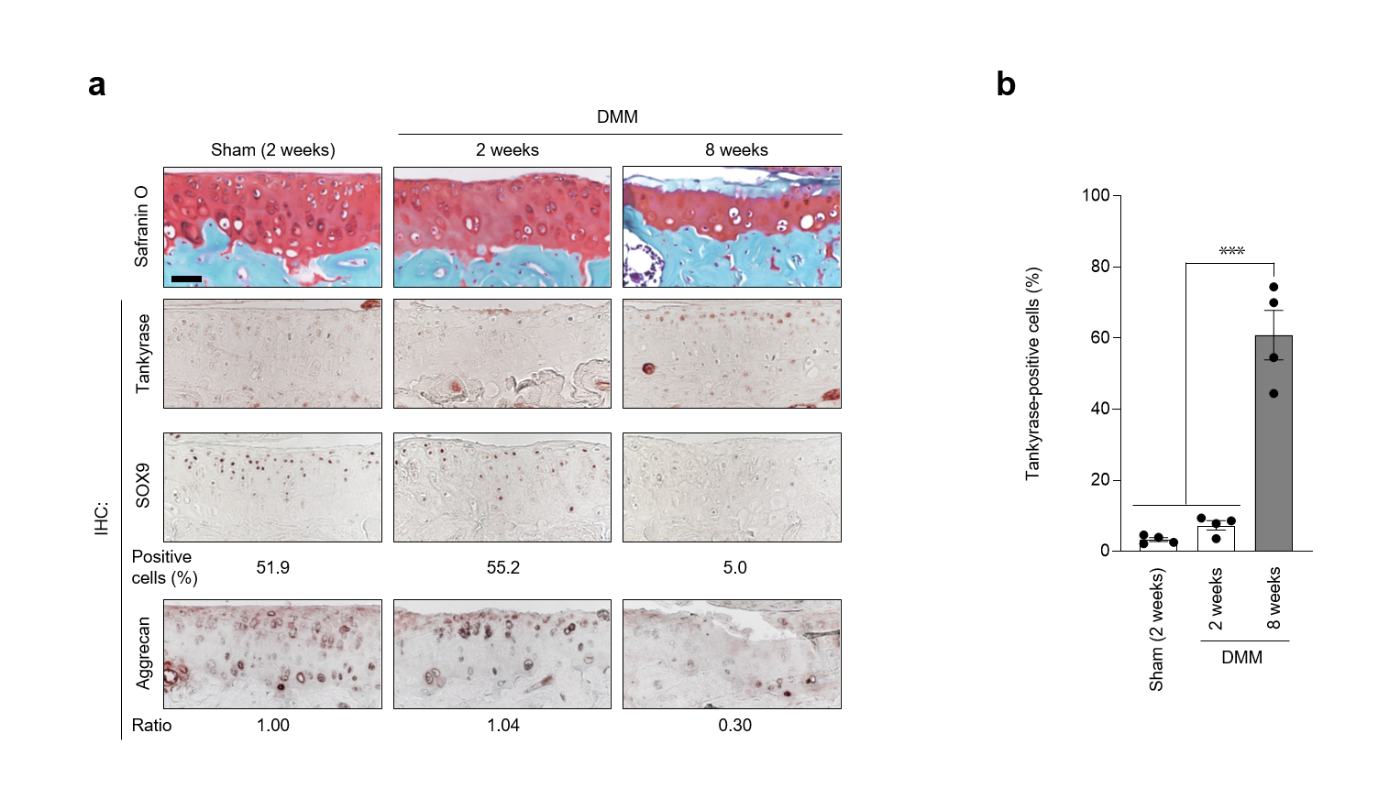
**

**Supplementary Fig.** **4** Tankyrase expression during OA development in mice.

**a** Safranin O staining and immunostaining for tankyrase and cartilage matrix proteins in the articular cartilage of DMM-operated mice. Scale bar: 50 μm. The relative chromogen intensity or the percentage of immunopositive cells is indicated. **b** Quantification of tankyrase expression by immunohistochemistry (*n* = 4). Data represent means ± s.e.m. ****P* < 0.001; by ANOVA.

**
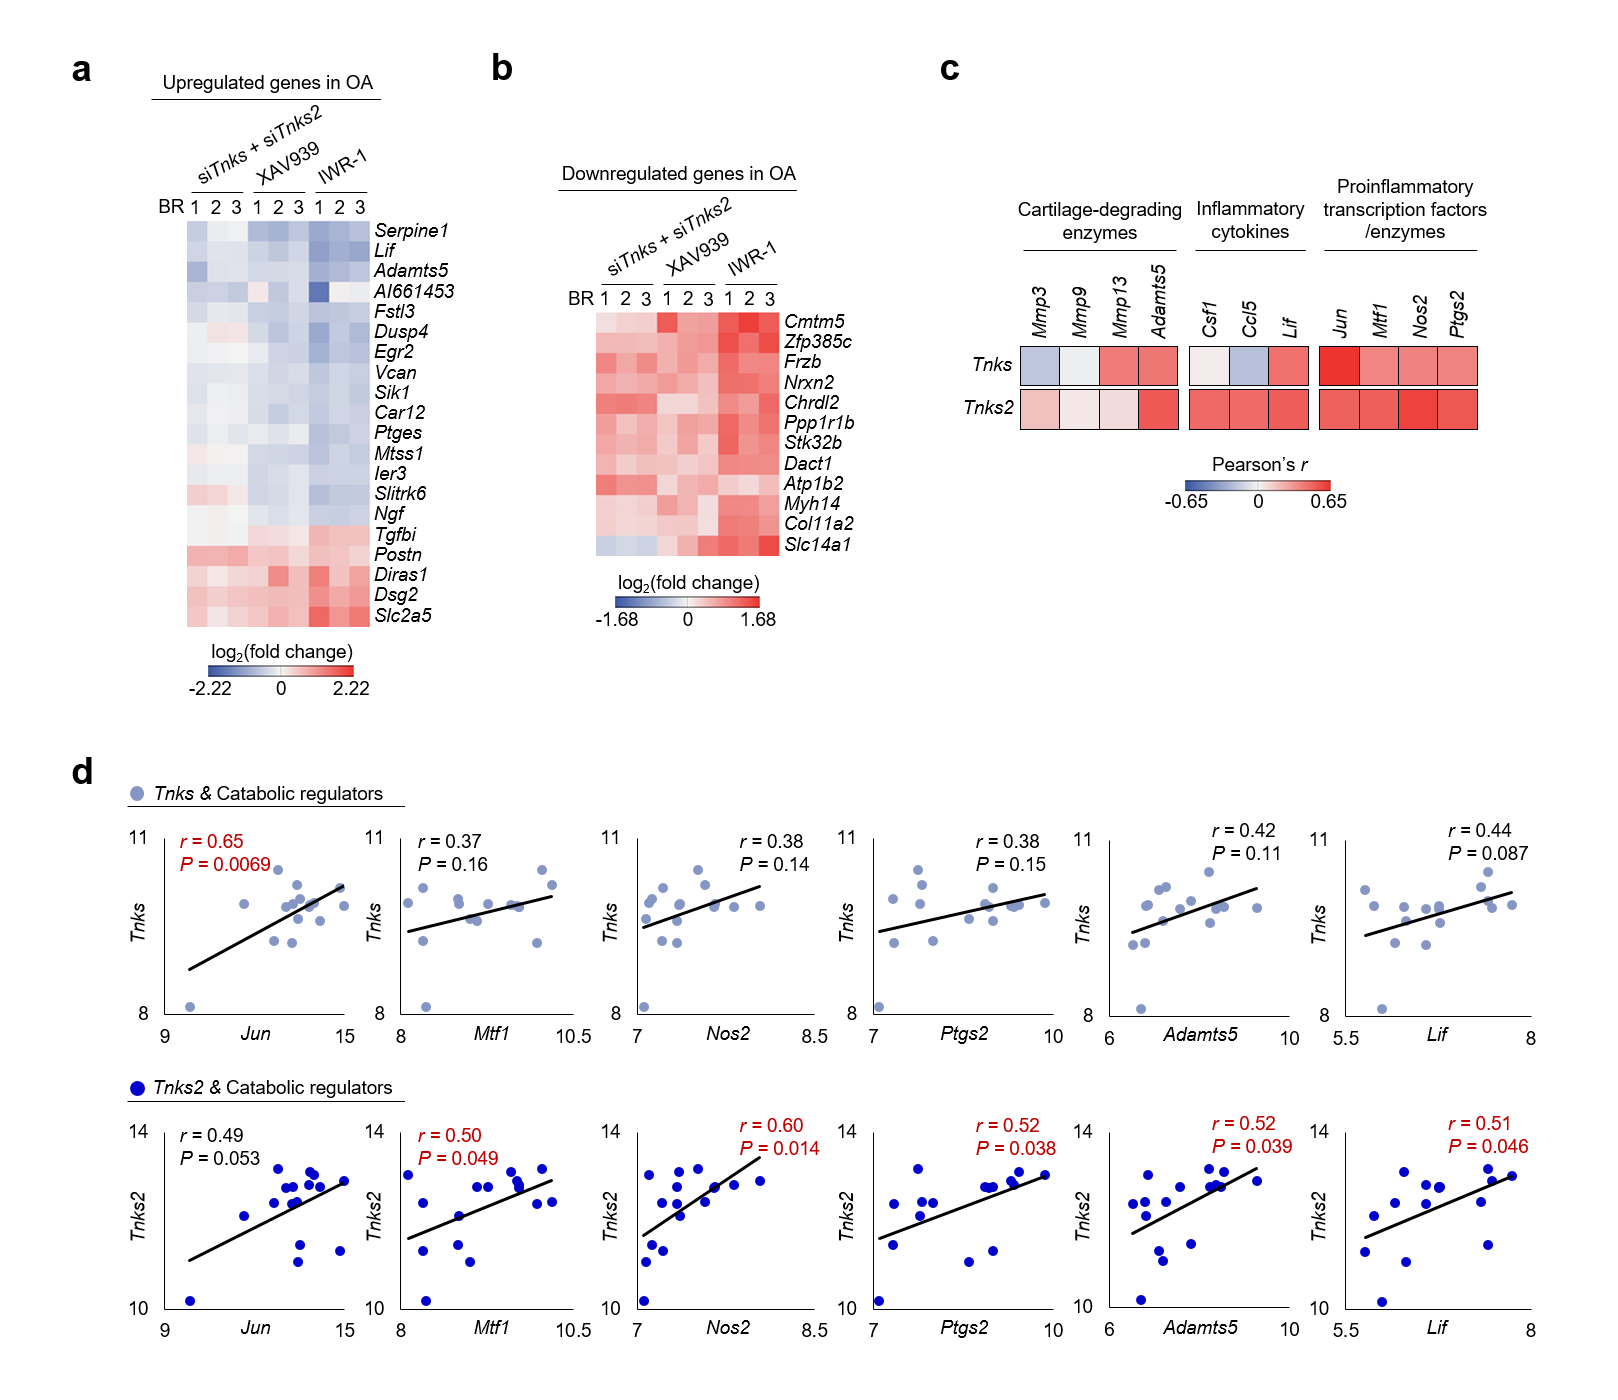
**

**Supplementary Fig. 5** Tankyrase inhibition inverts gene expression profiles associated with OA cartilage.

**a**, **b** Fold change heatmaps of OA-associated genes in mouse chondrocytes treated with si*Tnks* and si*Tnks2* or tankyrase inhibitors. Genes that are upregulated and downregulated in OA cartilage are listed in Supplementary Tables 10 and 11, respectively. **c** Heatmap of Pearson’s correlation coefficients between transcript levels of *Tnks* or *Tnks2* and catabolic genes in the articular cartilage of 16 BXD mouse strains. **d** Correlation between *Tnks* or *Tnks*2 and catabolic regulators mRNA levels in the articular cartilage of 16 BXD mouse strains.

**
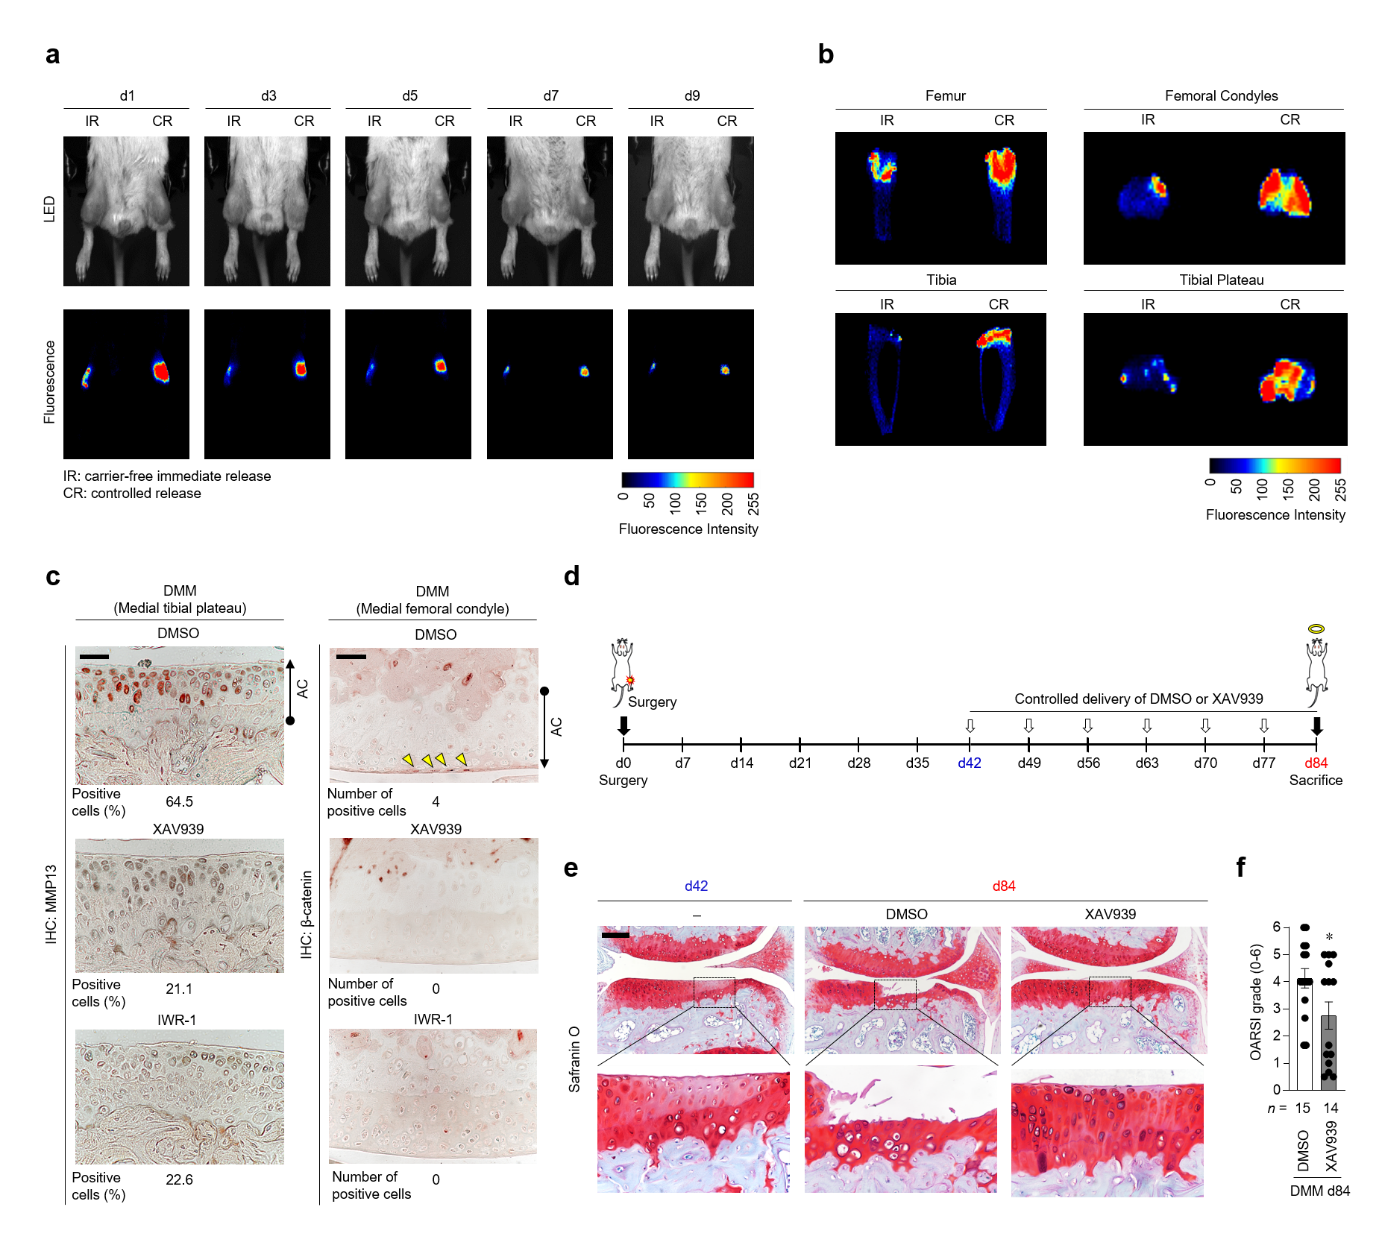
**

**Supplementary Fig. 6** Tankyrase inhibition prevents progression of OA.

**a** Light-emitting diode (LED) and fluorescence images of mouse knee joints intra-articularly injected with carrier-free DiD or DiD-loaded ascorbyl palmitate hydrogel. Images were acquired on the indicated days after injection. **b** Fluorescence images of mouse femur (femoral condyle) and tibia (tibial plateau) with carrier-free DiD or DiD-loaded ascorbyl palmitate hydrogel. Images were acquired at 9 days after IA injection. **c** Immunostaining of MMP13 and β-catenin in articular cartilage of DMM-operated mice. Scale bars: 50 μm. The percentage and the number of immunopositive cells are indicated. Arrowheads indicate chondrocytes that specifically express β-catenin in the superficial zone of articular cartilage. **d** Schematic representation of controlled drug delivery to DMM-operated mice. **e**, **f** Cartilage destruction assessed by (**e**) Safranin O staining (scale bar: 200 μm) and (**f**) OARSI grade. Data represent means ± s.e.m. **P* < 0.05; by Mann-Whitney test.

**
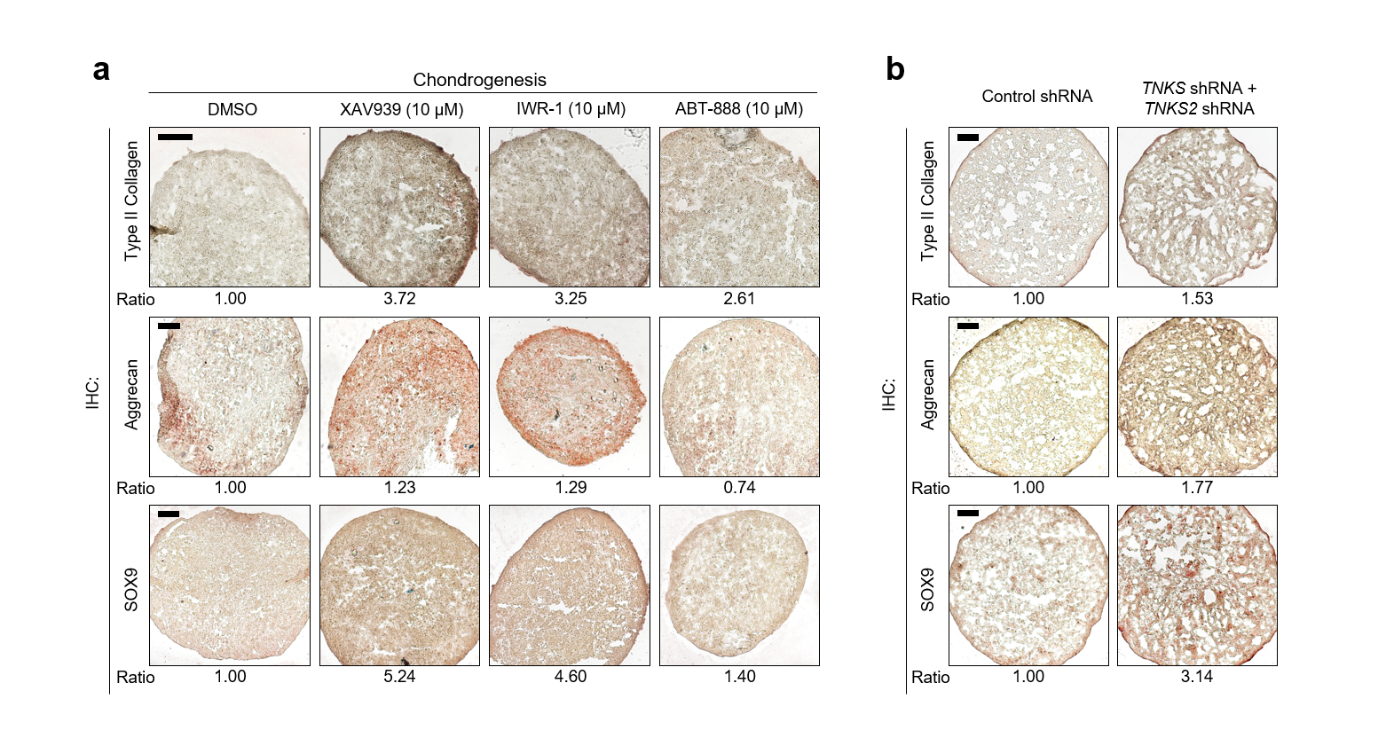
**

**Supplementary Fig. 7** Tankyrase inhibition enhances expression of chondrogenesis marker genes during chondrogenic differentiation of mesenchymal stem cells.

**a, b** Immunostaining of chondrogenesis marker genes in pellet cultured hMSCs treated with (**a**) the indicated drugs or (**b**) shRNAs. Scale bars: 100 μm. The relative chromogen intensity is indicated.

**
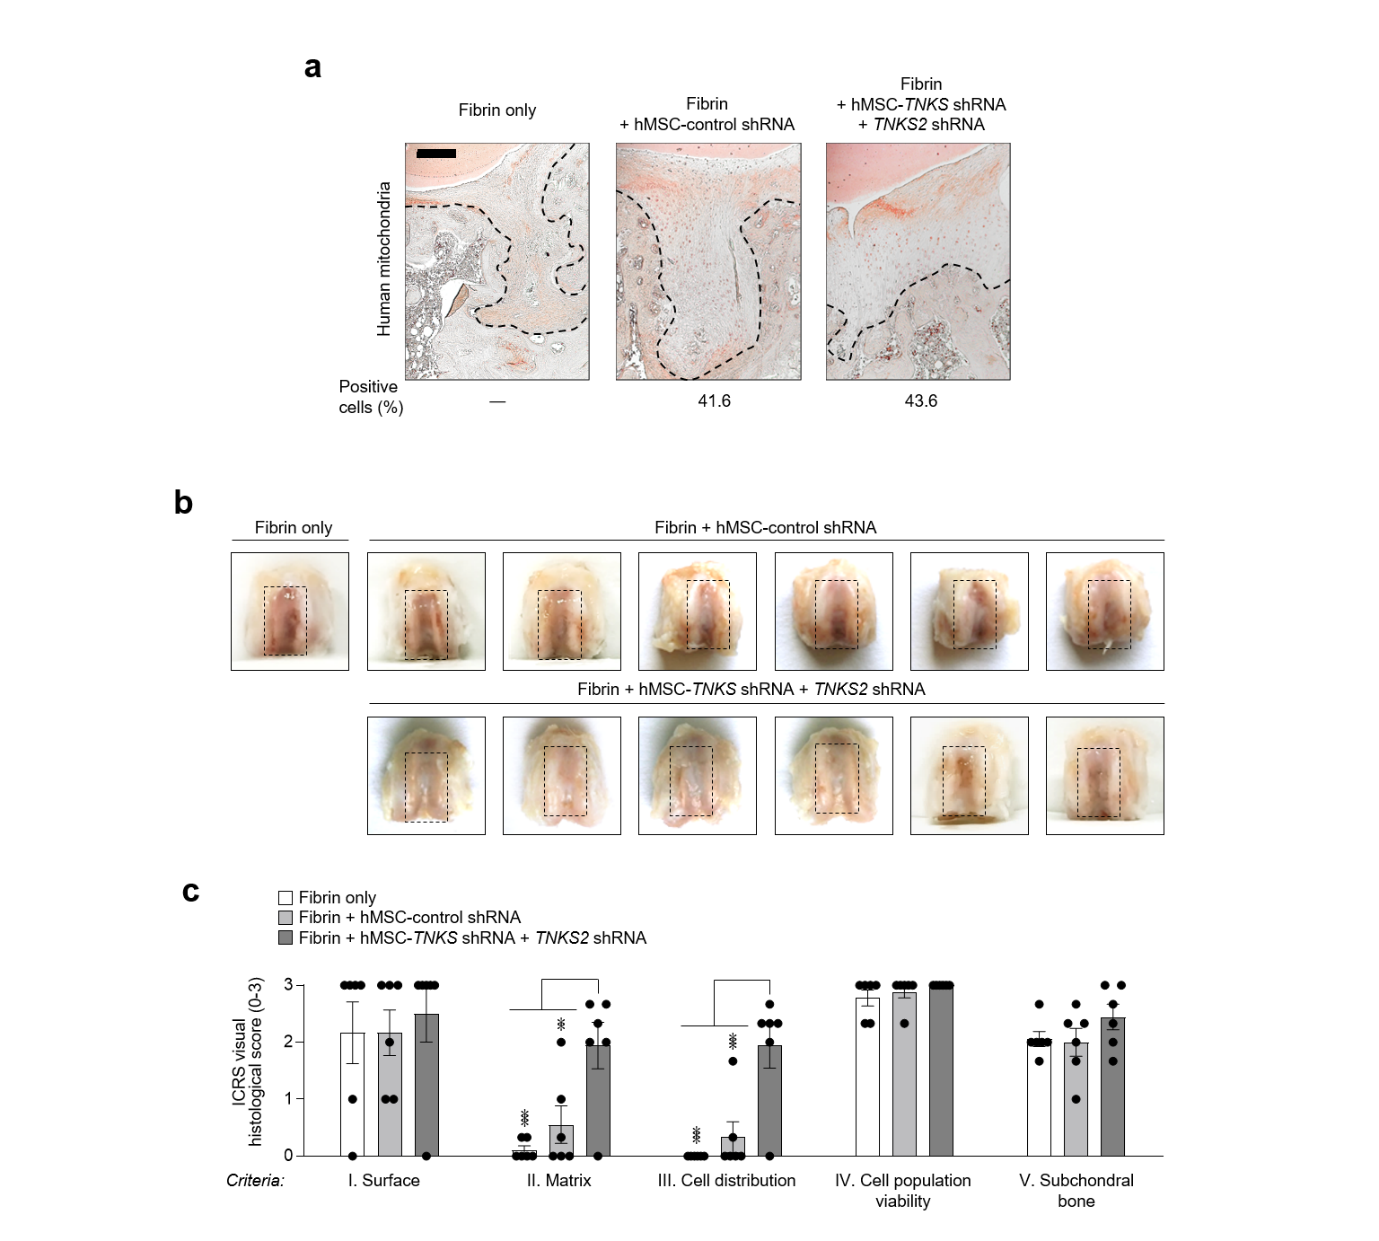
**

**Supplementary Fig. 8** Tankyrase inhibition stimulates chondrogenic differentiation of mesenchymal stem cells in vivo.

**a-c** hMSCs infected with control shRNA lentivirus or *TNKS* shRNA and *TNKS2* shRNA lentiviruses were implanted in the full-thickness cartilage lesions of rat knee joints with fibrin gel constructs. A fibrin-only group was used as a control. (**a**) Human mitochondrial immunostaining in cartilage lesions. The area above the dashed line indicates defect regions that have been implanted with fibrin gel only or fibrin gel containing hMSCs. Scale bar: 500 μm. The percentage of immunopositive cells is indicated. (**b**) Gross appearance of the indicated groups 8 weeks after transplantation. Transplantation of hMSCs with *TNKS* and *TNKS2* knockdown resulted in superior healing, filling lesions with cartilage-like tissues. (**c**) Cartilage repair was assessed using various criteria of the ICRS visual histological score system for in vivo repaired cartilage (*n* = 6). Data represent means ± s.e.m. ***P* < 0.01, ****P* < 0.001; by ANOVA.

**
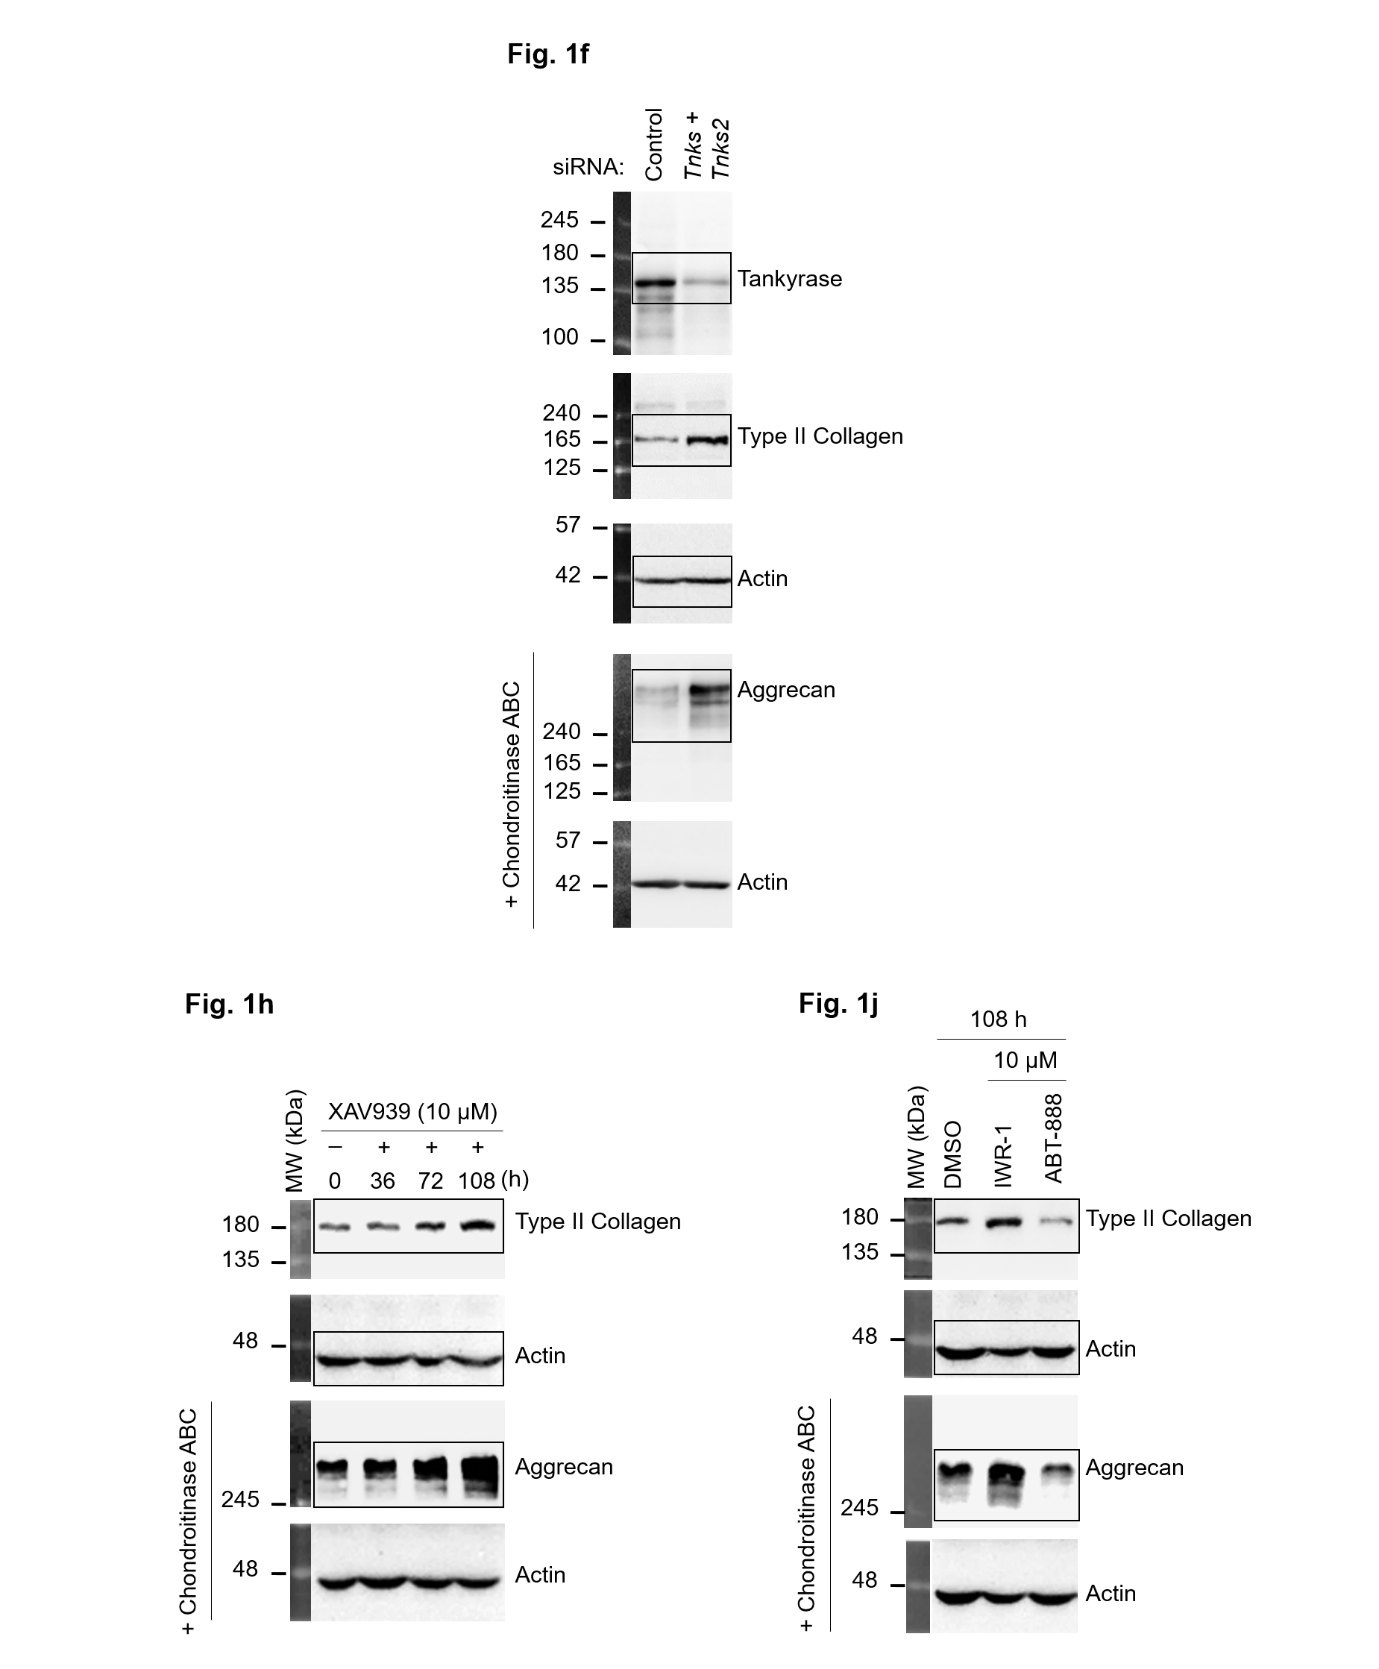
**

**Supplementary Fig. 9** Full-size immunoblot images.

**
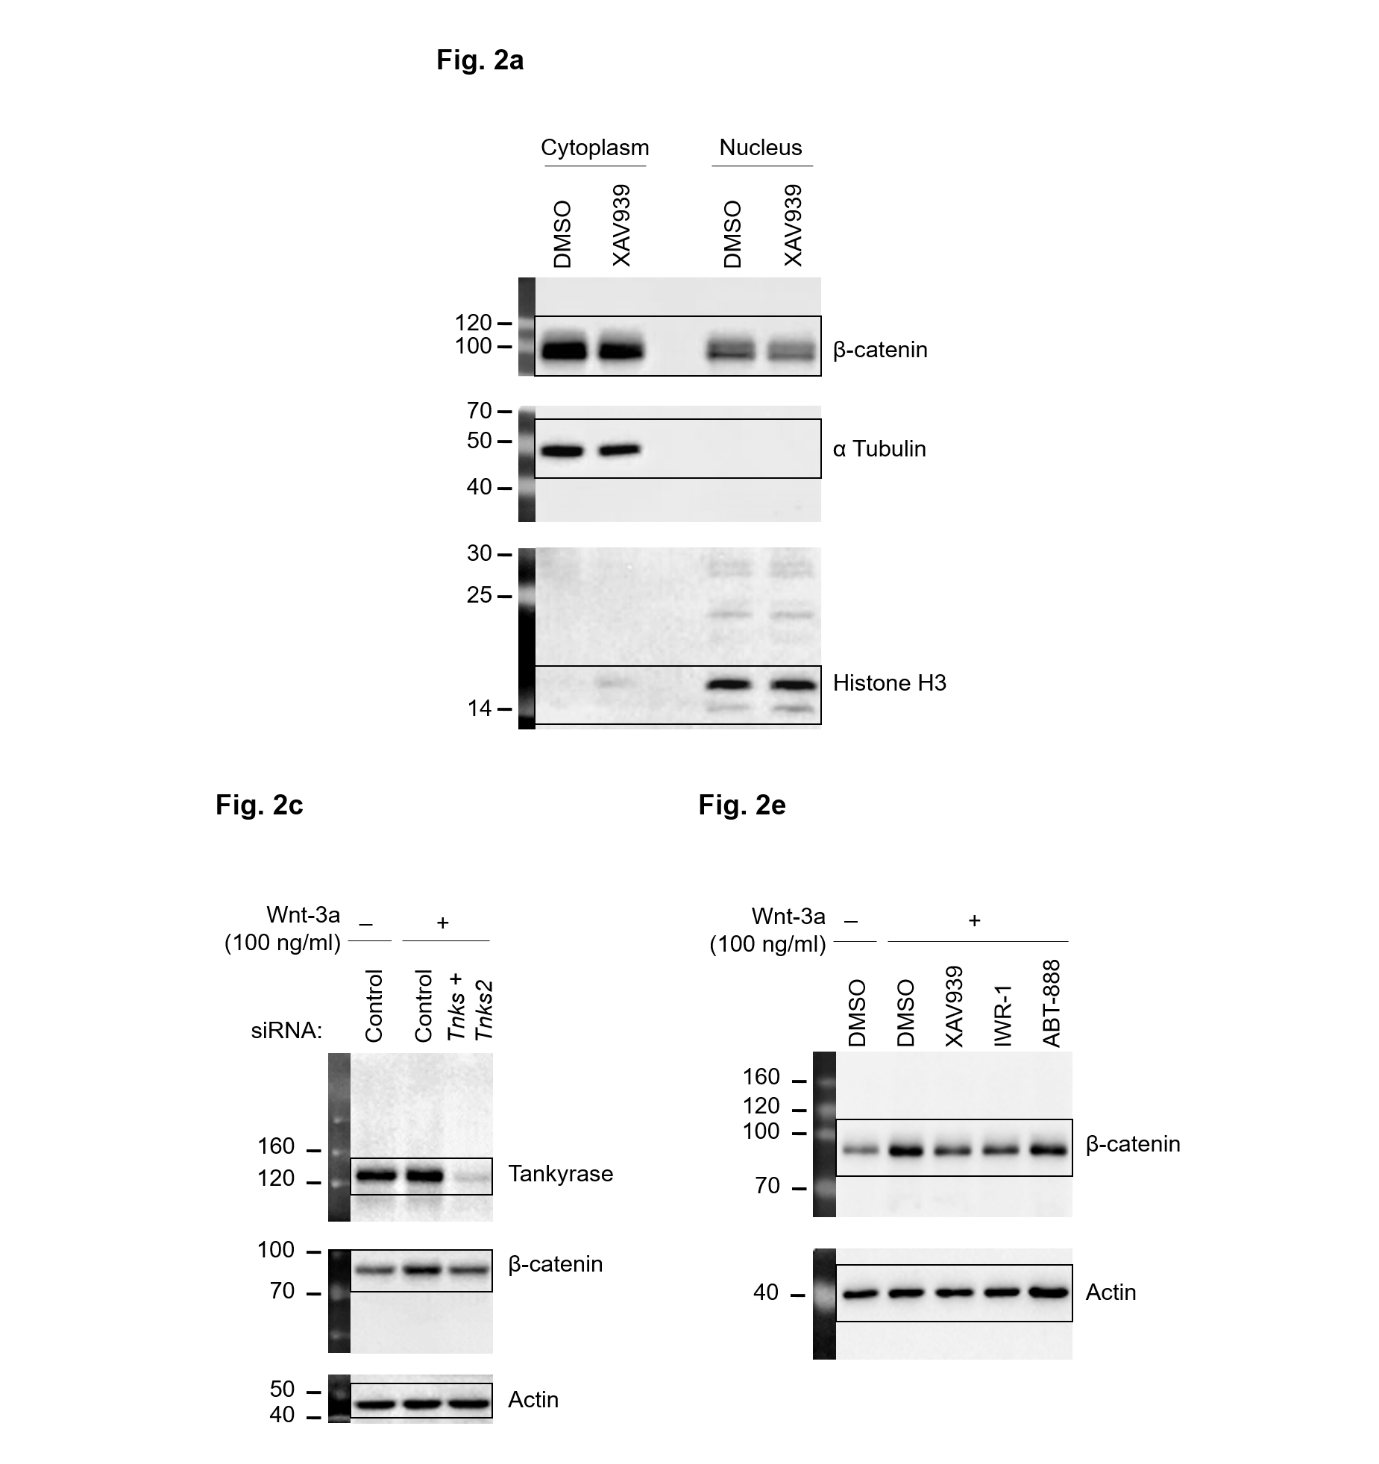
**

**Supplementary Fig. 9** Full-size immunoblot images (continued).

**
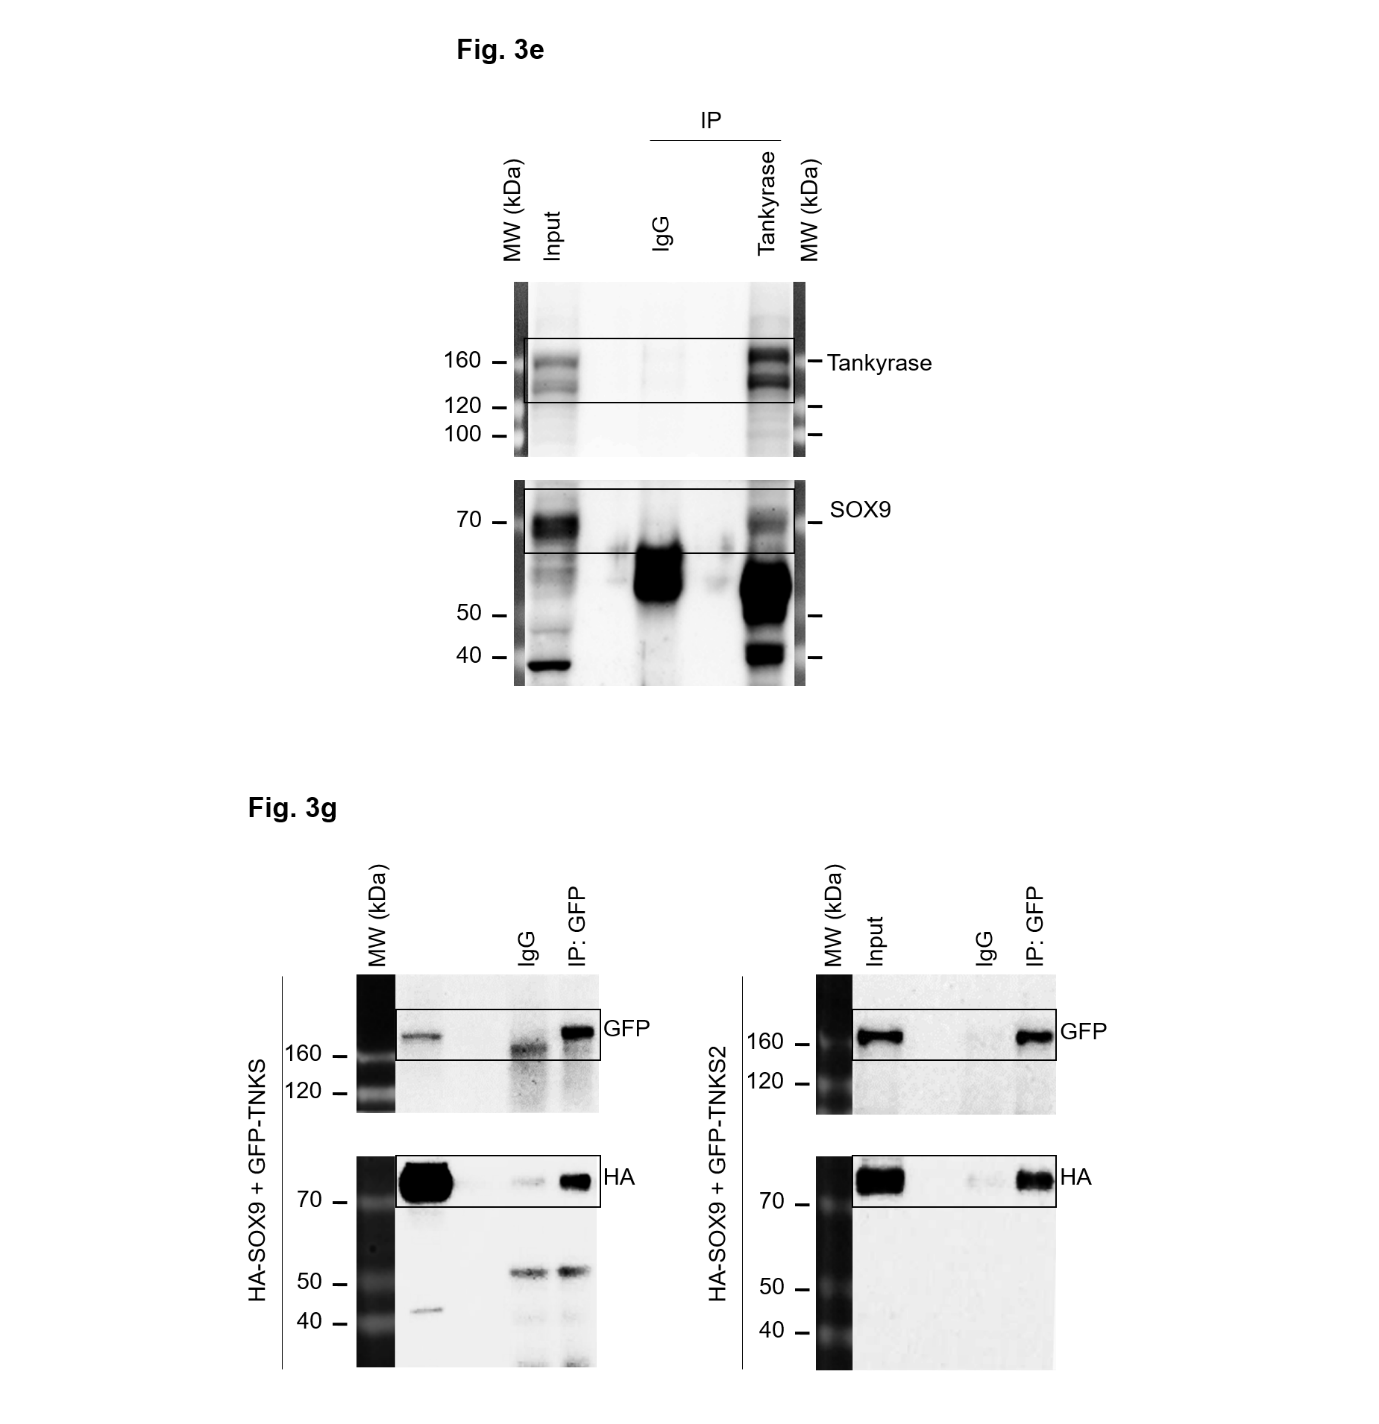
**

**Supplementary Fig. 9** Full-size immunoblot images (continued).

**
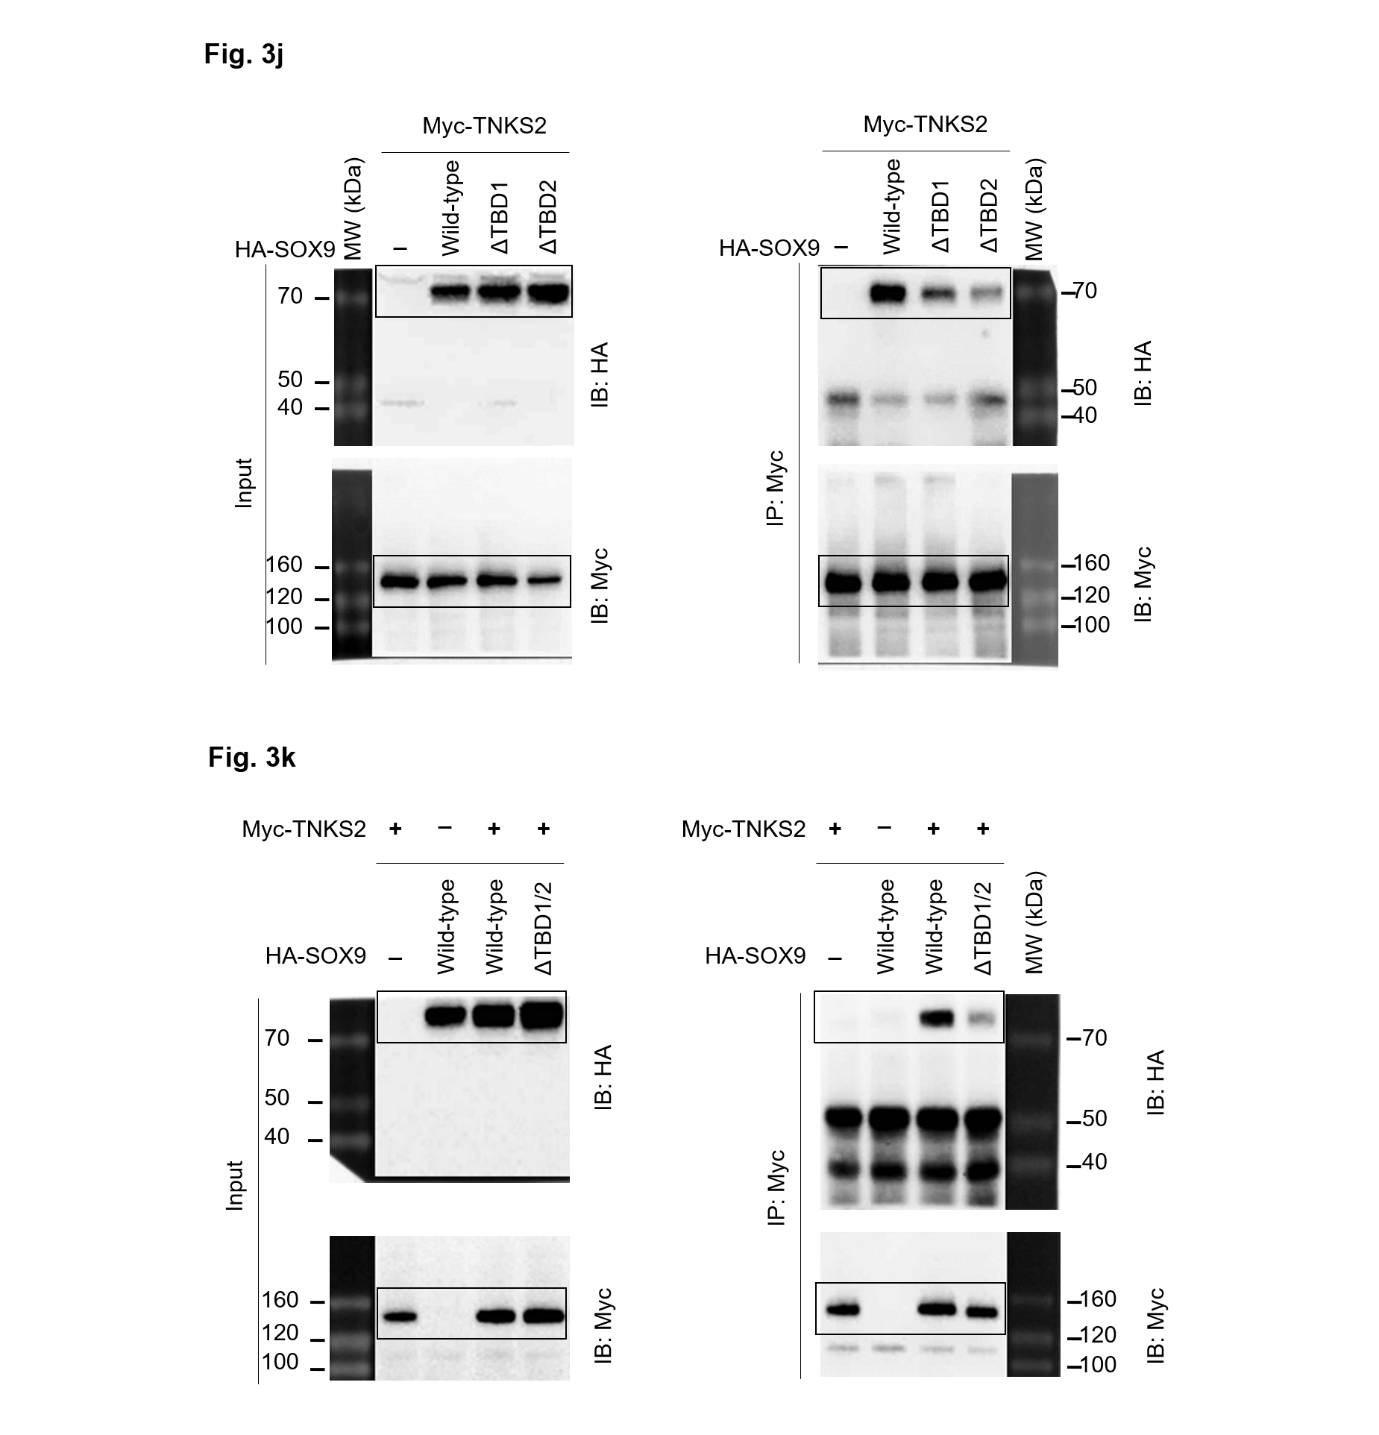
**

**Supplementary Fig. 9** Full-size immunoblot images (continued).

**
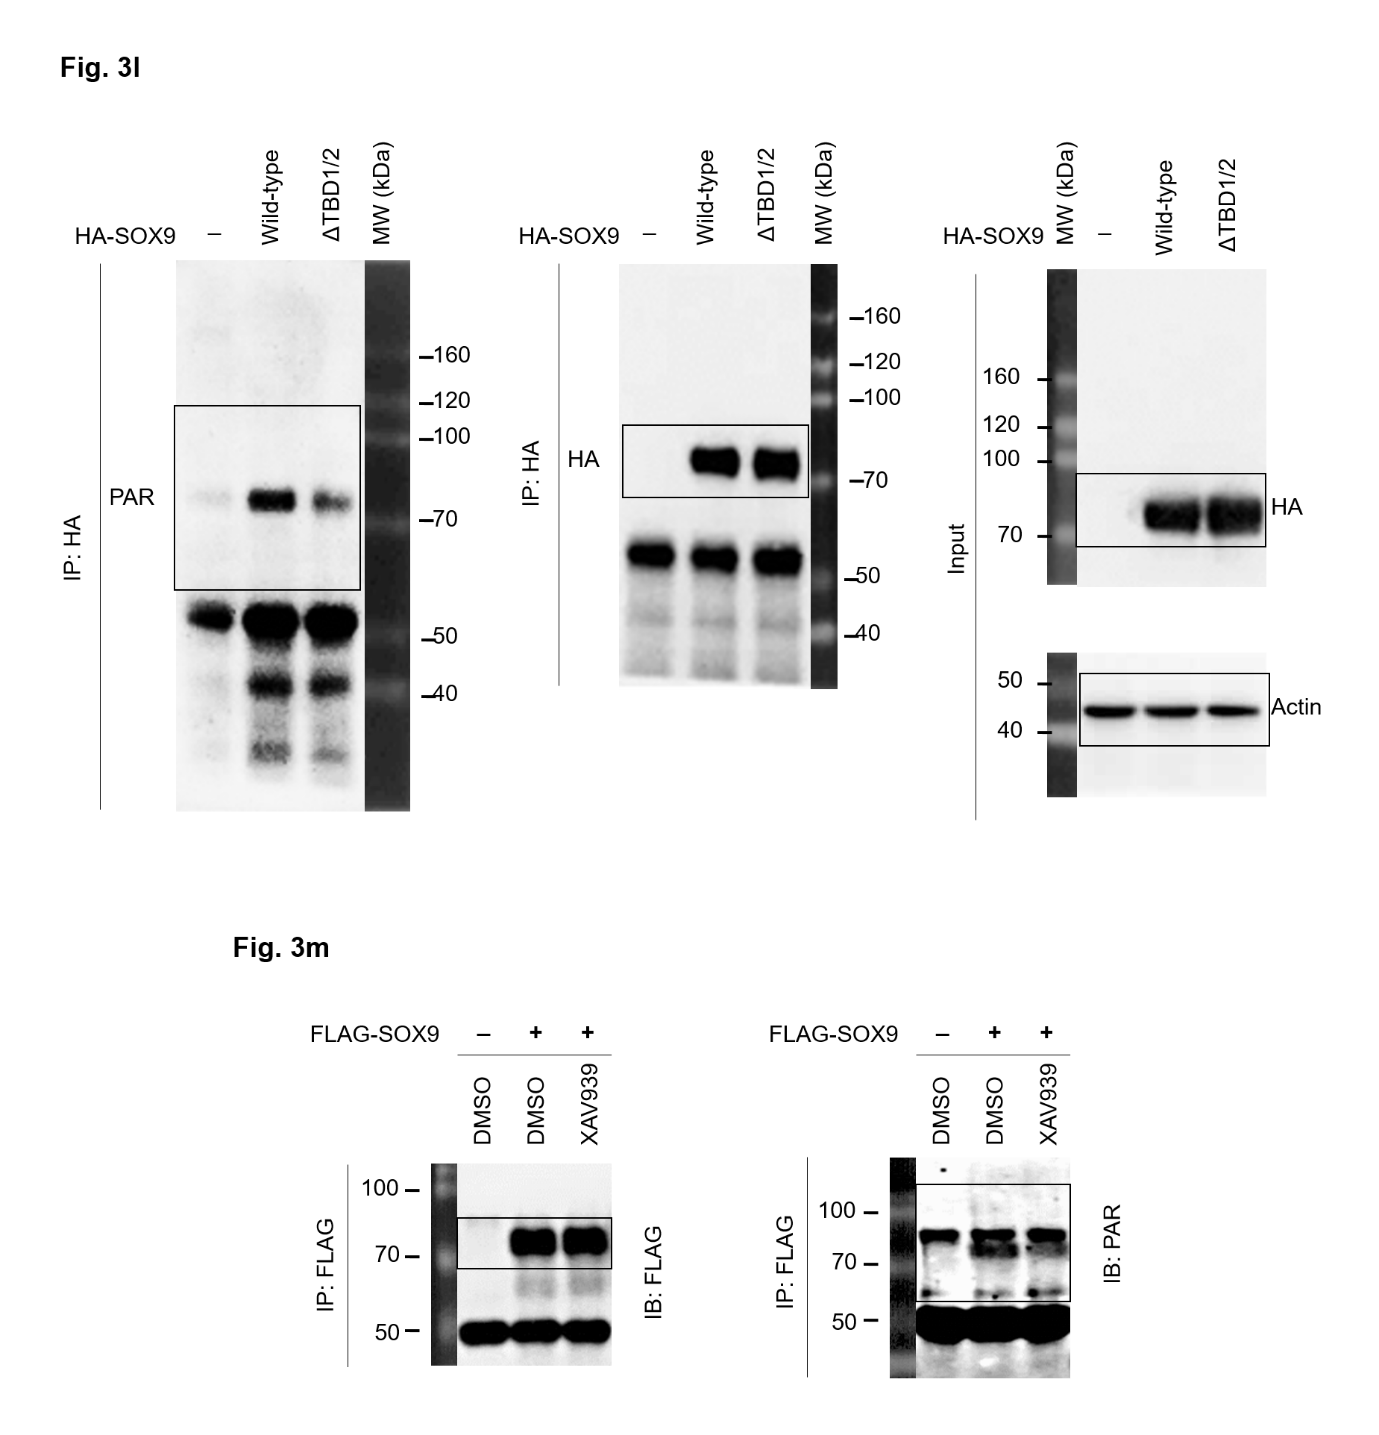
**

**Supplementary Fig. 9** Full-size immunoblot images (continued).

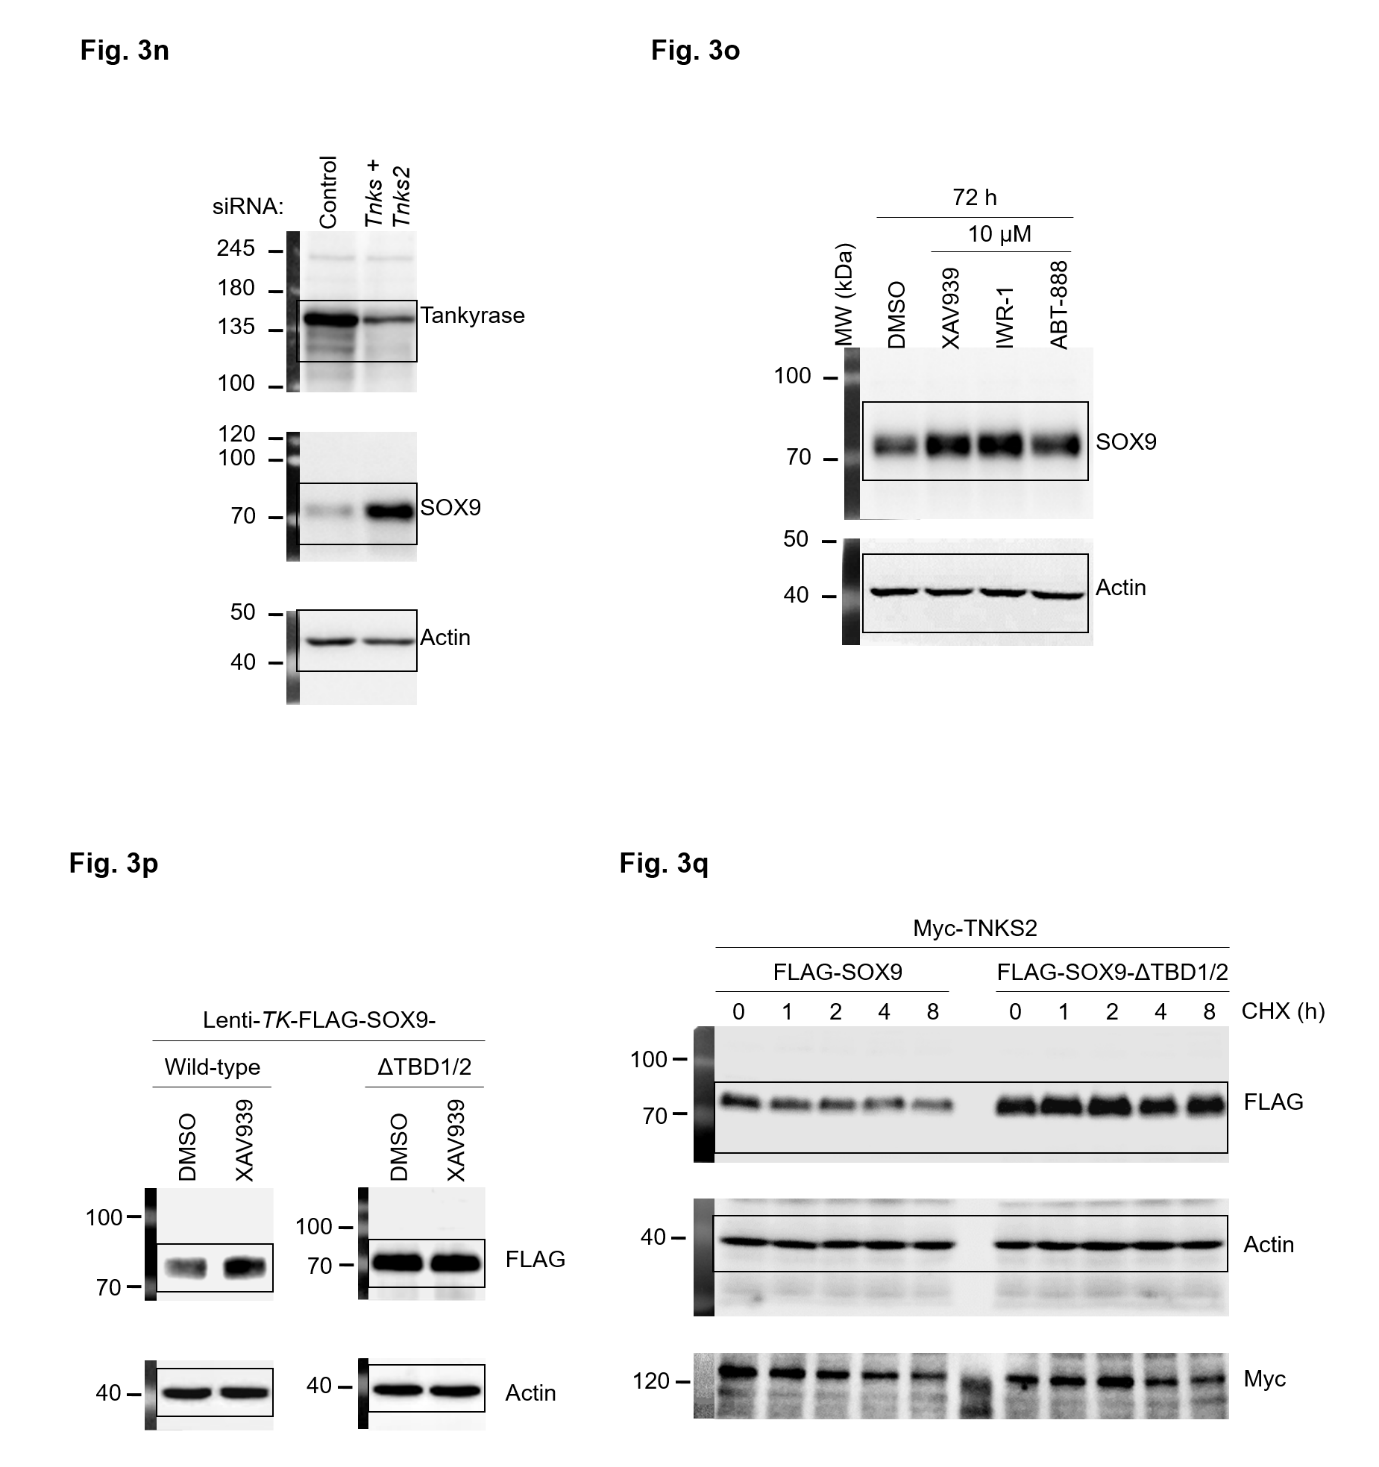

**Supplementary Fig. 9** Full-size immunoblot images (continued).

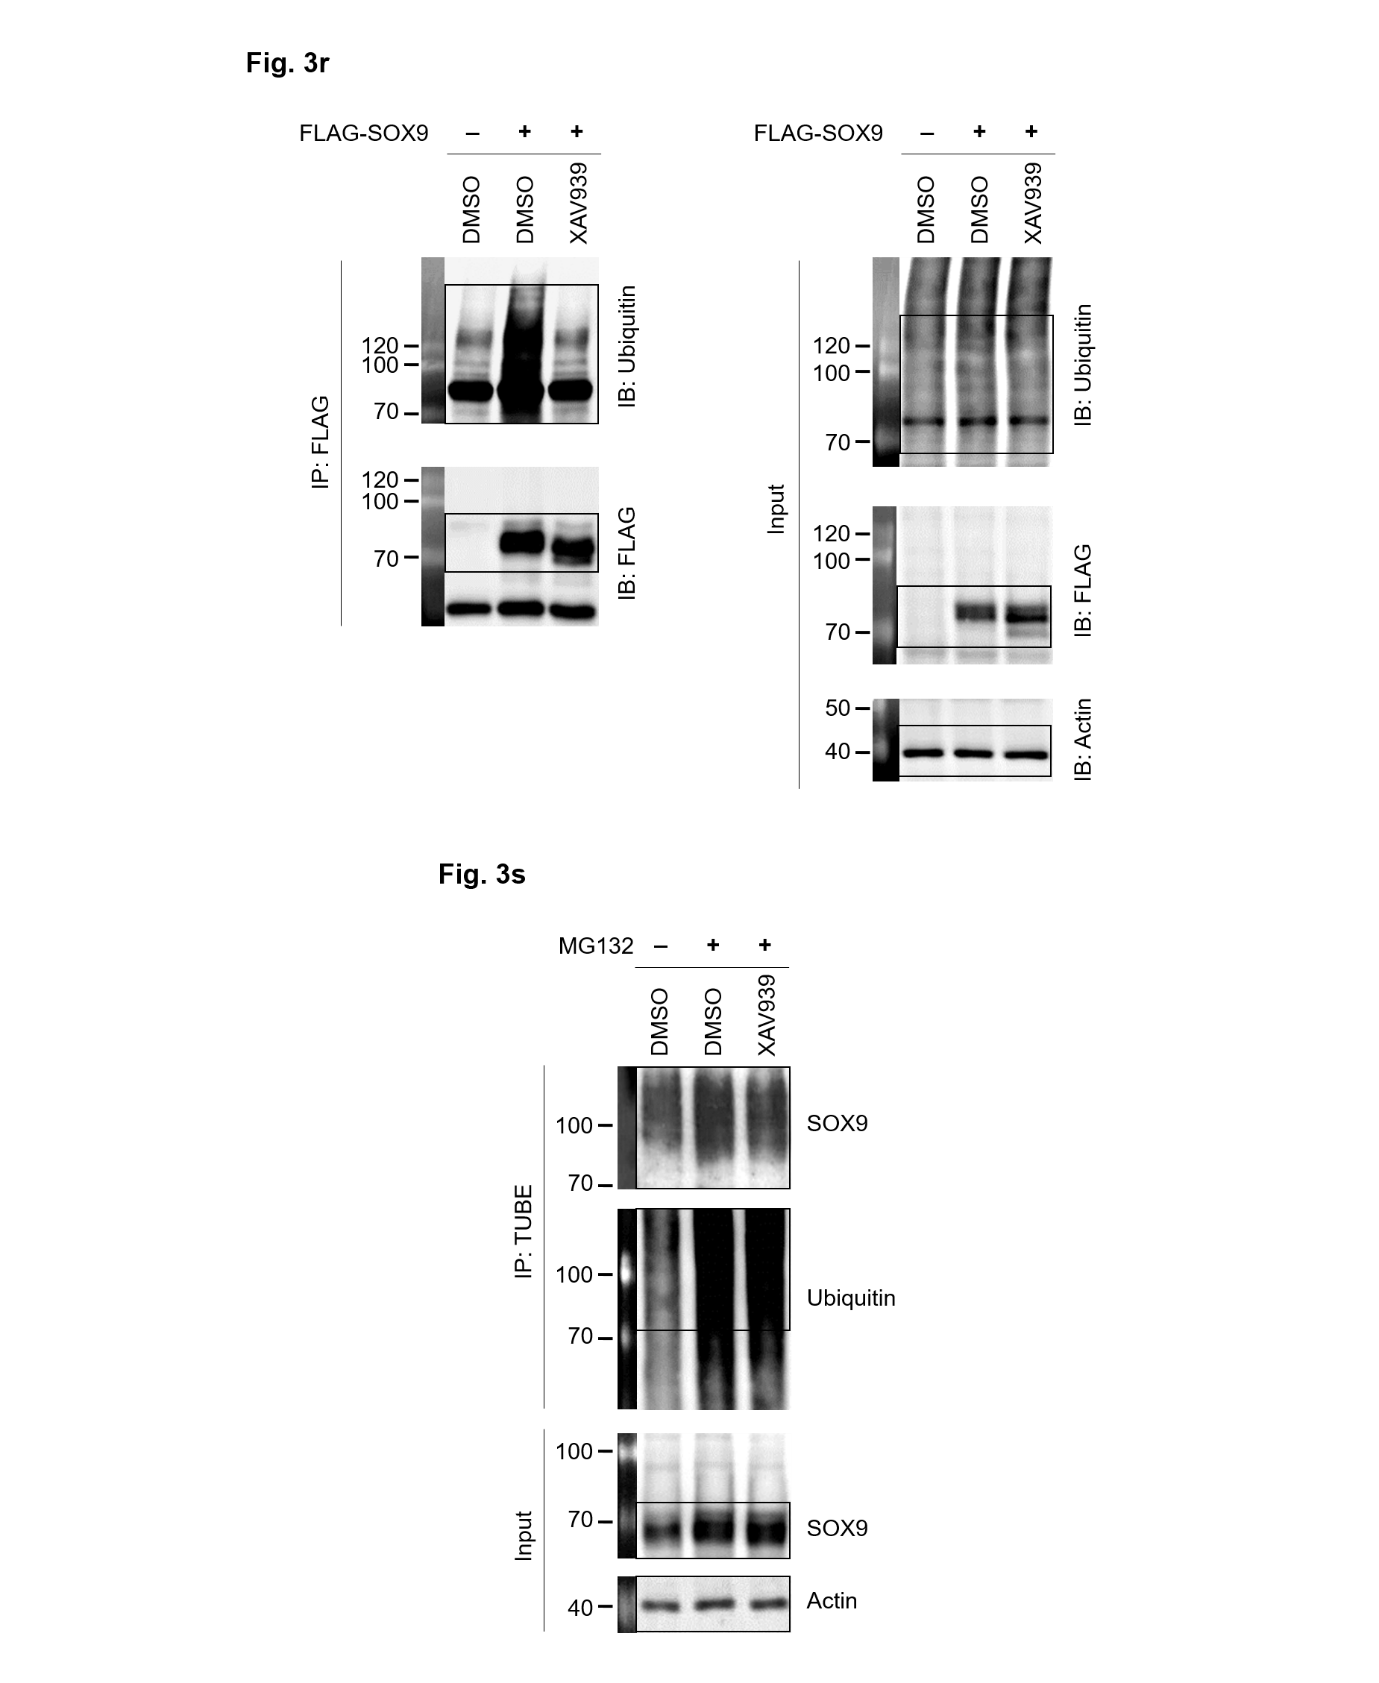

**Supplementary Fig. 9** Full-size immunoblot images (continued).

**
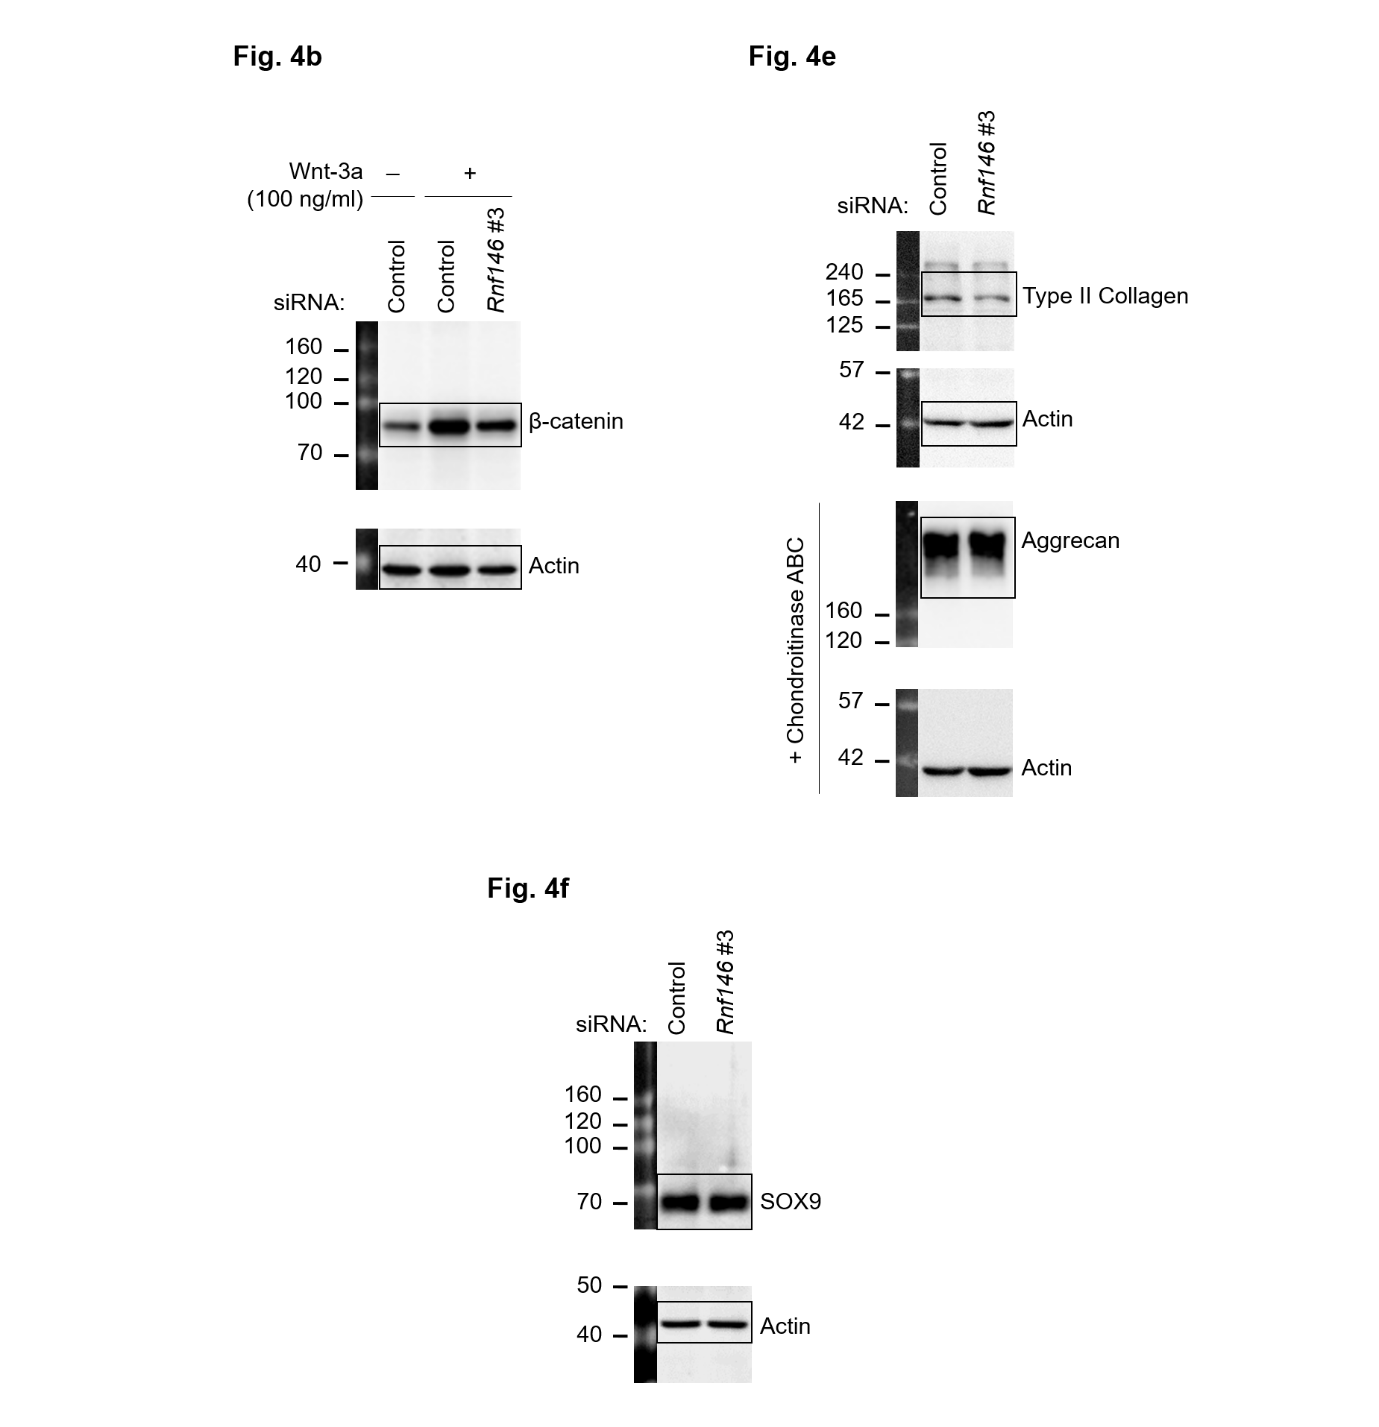
**

**Supplementary Fig. 9** Full-size immunoblot images (continued).

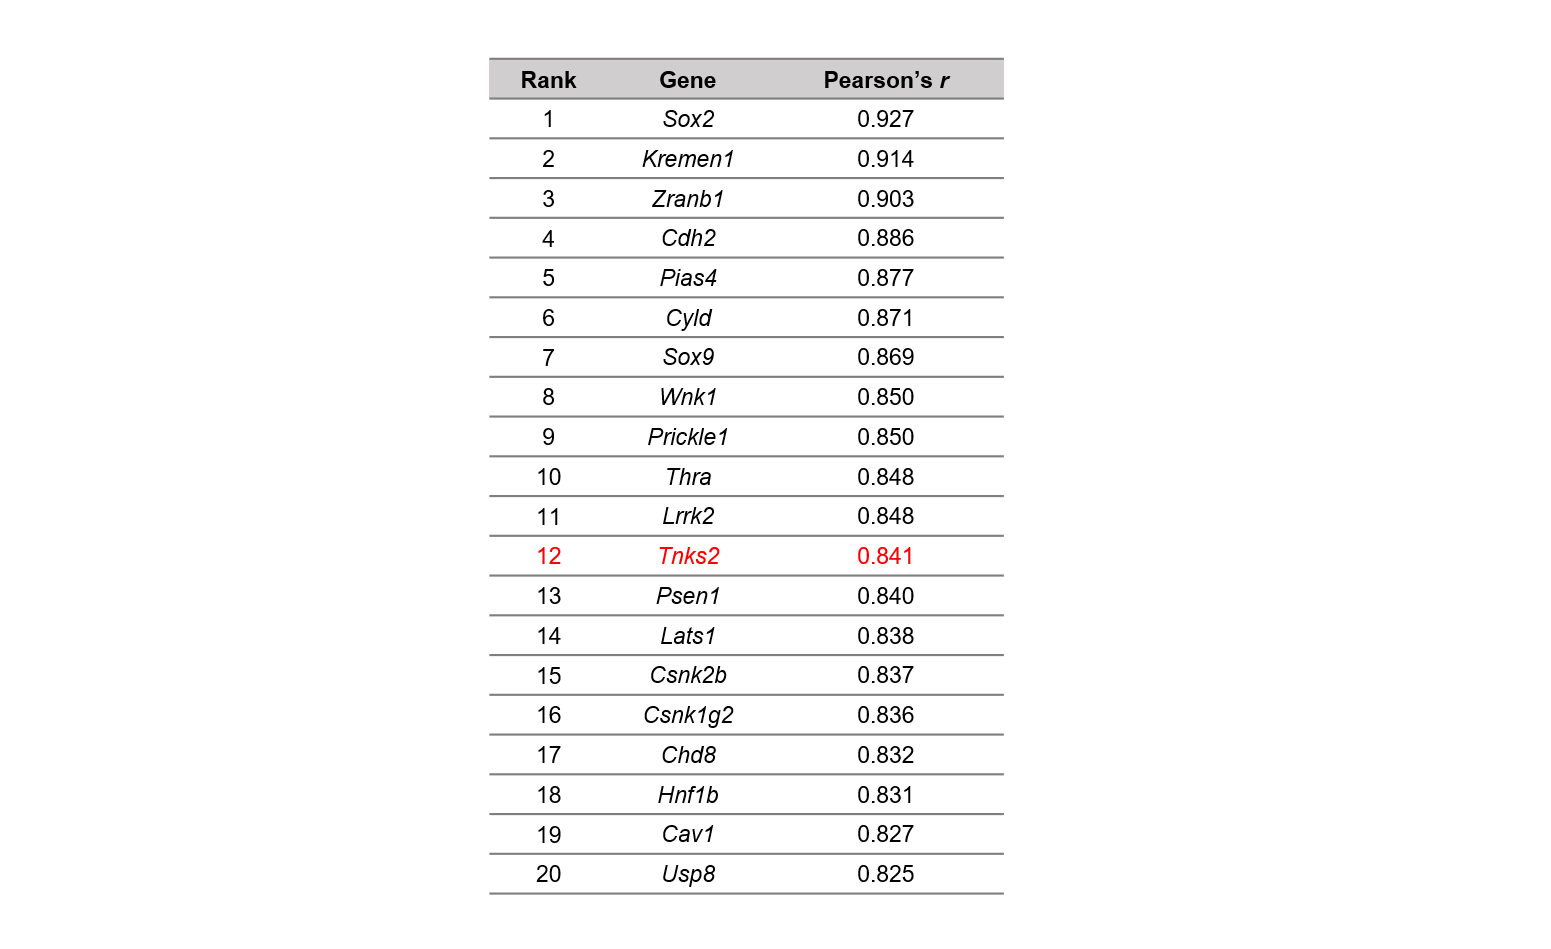
**Supplementary Table 1** Pearson’s correlation coefficients between Factor 1 and Wnt-related genes

*Mus musculus* genes in the Gene Ontology class “Wnt signaling pathway” were regarded as Wnt-related genes. Among the 431 genes in this category, 297 genes that were reliably detected in the cartilage tissues of 16 strains of BXD mice were considered for the correlation analysis.

| Gene | Strand | siRNA sequences | Species |
| --- | --- | --- | --- |
| *Tnks* #1 | S  AS | 5’-CACAGAGUCACACUGACUAdTdT-3’  5’-UAGUCAGUGUGACUCUGUGdTdT-3’ | Mouse |
| *Tnks* #2 | S  AS | 5’-GUCUGUCGUUGAGUACCUUdTdT-3’  5’-AAGGUACACAACGACAGACdTdT-3’ | Mouse |
| *Tnks* #3 | S  AS | 5’-ACAUAGCAGCGUUACUGAUdTdT-3’  5’-AUCAGUAACGCUGCUAUGUdTdT-3’ | Mouse |
| *Tnks2* #1 | S  AS | 5’-CAGUGUAGUUUUGAGUCUAdTdT-3’  5’-UAGACUCAAAACUACACUGdTdT-3’ | Mouse |
| *Tnks2* #2 | S  AS | 5’-CUGUUCUGACUGGUGACUAdTdT-3’  5’-UAGUCACCAGUCAGAACAGdTdT-3’ | Mouse |
| *Tnks2* #3 | S  AS | 5’-GUGUCUACUUGUAUCACAUdTdT-3’  5’-AUGUGAUACAAGUAGACACdTdT-3’ | Mouse |
| *Ctnnb1* #1 | S  AS | 5’-GUUUUAGGCCUGUUUGUAAdTdT-3’  5’-UUACAAACAGGCCUAAAACdTdT-3’ | Mouse |
| *Ctnnb1* #2 | S  AS | 5’-UCUGAACGUGCAUUGUGAUdTdT-3’  5’-AUCACAAUGCACGUUCAGAdTdT-3’ | Mouse |
| *Ctnnb1* #3 | S  AS | 5’-GUAAUCUGGAGACGUGUAAdTdT-3’  5’-UUACACGUCUCCAGAUUACdTdT-3’ | Mouse |
| *Rnf146* #1 | S  AS | 5’-CAGAUACCUCCGUUGAAGAdTdT-3’  5’-UCUUCAACGGAGGUAUCUGdTdT-3’ | Mouse |
| *Rnf146* #2 | S  AS | 5’-CUCUAGAGCAUCACAGCUUdTdT-3’  5’-AAGCUGUGAUGCUCUAGAGdTdT-3’ | Mouse |
| *Rnf146* #3 | S  AS | 5’-GUCGACAAGAGAUUCCUGAdTdT-3’  5’-UCAGGAAUCUCUUGUCGACdTdT-3’ | Mouse |
| *TNKS* | S  AS | 5’-GCAUGGAGCUUGUGUUAAUUU-3’  5’-AUUAACACAAGCUCCAUGCUU-3’ | Human |
| *TNKS2* | S  AS | 5’-GGAAAGACGUAGUUGAAUAUU-3’  5’-UAUUCAACUACGUCUUUCCUU-3’ | Human |
| *Sox9* #1 | S  AS | 5’-GUAAAGGAAGGUAACGAUUdTdT-3’  5’-AAUCGUUACCUUCCUUUACdTdT-3’ | Mouse |
| *Sox9* #2 | S  AS | 5’-GAGACAUCGGACAGACCUUdTdT-3’  5’-AAGGUCUGUCCGAUGUCUCdTdT-3’ | Mouse |
| *Sox9* #3 | S  AS | 5’-GUUUGUUUCCCUCUCCAAAdTdT-3’  5’-UUUGGAGAGGGAAACAAACdTdT-3’ | Mouse |

**Supplementary Table 2** List of siRNAs. Abbreviations: S, sense strand; AS, antisense strand.

| Gene | Strand | Primer sequences | Species |
| --- | --- | --- | --- |
| *Hprt* | S  AS | 5’-AGTCCCAGCGTCGTGATTAG-3’  5’-GTATCCAACACTTCGAGAGGTC-3’ | Mouse |
| *Tnks1* | S  AS | 5’-GAAGGAAGGAGAAGTTGCGG-3’  5’-AATGAAAGGAGAACCGTGGAAC-3’ | Mouse |
| *Tnks2* | S  AS | 5’-CGGCGTCTTCAACAGATACA-3’  5’-AGCCATCAACCATACCTTCAG-3’ | Mouse |
| *Col2a1* | S  AS | 5’-ACCTTGGACGCCATGAAAGT-3’  5’-CGGGAGGTCTTCTGTGATCG-3’ | Mouse |
| *Comp* | S  AS | 5’-GTAAACACCGCCACTGATGA-3’  5’-TGGGAGAAGCAGAAGACACC-3’ | Mouse |
| *Col9a2* | S  AS | 5’-GATGGGTCCTCGTGGCTAT-3’  5’-GTTCCCTTTGGGCCTGTTAT-3’ | Mouse |
| *Col6a3* | S  AS | 5’-TTATGGTGCTGATGTTGACTGG-3’  5’-ATTGCTGTTGGTTTGGTCGTT-3’ | Mouse |
| *Acan* | S  AS | 5’-CCCAAGCACAGAGGTAAACAG-3’  5’-CTCACATTGCTCCTGGTCTG-3’ | Mouse |
| *Dcn* | S  AS | 5’-AGGCTTCCTACTCGGCTGTGA-3’  5’-GTTCGGCGGCATTTGACTTT-3’ | Mouse |
| *Col6a1* | S  AS | 5’-TGAAAATGTGCTCCTGCTGTG-3’  5’-TGTCCCGTTGAGTGTCAGAA-3’ | Mouse |
| *Col9a1* | S  AS | 5’-AGCTGATGGATTAACAGGACC-3’  5’-TTCCCAGGGTCTCCAATAGG-3’ | Mouse |
| *Bgn* | S  AS | 5’-GCATTGAGATGGGCGGGAA-3’  5’-AGTAGGGCACAGGGTTGTTG-3’ | Mouse |
| *Chad* | S  AS | 5’-ACAACCGCCTGAACCAACT-3’  5’-GGGGAGGGATTCTGTGTCTT-3’ | Mouse |
| *Matn3* | S  AS | 5’-CAGTGTGAGGGGTTTCTG-3’  5’-AGCACCATAAGTTCATAGCC-3’ | Mouse |
| *Ctnnb1* | S  AS | 5’-CCACAGGATTACAAGAAGCGG-3’  5’-CCATTCCCACCCTACCAAGT-3’ | Mouse |
| *Rnf146* | S  AS | 5’-AGCACAGAGAATGAACCAGCA-3’  5’-TGAAGCACCCTTTACACACAGA-3’ | Mouse |
| *Sox9* | S  AS | 5’-AAGATGACCGACGAGCAGGA-3’  5’-ATGTGAGTCTGTTCCGTGGC-3’ | Mouse |
| *HPRT1* | S  AS | 5’-CCTGGCGTCGTGATTAGTG-3’  5’-CTTGCGACCTTGACCATCTTT-3’ | Human |
| *TNKS1* | S  AS | 5’-TCAGGGAACGATTTTGCTGGA-3’  5’-ACTCTGGGTATGCCTGTTCTC-3’ | Human |
| *TNKS2* | S  AS | 5’-GCGATACCCAAGGCAGACATT-3’  5’-AACAAGAGGGCAGAGCAGATGG-3’ | Human |

**Supplementary Table 3** List of PCR primers. Abbreviations: S, sense strand; AS, antisense strand.

| Gene | Strand | Primer sequences | Enzyme Sites | Species | Plasmid |
| --- | --- | --- | --- | --- | --- |
| *SOX9* | S  AS | 5’-CCGAATTCATGAATCTCCTGGACCCCTTC-3’  5’-CGTCTAGATCAAGGTCGAGTGAGCTGTGT-3’ | EcoRI  XbaI | Human | pcDNA3-HA-SOX9 |
| *SOX9* | S  AS | 5’-AAGAATTCGAATCTCCTGGACCCCTTCAT-3’  5’-CGTCTAGATCAAGGTCGAGTGAGCTGTGT-3’ | EcoRI  XbaI | Human | pCMV10-3xFLAG-SOX9 |
| *SOX9* | S  AS | 5’-AAGCTAGCAACCATGGACTACAAAGACCA-3’  5’-CGTCTAGATCAAGGTCGAGTGAGCTGTGT-3’ | NheI  XbaI | Human | pTK-3xFLAG-SOX9 |
| *SOX9* | S  AS | 5’-AACATATGAATGAGTCTTCGGACCTCGCG-3’  5’-CGTCTAGATCAAGGTCGAGTGAGCTGTGT-3’ | NdeI  XbaI | Human | pLVX-Puro-TK-3xFLAG-SOX9 |
| *TNKS2* | S  AS | 5’-AAAAGCTTGGATCATGTCGGGTCGCCGCTG-3’  5’-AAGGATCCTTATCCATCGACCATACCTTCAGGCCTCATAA-3’ | HindIII  BamHI | Human | pEGFP-TNKS2 |

**Supplementary Table 4** List of primers used for subcloning. Abbreviations: S, sense strand; AS, antisense strand.

| Gene | Strand | Primer sequences | Mutagenesis Site | Species |
| --- | --- | --- | --- | --- |
| *SOX9* | S  AS | 5’-CAGCCCCCTATCGACTTCCGCGA-3’  5’-CCCCTCTCGCTTCAGGTCAGCCT-3’ | ∆TBD1  772-792bp | Human |
| *SOX9* | S  AS | 5’-AGCAGCGACGTCATCTCCAACAT-3’  5’-GAAGTCGATAGGGGGCTGTCT-3’ | ∆TBD2  814-834bp | Human |
| *SOX9* | S  AS | 5’-AGCAGCGACGTCATCTCCAACAT-3’  5’-CCCCTCTCGCTTCAGGTCAGCCT-3’ | ∆TBD1/2  772-834bp | Human |
| *SOX9* | S  AS | 5’-CCCTTGCCAGAGGGGGGCA-3’  5’-TGCCCCCTCTCGCTTCAGGTCA-3’ | R257A | Human |
| *SOX9* | S  AS | 5’-GACGTGGACATCGGCGAGCTGA-3’  5’-TGCGAAGTCGATAGGGGGCTGTCT-3’ | R271A | Human |

**Supplementary Table 5** List of primers used for mutagenesis. Abbreviations: S, sense strand; AS, antisense strand.

| Gene | Strand | Primer sequences | Species |
| --- | --- | --- | --- |
| Control | S  AS | 5’- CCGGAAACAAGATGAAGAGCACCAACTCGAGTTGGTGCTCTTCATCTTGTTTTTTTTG -3’  5’- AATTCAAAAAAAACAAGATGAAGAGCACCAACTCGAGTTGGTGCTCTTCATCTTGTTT -3’ |  |
| *Tnks* | S  AS | 5’- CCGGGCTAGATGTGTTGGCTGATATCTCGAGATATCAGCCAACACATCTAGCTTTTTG -3’  5’- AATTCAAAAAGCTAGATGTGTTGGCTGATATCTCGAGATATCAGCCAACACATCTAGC -3’ | Mouse |
| *Tnks2* | S  AS | 5’- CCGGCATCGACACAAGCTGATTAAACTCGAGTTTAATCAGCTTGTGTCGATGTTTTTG -3’  5’- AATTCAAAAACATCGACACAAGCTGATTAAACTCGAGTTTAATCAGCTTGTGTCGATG -3’ | Mouse |
| *Rnf146* | S  AS | 5’- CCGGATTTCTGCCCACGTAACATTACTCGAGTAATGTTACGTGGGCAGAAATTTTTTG -3’  5’- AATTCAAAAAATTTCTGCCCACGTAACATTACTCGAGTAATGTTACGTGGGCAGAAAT -3’ | Mouse |
| *TNKS* | S  AS | 5’- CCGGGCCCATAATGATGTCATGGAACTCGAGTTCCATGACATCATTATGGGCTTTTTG -3’  5’- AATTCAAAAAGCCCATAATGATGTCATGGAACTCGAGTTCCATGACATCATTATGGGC -3’ | Human |
| *TNKS2* | S  AS | 5’- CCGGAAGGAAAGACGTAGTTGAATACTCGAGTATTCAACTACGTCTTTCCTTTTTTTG -3’  5’- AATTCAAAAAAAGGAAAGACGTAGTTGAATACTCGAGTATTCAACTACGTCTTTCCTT -3’ | Human |

**Supplementary Table 6** List of primers used for shRNA plasmid construction. Abbreviations: S, sense strand; AS, antisense strand.

| Proteins involved in chondrogenesis (52 proteins) | | | | | |
| --- | --- | --- | --- | --- | --- |
| ALG2 | CR3L2 | GRN | NFKB2 | Q9DAB5 | SOX12 |
| BMAL1 | CREB1 | GSK3A | NKX32 | REL | SOX4 |
| BMP2 | CTNB1 | GSK3B | PDGFA | RELB | SOX9 |
| BMP4 | CYR61 | HHAT | PER1 | RHOA | TF65 |
| BMR1B | DHH | HIF1A | PP2BA | SHH | TNF12 |
| CANB1 | ENPP1 | HMGB2 | PP2BB | SIR1 | VNN1 |
| CANB2 | FGF18 | IHH | PP2BC | SMAD3 | WNT3A |
| CBP | FGFR3 | NFAC3 | PRGC1 | SOMA |  |
| CHP1 | GDF5 | NFKB1 | PTHR | SOX11 |  |

**Supplementary Table 7** List of mouse proteins in the IPA *chondrogenesis* category.

| SOX9 target genes in chondrocytes (91 genes) | | | | | |
| --- | --- | --- | --- | --- | --- |
| *Acan* | *Col9a2* | *Fzd9* | *Mgp* | *Rab11fip4* | *Susd5* |
| *Aldh1l2* | *Col9a3* | *Gfpt1* | *Mia* | *Rhbdd1* | *Tprgl* |
| *Alx1* | *Colgalt2* | *Gls* | *Mtss1l* | *Rnf144a* | *Trib3* |
| *Arsi* | *Cox17* | *Got1* | *Ncmap* | *Rtkn* | *Trim47* |
| *Atf4* | *Cp* | *Grb2* | *Ndufa2* | *Scin* | *Trpv4* |
| *B230206H07Rik* | *Cpm* | *Hip1r* | *Oat* | *Sdk2* | *Ucma* |
| *B4galnt3* | *D630045J12Rik* | *Hr* | *Papss2* | *Slc1a5* | *Wscd2* |
| *Bcat1* | *Dnttip1* | *Kcns1* | *Pck2* | *Slc26a2* | *Wwp2* |
| *Bmp6* | *Enpp2* | *Lcn2* | *Pcolce2* | *Slc38a3* | *Xylt1* |
| *Chadl* | *Extl1* | *Ldlrad3* | *Pde4dip* | *Slc39a14* | *Zfp385b* |
| *Chst11* | *Fam89a* | *Lect1* | *Phyh* | *Smpd3* | *Zfp385c* |
| *Cmklr1* | *Fbxo7* | *Leprel1* | *Plxnb1* | *Snorc* |  |
| *Col11a1* | *Fgfr3* | *Lgals3* | *Ppp1r1b* | *Sobp* |  |
| *Col27a1* | *Fgfrl1* | *Loxl4* | *Ppp2ca* | *Sox6* |  |
| *Col2a1* | *Foxd1* | *Matn3* | *Prdx5* | *Spats2l* |  |
| *Col9a1* | *Fry* | *Mgat4a* | *Prelp* | *Stk39* |  |

**Supplementary Table 8** List of SOX9 targets in chondrocytes.

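The list names 91 genes, of which 88 matched the count tables by their symbol and 3 by an older symbol. It shares 40 genes with the cartilage-signature list, 2 with the genes downregulated in OA and 1 (*P3h2*, listed here as *Leprel1*) with the genes upregulated in OA.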

| Cartilage-signature genes (235 genes) | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *3632451O06Rik* | *Cd14* | *Dio2* | *Fzd9* | *Lect1* | *Nptx1* | *Scrg1* | *Sort1* | *Zdbf2* |
| *4930523C07Rik* | *Cdkn1a* | *Dnajb9* | *Gab1* | *Lipo3* | *Nr4a2* | *Scube3* | *Sox5* | *Zfp385b* |
| *A2m* | *Cgref1* | *Ecm2* | *Gfpt2* | *Loxl4* | *Nr4a3* | *Sdk2* | *Sox6* | *Zim1* |
| *Acan* | *Chac1* | *Edil3* | *Gjc3* | *Matn1* | *Nt5e* | *Sec16b* | *Sox9* |  |
| *Adamts3* | *Chad* | *Efcab1* | *Glis3* | *Matn3* | *Omd* | *Sema3e* | *Sparcl1* |  |
| *Adcy2* | *Chadl* | *Egr1* | *Gm22* | *Mdfi* | *Panx3* | *Sema6a* | *Srgap1* |  |
| *Adgrg1* | *Chrdl1* | *Egr2* | *Gm39701* | *Mertk* | *Papss2* | *Serinc5* | *Srgn* |  |
| *Airn* | *Chst11* | *Ehd3* | *Gm7265* | *Mfi2* | *Pcsk6* | *Sim2* | *Srxn1* |  |
| *Ak4* | *Clec3a* | *Eng* | *Gprc5a* | *Mfsd7c* | *Pde3a* | *Slc16a2* | *Stk26* |  |
| *Alx1* | *Cmklr1* | *Enpp1* | *Gpx3* | *Mgat4a* | *Perp* | *Slc16a4* | *Stk32b* |  |
| *Angptl1* | *Cmtm5* | *Enpp2* | *Grb10* | *Mia* | *Phxr4* | *Slc1a1* | *Stk40* |  |
| *Arc* | *Col10a1* | *Epas1* | *Gstk1* | *Mir377* | *Pla2g5* | *Slc1a5* | *Sulf2* |  |
| *Arl5b* | *Col11a1* | *Epyc* | *Hapln1* | *Mir411* | *Plcd1* | *Slc22a23* | *Tcn2* |  |
| *Asb4* | *Col11a2* | *Ern1* | *Hist1h1c* | *Mir505* | *Plet1* | *Slc22a4* | *Tet1* |  |
| *Atf3* | *Col2a1* | *Extl1* | *Hivep2* | *Mir568* | *Plod2* | *Slc25a36* | *Tet2* |  |
| *Atp1b2* | *Col9a1* | *F13a1* | *Hpgd* | *Moxd1* | *Prg4* | *Slc26a2* | *Tgfb2* |  |
| *Auts2* | *Col9a2* | *Fabp7* | *Igsf9b* | *Mpzl2* | *Prkg2* | *Slc2a10* | *Tmbim1* |  |
| *B4galnt3* | *Col9a3* | *Fam180a* | *Il16* | *Mt2* | *Prss35* | *Slc38a3* | *Tmem56* |  |
| *Baiap2l1* | *Colgalt2* | *Fam19a5* | *Islr* | *Mtap7d3* | *Ptger1* | *Slc6a12* | *Tnfrsf21* |  |
| *BC026585* | *Comp* | *Fam46a* | *Itga10* | *Mtss1l* | *Rab11fip4* | *Slc7a11* | *Tns2* |  |
| *Bdh1* | *Cpm* | *Fbln7* | *Kank1* | *Mustn1* | *Rbp4* | *Slc7a3* | *Tram2* |  |
| *Bmp2* | *Cpxm2* | *Fgfr2* | *Kcna6* | *Ncmap* | *Rcan1* | *Slc8a3* | *Trp53inp2* |  |
| *Bmp5* | *Creb3l2* | *Fgfr3* | *Kcnk1* | *Ndrg2* | *Rgs2* | *Smox* | *Trps1* |  |
| *Bmp6* | *Crispld1* | *Fmod* | *Kcnma1* | *Nebl* | *Rin2* | *Smpdl3a* | *Trpv4* |  |
| *Btg2* | *Cspg4* | *Fos* | *Kdm6b* | *Nfatc1* | *Rnf144b* | *Snora23* | *Ucma* |  |
| *C1qtnf3* | *Cthrc1* | *Fosb* | *Kdm7a* | *Nfatc2* | *S100a1* | *Snora28* | *Wisp3* |  |
| *C4b* | *Ctsh* | *Frmd4b* | *Kif21a* | *Ngf* | *S100b* | *Snorc* | *Xist* |  |
| *Car6* | *Cybrd1* | *Fry* | *Klhl13* | *Ninj1* | *Scara3* | *Snord82* | *Xylt1* |  |
| *Cd109* | *Cytl1* | *Frzb* | *Klk10* | *Ninj2* | *Scin* | *Sobp* | *Zbtb20* |  |

**Supplementary Table 9** List of cartilage-signature genes.

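The list holds genes more highly expressed in mouse chondrocytes than in mouse embryonic fibroblasts. Of 235 symbols, 220 matched the count tables directly, 12 by an older symbol, and 3 had no match.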

| Upregulated genes in osteoarthritic cartilage (150 genes) | | | | | |
| --- | --- | --- | --- | --- | --- |
| *3830406C13Rik* | *Cenpk* | *Fam167a* | *Kcnn4* | *Pcdh10* | *St6galnac5* |
| *Abracl* | *Cep55* | *Fam60a* | *Kcns3* | *Pcdh18* | *Stx1a* |
| *Adamts14* | *Chst13* | *Fat3* | *Kif20a* | *Pgm2l1* | *Syt11* |
| *Adamts5* | *Cited4* | *Fgf9* | *Lamb3* | *Plaur* | *Sytl2* |
| *Adamts6* | *Ckb* | *Fhl2* | *Lif* | *Plekhg1* | *Tbx3* |
| *Adgrg1* | *Clic3* | *Foxf1* | *Lmo2* | *Popdc3* | *Tenm3* |
| *Adtrp* | *Col13a1* | *Fstl3* | *Lrrc8c* | *Postn* | *Tfpi* |
| *AI661453* | *Col18a1* | *Fzd10* | *Lrrc8e* | *Prex2* | *Tgfbi* |
| *Akr1c20* | *Col1a1* | *Galnt7* | *Lum* | *Ptges* | *Tmem100* |
| *Anln* | *Col7a1* | *Gja1* | *Map1b* | *R3hdml* | *Tmem119* |
| *Arhgap44* | *Cpeb2* | *Gjb2* | *Mob3b* | *Rab23* | *Tmem200a* |
| *Arl4a* | *Csdc2* | *Glis3* | *Moxd1* | *Rcan1* | *Tmem59l* |
| *Arntl2* | *D330045A20Rik* | *Glrb* | *Msx2* | *Rhbdl2* | *Tnfaip6* |
| *Aspm* | *Diras1* | *Gmnn* | *Mtss1* | *S100a4* | *Tnfrsf12a* |
| *Aspn* | *Dkk3* | *Gpc4* | *Ncapg* | *Sema3c* | *Tom1l1* |
| *Atrnl1* | *Dnajc12* | *Gria2* | *Nedd4l* | *Serpine1* | *Top2a* |
| *B3gnt2* | *Dner* | *Hey2* | *Nedd9* | *Serpine2* | *Trim36* |
| *B3gnt5* | *Dsg2* | *Hhipl1* | *Ngf* | *Sgk1* | *Uroc1* |
| *Bmpr1b* | *Dusp4* | *Hmga2* | *Nt5e* | *Sik1* | *Vcan* |
| *C1galt1* | *Ebf3* | *Homer2* | *Ntf3* | *Slc2a5* | *Veph1* |
| *Car12* | *Egr2* | *Hunk* | *Ociad2* | *Slc38a5* | *Vwc2* |
| *Cdk1* | *Epha3* | *Ier3* | *Ogn* | *Slc6a6* | *Wisp1* |
| *Cdkn2b* | *Eva1a* | *Iqgap3* | *Osbpl3* | *Slitrk6* | *Wnt5a* |
| *Cdkn3* | *Evi2a* | *Itga3* | *P3h2* | *Sntb1* | *Zfp365* |
| *Cenpf* | *Fam132b* | *Kcne4* | *Pamr1* | *Sqrdl* | *Zfp367* |

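The list above, of genes upregulated in OA, was made from damaged and undamaged cartilage of patients with OA and is given as mouse symbols. Of its 150 symbols, 145 matched the count tables directly and 5 by an older symbol, and 7 of its genes are also cartilage-signature genes.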

**Supplementary Table 10** List of genes upregulated in osteoarthritic cartilage.

| Downregulated genes in osteoarthritic cartilage (71 genes) | | | | | |
| --- | --- | --- | --- | --- | --- |
| *Agtr2* | *Cmya5* | *Fbln7* | *Lgi4* | *Ptger3* | *Srl* |
| *Alx4* | *Col11a2* | *Fgf14* | *Lrrtm2* | *Rarres2* | *Steap4* |
| *Apol9b* | *Col16a1* | *Frzb* | *Mpped2* | *Rcan2* | *Stk32b* |
| *Atp1b2* | *Crim1* | *Gpc5* | *Myh14* | *Rflna* | *Tac1* |
| *C530008M17Rik* | *Cyp39a1* | *Gprc5b* | *Myoz3* | *Rspo3* | *Tceal5* |
| *Cacna1c* | *Dact1* | *Grin2c* | *Nfam1* | *Sdc3* | *Tmem176a* |
| *Cacna2d2* | *Dcc* | *Gucy1a3* | *Nrxn2* | *Sez6l* | *Tmem176b* |
| *Capn6* | *Ddit4* | *Hmgcll1* | *Obscn* | *Sgsm1* | *Tnfrsf4* |
| *Cdhr1* | *Erich3* | *Igf2* | *Pde3b* | *Slc14a1* | *Wnk2* |
| *Ces1a* | *Esr1* | *Il17rb* | *Piezo2* | *Slc25a27* | *Zcchc5* |
| *Chrdl2* | *Evx1* | *Il18bp* | *Ppp1r1b* | *Slitrk4* | *Zfp385c* |
| *Cmtm5* | *Fam198a* | *Kif1a* | *Prx* | *Sncg* |  |

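The last list comes from the same cartilage comparison. Of its 71 symbols, 67 matched directly and 4 by an older symbol, and 6 of its genes are also cartilage-signature genes.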

**Supplementary Table 11** List of genes downregulated in osteoarthritic cartilage.

# Supplementary material for: Tankyrase inhibition preserves osteoarthritic cartilage by coordinating cartilage matrix anabolism via effects on SOX9 PARylation
**Source:** Nat Commun. 2019 Oct 25;10:4898. doi: 10.1038/s41467-019-12910-2
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

*Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.*

Data analysis

illuminaMousev1.db, IlluminaMousev1p1.db, mouse4302.db, limma, biomaRt, Trimmomatic, TopHat, HTSeq, fastcluster, and DESeq2 R packages were used in this study. Cluster (<http://bonsai.hgc.jp/~mdehoon/software/cluster/software.htm>), Gitools, IBM SPSS Statistics, eulerAPE, ProteoWizard MSConvert, IPA, GalaxyPepDock, BIOVIA Discovery Studio Visualizer, Java Treeview, Enrichr, and GSEA were used in this study. ImageJ and Image-Pro Premier were used for image data quantification in this study.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

RNA-seq data will be deposited at GEO database.

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were determined based on our previous experiences with cell culture and animal studies.                                                                                                                                                                                                               |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                           |
| Replication     | All attempts at replication were successful.                                                                                                                                                                                                                                                                       |
| Randomization   | Samples were randomly allocated to groups.                                                                                                                                                                                                                                                                         |
| Blinding        | To assess cartilage destruction, Safranin O stained samples were graded based on the Osteoarthritis Research Society International (OARSI) by three blinded observers. Cartilage regeneration was scored according to the International Cartilage Repair Society (ICRS) scoring system by three blinded observers. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-FLAG tag antibody (Cat No. F3165, clone M2) was purchased from Sigma-Aldrich. Antibodies against GFP (Cat No. sc-9996, clone B-2), Sox-9 (Cat No. sc-20095, clone H-90), Sox-9 (Cat No. sc-166505, clone E-9), Tankyrase-1/2 (Cat No. sc-8337, clone H-350), Tankyrase-1/2 (Cat No. sc-365897, clone E-10), Ubiquitin (Cat No. sc-8017, clone P4D1), Actin (Cat No. sc-1615, clone C-11), Histone H3 (Cat No. sc-517576, clone 1G1), and $\alpha$ Tubulin (Cat No. sc-23948, clone B-5-1-2) were purchased from Santa Cruz Biotechnology. Antibodies against aggrecan (Cat No. AB1031), type II collagen (Cat No. MAB8887, clone 6B3), and human mitochondria (Cat No. MAB1273, clone 113-1) were purchased from Millipore, and antibodies against Myc tag (Cat No. 2276, clone 9B11) and Sox9 (Cat No. 82630, clone D8G8H) were purchased from Cell Signaling Technology. Antibodies against HA tag (Cat No. ab9110) and MMP13 (Cat No. ab51072, clone EP1263Y) were purchased from Abcam. Anti- $\beta$ -Catenin antibody (Cat No. 610154, clone 14) was obtained from BD Biosciences. Anti-Poly(ADP-ribose) antibody (Cat No. AG-20T-0001, clone 10H) was purchased from AdipoGen and was used. Anti-Poly(ADP-ribose) antibody (Cat No. 4335-AMC) was purchased from Trevigen. |
| Validation      | Antibodies were validated via Western Blotting with the use of relevant positive controls.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                          |                                                                         |
|--------------------------|-------------------------------------------------------------------------|
| Cell line source(s)      | HEK293 and HEK293T cells are derived from human embryonic kidney cells. |
| Authentication           | None of the cell lines used (HEK293, HEK293T) have been authenticated.  |
| Mycoplasma contamination | The cell lines were not tested for mycoplasma contamination.            |

Commonly misidentified lines  
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

For primary culture of mouse articular chondrocytes, cells were isolated from femoral condyles and tibial plateaus of 4–5-day-old ICR mice. For micromass culture of mesenchymal cells, limb-bud cells were isolated from E11.5 ICR mouse embryos. Eight or twelve-week-old male ICR mice or twelve-week-old male C57BL/6 mice were used for experimental OA. Twelve-week-old male Sprague Dawley rats were used for an osteochondral defect model.

### Wild animals

*Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.*

### Field-collected samples

*For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.*

### Ethics oversight

*Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

### Population characteristics

Human cartilage specimens were sourced from 5 osteoarthritis patients undergoing total knee replacement. (IRB No. 30-2017-48, IRB No. E1803/003-009). All participants are female and between 64 and 78 years of age.

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Tankyrase inhibition preserves osteoarthritic cartilage by coordinating cartilage matrix anabolism via effects on SOX9 PARylation
**Source:** Nat Commun. 2019 Oct 25;10:4898. doi: 10.1038/s41467-019-12910-2
**Supplement:** Supplementary file 5 — Description of Additional Supplementary Files

**Title: Supplementary Data 1**

**Description:** List of tankyrase-binding peptides and proteins identified in mouse articular chondrocytes.

**Title: Supplementary Data 2**

**Description:** TTS scoring list for the 804 identified tankyrase-binding proteins in chondrocytes.

How the deposited data were processed for this re-analysis (not part of the article)

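The RNA sequencing covers 15 libraries of primary mouse articular chondrocytes, 3 per condition, in the siRNA set (control siRNA, siRNAs against *Tnks* and *Tnks2*) and the drug set (DMSO, XAV939, IWR-1). Each library was assigned to its condition from its column name and label, and no column was left over. The authors trimmed reads with Trimmomatic, aligned them to mm10 with TopHat and counted them per gene with HTSeq. The deposited values are these raw counts, whole numbers with totals that differ between libraries. The program versions, the annotation and the strand setting of the counting are not stated.

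Each table lists 24134 Entrez gene IDs, of which 24051 matched a symbol of the mouse annotation and 83 did not. Median library totals lay between 30424610 and 33937112 counts per group. Reads carry no molecular identifiers, so intervals and floors cover counting error only. Where the spans of genes overlap, reads may be shared or dropped by the counting. Among the genes named in the text, *Chad*, *Mybph*, *Rnf146* and *Zfp385c* overlap another tested coding gene.

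Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, library sizes scaled by TMM, and each set fitted in 1 model over its groups with the quasi-likelihood F test. A prior count of 2 was used for the log2 fold changes behind the shifts of the lists of the study. Those of single genes and of the heat map genes come from the quasi-likelihood test with its default prior count. Adjusted p-values are Benjamini-Hochberg over all genes tested (13672 in the siRNA set, 13873 in the drug set). DEG limits were those of the paper, a fold change above 3 and an adjusted p-value under 1e-05. Effects were compared between sets with an interaction term in 1 model over the 15 libraries (14271 genes). Counts given as adjusted over the list alone use the p-values of the listed genes only. A floor of 3 counts was used for genes with no more than that in every control library, and such genes are given as bounds.

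Gene lists were taken from the supplementary tables of the study. The shift of a list was tested with camera in limma 3.58.1 (preset correlation 0.01), adjusted over 12 tests, with fry and a correlation estimated from the data as alternatives, and with 10000 random lists matched on mean expression. GSEA used fgsea 1.28.0 with 1000 permutations and lists of 15 to 500 genes, on genes ranked by the shrunken log2 fold change of DESeq2 1.42.0. Exact permutation tests of the scores of 3 libraries against 3 are two-sided, with 0.1 as the smallest possible p. Differences of these scores within pairs of the same replicate number were computed after the scores had been seen.

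Libraries of a set with the same replicate number were checked for pairing. After the group mean was removed, their correlations lay between 0.143 and 0.553 in 9 pairs of the drug set. In 3 pairs of the siRNA set they lay between 0.424 and 0.519, and all were above the limit of 0.1. A fit with the replicate number as a block is therefore given beside many of the results it changes. Pairs of different numbers reached 0.318 in the drug set (DMSO replicate 2 with XAV939 replicate 1) and 0.0972 in the siRNA set. The pairing comes from the replicate numbers in the column names.

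Genes named in the text follow a rule set before the data were examined. It covers *Tnks* and *Tnks2*, the genes the study names for these data, the 3 strongest genes each way in each heat map, the 3 strongest DEGs each way in each comparison among genes whose treated libraries all lie on one side of the controls, and the 3 genes each way with the smallest adjusted p-value in each test of a difference between effects. Others are named with the statement that they were chosen after their values were seen. A gene that this rule covers is not reported here. The alternatives tried were RLE size factors, upper-quartile normalization, no filter or a filter of at least 10 counts in every library, DESeq2's Wald test, glmTreat against a fold change of 1.5, the replicate block, fits of only the 2 groups compared, leaving out each library, and for GSEA other rankings, weight 0 and all genes with at least 1 count.

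Marker lists of HIF targets (26 genes), immediate-early genes (20), NF-kB targets (24) and leukocyte markers (12) were written from general knowledge. The first 3 lists leave out the genes on which their pattern was first seen. Of the genes in the 4 lists, 0, 1, 2 and 0 are also in the lists of the study.

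The steps were tested on simulated data. With 200 genes changed among 13832, edgeR called 100% of them in the right direction at 0.05, with 4.306% false calls, 59.5% past the DEG limits, and 0 calls for an unchanged group. With replicate effects added, 100% were called with the block. Without it 67.5% were called and 0% passed the DEG limits. DESeq2 called 100%, with 15.25% false calls. The interaction test called 95%, with 2.564% false calls. Of 200 unchanged lists, camera gave a p under 0.05 for 2%, fry for 6.5% and GSEA for 5%. An added GC trend gave 90.03% false calls and its removal 8.676%. GC content and length were known for 87.96% of the genes.

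Gene ontology terms were not used here, because the annotation at hand carries none. Measurements by qPCR, immunoblot and histology were not analysed here.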

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

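In this part, the tests of depth and of a loss of cartilage character between the control groups were chosen only after the result was seen.

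The effects of the treatments differed between groups in a direct test of the difference (edgeR, interaction term across sets). At an adjusted p-value under 0.05, 2442 genes differed between IWR-1 and XAV939 (1022 higher with IWR-1, 1420 lower; 4258 with the replicate block), 1922 between XAV939 and knockdown (770 higher with XAV939, 1152 lower; 4018 with the block), and 3483 between IWR-1 and knockdown (1494 higher, 1989 lower). Under upper-quartile normalization the second comparison held 1011 higher and 907 lower genes, 52.7% higher against 40.1%. Without IWR-1 replicate 2, 1343 genes differed between IWR-1 and XAV939, and without control siRNA replicate 1, 1241 between XAV939 and knockdown.

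Between IWR-1 and XAV939, the genes with the smallest adjusted p were *Spats2l* (gene ID 67198, chromosome 1, 57774102 to 57948398), 1.61 (SE 0.11, adjusted p = 3.26e-05), *Entpd3* (gene ID 215446, chromosome 9, 120539818 to 120568327), 2.43 (SE 0.17, adjusted p = 3.31e-05), and *Peg10* (gene ID 170676, chromosome 6, 4747306 to 4760517), 1.74 (SE 0.13, adjusted p = 3.93e-05), all higher with IWR-1 on the log2 scale, and *Mmp9* (gene ID 17395, chromosome 2, 164940326 to 164955850), −3.04 (SE 0.18, adjusted p = 3.05e-05), *Mybph* (gene ID 53311, chromosome 1, 134193418 to 134201237), −2.20 (SE 0.13, adjusted p = 3.05e-05), and *Slc39a8* (gene ID 67547, chromosome 3, 135816882 to 135888572), −1.75 (SE 0.11, adjusted p = 3.05e-05). *Mybph* overlaps *Adora1*, so reads of the second gene could enter its counts, and leaving out 1 library kept its difference within −2.25 to −2.13.

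Between XAV939 and knockdown, these were *Id1* (gene ID 15901, chromosome 2, 152736251 to 152737410), 1.81 (SE 0.19, adjusted p = 8.19e-05), *Ahrr* (gene ID 11624, chromosome 13, 74211118 to 74292331), 2.73 (SE 0.31, adjusted p = 0.000123), and *Slc2a6* (gene ID 227659, chromosome 2, 27021363 to 27028000), 2.06 (SE 0.25, adjusted p = 0.000208), and in the other direction *Cacna1h*, −3.64 (SE 0.24, adjusted p = 4.23e-06), *Ntrk2* (gene ID 18212, chromosome 13, 58806472 to 59133970), −2.28 (SE 0.18, adjusted p = 2.2e-05), and *Ero1a* (gene ID 50527, chromosome 14, 45283087 to 45318572), −1.65 (SE 0.14, adjusted p = 2.68e-05). Between IWR-1 and knockdown, they were *Mtus2* (gene ID 77521, chromosome 5, 147957275 to 148316065), 2.97 (SE 0.21, adjusted p = 9.96e-07), *Cntnap3*, 4.87 (SE 0.35, adjusted p = 1.04e-06), and *Peg10*, 2.44 (SE 0.18, adjusted p = 1.2e-06), and in the other direction *Slc9a3r1* (gene ID 26941, chromosome 11, 115163341 to 115181178), −2.84 (SE 0.18, adjusted p = 9.96e-07), *Selenbp1* (gene ID 20341, chromosome 3, 94933083 to 94944758), −3.11 (SE 0.21, adjusted p = 9.96e-07), and *Ptprn* (gene ID 19275, chromosome 1, 75247035 to 75264497), −3.93 (SE 0.27, adjusted p = 9.96e-07).

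Among the genes the study names, several changed in opposite directions. *Klk10* was lower with knockdown and higher with the inhibitors, a difference of 1.76 (SE 0.31, adjusted p = 0.00279) for XAV939 and 2.62 (SE 0.31, adjusted p = 4.79e-05) for IWR-1. *Smox* (gene ID 228608, chromosome 2, 131491858 to 131525183) rose by 0.76 (SE 0.19, adjusted p = 0.036) with knockdown and fell with the inhibitors, a difference of −1.22 (SE 0.22, adjusted p = 0.00279) and −2.58 (SE 0.22, adjusted p = 3.62e-06). *Slitrk6* (gene ID 239250, chromosome 14, 110747338 to 110755204) rose by 0.85 (SE 0.22, adjusted p = 0.0399) with knockdown, with differences of −1.98 (SE 0.32, adjusted p = 0.00148) and −3.08 (SE 0.33, adjusted p = 2.15e-05). *Dio2* (gene ID 13371, chromosome 12, 90724552 to 90739038) rose by 0.93 (SE 0.22, adjusted p = 0.0322) with knockdown, with a difference of −2.95 (SE 0.58, adjusted p = 0.00193) for IWR-1, and *Mmp13* (gene ID 17386, chromosome 9, 7272514 to 7283333) by 0.98 (SE 0.10, adjusted p = 0.00384), with a difference of −2.95 (SE 0.22, adjusted p = 1.2e-06) for IWR-1. The calls of these differences held in every alternative. The single calls depend on the libraries. With knockdown, that of *Smox* was lost without control siRNA replicate 1 (0.72, adjusted p = 0.126), without control siRNA replicate 2 (0.90, adjusted p = 0.0584), without control siRNA replicate 3 (0.68, adjusted p = 0.119) and without knockdown replicate 1 (0.85, adjusted p = 0.068). That of *Slitrk6* was lost without control siRNA replicate 1 (0.89, adjusted p = 0.113), without control siRNA replicate 2 (0.92, adjusted p = 0.0911), without control siRNA replicate 3 (0.75, adjusted p = 0.128) and without knockdown replicate 3 (0.92, adjusted p = 0.0555). *Dio2* lost its call without control siRNA replicate 1 (0.80, adjusted p = 0.107), without control siRNA replicate 2 (1.04, adjusted p = 0.0662), without control siRNA replicate 3 (0.98, adjusted p = 0.0904), without knockdown replicate 1 (1.01, adjusted p = 0.0733) and without knockdown replicate 3 (0.73, adjusted p = 0.0625). With XAV939, *Klk10* lost its call without DMSO replicate 1 (1.02, adjusted p = 0.0546), without DMSO replicate 3 (0.73, adjusted p = 0.0526), without XAV939 replicate 1 (0.91, adjusted p = 0.0627) and without XAV939 replicate 2 (0.82, adjusted p = 0.079), and *Smox* without DMSO replicate 1 (−0.36, adjusted p = 0.0974) and without XAV939 replicate 1 (−0.41, adjusted p = 0.0759) and in the fit of only the 2 groups compared (−0.46, adjusted p = 0.0557). *Dio2* changed by −1.30 (SE 0.43, adjusted p = 0.0598) with XAV939, not called, and the replicate block gave −1.32 (adjusted p = 0.000717). Over all its alternatives this adjusted p ran from 0.000717 to 0.18 (without XAV939 replicate 2), and it also passed without IWR-1 replicate 1 (−1.32, adjusted p = 0.0216), without IWR-1 replicate 3 (−1.32, adjusted p = 0.0415) and without XAV939 replicate 3 (−1.7, adjusted p = 0.0347), with no filter and in the fit of only the 2 groups.

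Against GC content or transcript length as the cause, removing these trends in fits with the replicate block took the count of genes with a difference from 4018 to 4698 (1.169 times, 91.5% of the former genes kept) for XAV939 against knockdown, from 5181 to 6205 (98.2% kept) for IWR-1 against knockdown and from 4258 to 5009 (1.176 times, 87.3% kept) for IWR-1 against XAV939. The fits without the block were not tested for these trends. Chance in the grouping of libraries across sets was tested with 100 splits, the real one included. As many genes came from 2 of 100 for XAV939 against knockdown and 3 of 100 for IWR-1 against knockdown. All of these kept the real split of the drug set, and 0 of the 79 splits with neither real grouping were as large. With the siRNA labels swapped the counts were 3220 and 5145. Among the 12 splits that part as many replicate pairs, 2 were as large in each case. Between IWR-1 and XAV939, only the real split of 10 was as large (1 of 10, and 1 of 4 among those parting as many pairs), and every other split gave 0 genes. A share below 0.1 is out of reach with 10 splits, so this test alone leaves chance open. Of the 2442 genes, 60.44% had a difference with the sign of the XAV939 effect, so IWR-1 changing the same genes further stays open.

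Different starting levels in both control groups stay open for the differences between an inhibitor and knockdown. Across genes, the XAV939 minus knockdown difference had a Spearman correlation of -0.3065 with the starting level, against a median of -0.177 in simulated unchanged groups (-0.1952 to -0.1535), and -0.571 for IWR-1 minus knockdown. Delivery, culture time or batch that differs between the sets cannot be told apart from the treatments, because 0 conditions are in both sets. A biological difference between removing tankyrase and blocking it is untested.

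A signal outside the genes of the study was found in the controls. The NF-kB target list had a median log2 difference of 3.0478 between DMSO and control siRNA (23 of 24 genes higher, 22 at an adjusted p-value under 0.05; edgeR), above all of 10000 matched random lists (permutation p = 0.0002, the smallest possible, two-sided). A difference in depth is too small to be the cause, with a ratio of median totals of 1.093. The 12 leukocyte markers sum to 15.5 CPM (SD 2.05) with DMSO, against 1417 CPM of *Nos2* there. This argues against leukocytes as the direct source of such counts. With control siRNA the markers sum to 17.1 CPM (SD 1.03), of which *Laptm5* gives 11.5 CPM. With DMSO, 3 markers were higher and 1 lower at an adjusted p-value under 0.05 (edgeR), from −3.17 for *Laptm5* upward. The similar sums therefore do not exclude more leukocytes with DMSO, and an indirect effect of them was not tested. An NF-kB response of the cultured cells and a loss of cartilage character (shift of the cartilage-signature genes -0.7194) stay open as hypotheses, as do delivery, time and batch (0 shared conditions).

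HIF target genes, which the study does not discuss, were lower with the inhibitors. Their median log2 fold change was -0.4245 with XAV939 (25 of 26 lower, 13 at an adjusted p-value under 0.05) and -0.7456 with IWR-1 (26 lower, 21 past the limit), below all matched random lists. With the replicate block it was -0.4288 with XAV939 before and -0.4514 after removal of GC and length trends, which argues against these trends. Immediate-early genes had a median of -0.4951 with XAV939 (17 of 20 lower, 10 past the limit) and -1.0586 with IWR-1 (18 lower, 14 past the limit). A lower HIF response or lower immediate-early signalling with the inhibitors stays open as a hypothesis, found and tested on the same libraries, and shared DMSO libraries enter both comparisons.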

How the results depend on the processing

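All tests in this part were chosen before their results were seen. The directions of all list shifts, GSEA scores and of *Tnks* and *Tnks2* held in every setting, apart from the cartilage-signature shift with XAV939.

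DESeq2's Wald test gave 81 DEGs with knockdown, 197 with XAV939, 659 with IWR-1 and a union of 750. The glmTreat test gave 137, 509, 1944 and 2079. Without a filter, XAV939 gave 44, IWR-1 385 and the union 392, and with at least 10 counts in every library XAV939 gave 0. With the replicate block, XAV939 gave 97, IWR-1 545 and the union 561, and genes at an adjusted p-value under 0.05 numbered 4727 with knockdown and 4630 with XAV939. The block gave 4258 genes whose effect differs between IWR-1 and XAV939 and 4018 between XAV939 and knockdown. It includes 2458 of the 2459 genes called with knockdown and all 2416 and 5049 called with XAV939 and IWR-1, with the same sign. Its changed calls in an overlap of gene lists and in many of the single genes are given beside them, but not all of its counts are. With XAV939 it called 47 genes of Supplementary Fig. 2e higher and 13 lower (38 and 9 without it). Of Fig. 1a it called 10 higher and 1 lower with XAV939 (7 and 0 without it). Of Supplementary Fig. 5b it called 11 higher with XAV939 and 12 with IWR-1 (10 and 11 without it). Of the cartilage-signature genes it called 115 higher and 56 lower with IWR-1 (99 and 42 without it). Fits of only the 2 groups compared gave 0 DEGs with XAV939, 0 with IWR-1 and 0 in the union, and 1569 genes at 0.05 with XAV939. The 2-group fits have fewer libraries to estimate the dispersion; otherwise the cause was not tested.

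Leaving out 1 library gave from 608 (without control siRNA replicate 1) to 2868 genes at 0.05 with knockdown and from 1322 (without DMSO replicate 1) to 2484 with XAV939. DEGs numbered 0 with XAV939 in every such fit, from 0 to 132 with IWR-1 and from 0 to 145 in the union. Both of these reached 0 without IWR-1 replicate 1 and without IWR-1 replicate 2. Genes whose effect differs numbered from 1343 (without IWR-1 replicate 2) to 3044 between IWR-1 and XAV939 and from 1241 (without control siRNA replicate 1) to 2159 between XAV939 and knockdown. The share of the union with the same direction ran from 64.14% to 81.82% (without IWR-1 replicate 3) across the 13 fits that gave a DEG. The shift of OA-upregulated genes with knockdown ran from -0.2192 (without knockdown replicate 3, adjusted p = 0.0252, now past 0.05) to -0.0555, and that of cartilage-signature genes with XAV939 from -3e-04 (without XAV939 replicate 2, reversed, adjusted p = 0.141) to 0.1365, with 0.0083 (0.2) without DMSO replicate 1. The number of libraries falls in these fits; beyond that the cause was not tested.

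Estimating the correlation within lists brought 10 camera p-values above 0.05. For cartilage-signature genes the shifts were 0.4235 with knockdown (adjusted p = 0.0756), 0.0694 with XAV939 (0.479) and 0.3795 with IWR-1 (0.133); for SOX9 targets 0.5289 (0.133), 0.4562 (0.207) and 1.3023 (0.0972); for OA-upregulated genes -0.2791 with XAV939 (0.395) and -0.3231 with IWR-1 (0.433); for OA-downregulated genes 0.3316 (0.207) and 0.5341 (0.133). Shifts are unchanged by construction, and the larger correlation widens the test. Fry brought only that of cartilage-signature genes with XAV939 (shift 0.0694) above 0.05 (0.211). Upper-quartile normalization gave that shift as 0.0679 (0.0553). Matched random lists made the shift of OA-upregulated genes with knockdown, -0.1499, pass (0.000218). Ranking by the signed square root of F gave these genes an NES of -1.1848 with knockdown (permutation p = 0.109). The cause was not tested.

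Among named genes, 6 results reversed, 65 were weaker and 34 stronger, against 1946 the same. *Axin1* (gene ID 12005, chromosome 17, 26131217 to 26195811) with XAV939 became 0.0372 under upper-quartile normalization, 0.0262 without DMSO replicate 1 and 0.0127 without XAV939 replicate 3, from -0.01, and ran from -0.068 to 0.0262 across the fits that each left out 1 library. *Axin2* (gene ID 12006, chromosome 11, 108917828 to 108950783) with knockdown became 0.0076 (range -0.3804 to 0.0076) and *Sox9* (gene ID 20682, chromosome 11, 112782210 to 112787757) with knockdown -0.0352 (range -0.0352 to 0.1444), each without knockdown replicate 2. *Col6a3* with IWR-1 became 0.0662 without DMSO replicate 3 (range -0.404 to 0.0662). The reversed values all lay near 0, and the cause was not tested.

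Splitting the libraries otherwise gives 10 splits within a set, the real one included, so no result can be below 1 of 10 and chance cannot be told apart from treatment by them. As large as the real split were 10 of 10 for DEGs with knockdown (all 0), and 1 of 10 for DEGs with XAV939 and with IWR-1 and for genes at 0.05 in each comparison, where every other split gave 0. List shifts gave 1 of 10, except 5 for the cartilage-signature genes with XAV939. For the NES the counts were 2, 6 and 1 for cartilage-signature genes, 5, 3 and 6 for OA-upregulated and 1, 3 and 2 for OA-downregulated genes with knockdown, XAV939 and IWR-1. Among the 4 splits that part as many replicate pairs these were 2, 2 and 1, 2, 1 and 3, and 1, 1 and 1. For the union 1 of 100 splits was as large, and for the same-direction share 1 of 100, since no other split gave a DEG.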

Differences from the paper's values

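No test in this part was chosen after its result was seen. The paper gives 711 DEGs in any comparison against 145 here, and 527 of them changed the same way in all 3 comparisons against 99 here. The paper called its DEGs with DESeq2, while the main fit here used edgeR's quasi-likelihood test at the same limits. Of the alternatives set before the data were examined, the replicate block (561 and 384) and DESeq2's Wald test (750 and 541) fall within 1.5 times of the paper's values. RLE size factors, upper-quartile normalization, no filter, at least 10 counts in every library and the 2-group fits do not.

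The counts of the union in each comparison differ in the same way. The paper's higher genes were about 390 with knockdown, about 300 with XAV939 and about 290 with IWR-1 in Supplementary Fig. 2c, read by eye, against 61, 43 and 41 here. Its lower genes were about 320, about 410 and about 420 in Supplementary Fig. 2c, read by eye, against 76, 102 and 104. Higher in all 3 were about 250 in Supplementary Fig. 2c, read by eye, against 32, and lower in all 3 about 280 in Supplementary Fig. 2c, read by eye, against 67. The replicate block (267, 222, 204, 238, 339, 357, 177 and 207 in this order) and DESeq2's Wald test (403, 302, 284, 345, 448, 466, 240 and 301) fall within 1.5 times of the paper's values, the block below each of them, and the other alternatives set before the data were examined do not.

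The percentages of genes that are DEGs differ. With knockdown the paper gives about 0.47% higher and about 0.14% lower in Supplementary Fig. 2a, read by eye, against 0% and 0% here, and only DESeq2's Wald test closes the gap (0.467% and 0.115%). For the inhibitors the printed labels match only when those of higher and lower are exchanged. On that reading, the paper's values are about 0.45% higher and about 1.0% lower with XAV939 in Supplementary Fig. 2a, read by eye, against 0% and 0.00721% here, closed only by DESeq2's Wald test (0.401% and 0.939%). With IWR-1 they are about 1.6% and about 2.7% in Supplementary Fig. 2a, read by eye, against 0.296% and 0.75% here, closed by the replicate block (1.44% and 2.49%) and DESeq2's Wald test (1.51% and 2.57%). The other alternatives set before the data were examined do not close these gaps.

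The NES of cartilage-signature genes with knockdown was about 2.4 in Fig. 1k, read by eye, against 2.74 here, and with IWR-1 about 2.2 in Fig. 1l, read by eye, against 2.56. None of the alternatives set before the data were examined closed either gap. For OA-upregulated genes with IWR-1 it was about −1.5 in Fig. 6d, read by eye, against −1.67 here, closed by ranking on edgeR's log2 fold change (−1.58) and by all genes with at least 1 count (−1.60). For OA-downregulated genes with knockdown it was about 1.9 in Fig. 6c, read by eye, against 2.16, closed by the same settings (1.93 and 1.98). For OA-downregulated genes with IWR-1 it was about 1.7 in Fig. 6d, read by eye, against 2.03, which none of the alternatives set before the data were examined closed.

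The heat maps of the study show DEGs chosen in these libraries, so counts of their genes are not independent evidence. Of the camera calls below, only that of the genes lowered in OA with knockdown held with the correlation estimated from the data. The paper states that tankyrase inhibition strongly raises key cartilage-identity genes. Of the 69 genes in its heat map, 9 were lower with knockdown, 13 with XAV939 and 12 with IWR-1, of which 3, 9 and 11 passed an adjusted p-value of 0.05. It states that genes raised in OA were repressed on the whole. The full list shifted by −0.28 with XAV939 and −0.32 with IWR-1 (camera, adjusted p = 0.000699 and 0.00282), and 12 and 14 of the 19 genes of the heat map tested were lower at an adjusted p-value under 0.05. With knockdown the NES was −1.60 (permutation p = 0.00427), and random lists of similar expression gave a permutation p of 0.000218 after adjustment, while 5 of the 20 genes of the heat map were higher and 3 lower with knockdown at an adjusted p-value under 0.05 (5 and 7 with the replicate block), and the shift of the full list with knockdown was −0.15 (camera, adjusted p = 0.139). Both permutation tests draw genes and do not measure the spread between libraries. The paper also states that genes lowered in OA were strongly raised. Of the 12 genes of that heat map, 11 were higher with knockdown and 12 with each inhibitor. At an adjusted p-value under 0.05, 11, 10 and 11 were higher with knockdown, XAV939 and IWR-1. The full list shifted by 0.29, 0.33 and 0.53 (camera, adjusted p = 1.24e-08, 0.00282 and 0.000279), with 17, 17 and 23 genes lower. The exception in the heat map, *Slc14a1*, changed by −1.05 with knockdown (edgeR, adjusted p = 0.0921, 0.00749 with the replicate block, 0.0481 with DESeq2).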

Other observations

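The shifts of the lists of the study between the controls were tested only after the difference between the controls was seen. Genes named only in this part and not by the naming rule were chosen after their values were seen.

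Some genes the study names or measured by qPCR or protein are reported as RNA sequencing values (edgeR). Of these, *Axin1*, *Axin2* and *Adamts5* are named there but were not measured by qPCR or protein. *Sox9* changed by 0.07 (SE 0.10, adjusted p = 0.68) with knockdown, 0.34 (SE 0.12, adjusted p = 0.0677) with XAV939 and 1.01 (SE 0.12, adjusted p = 8.17e-05) with IWR-1. With XAV939, the replicate block gave an adjusted p of 0.0113. The study's qPCR showed higher *Sox9* with double knockdown. *Axin2* changed by −0.23 (SE 0.27, adjusted p = 0.585), −1.45 (SE 0.25, adjusted p = 0.00288) and −2.28 (SE 0.26, adjusted p = 7.74e-05), *Axin1* by −0.09 (SE 0.06, adjusted p = 0.339), −0.01 (SE 0.09, adjusted p = 0.936) and 0.07 (SE 0.09, adjusted p = 0.594), and *Ctnnb1* (gene ID 12387, chromosome 9, 120933400 to 120960507) by 0.24 (SE 0.07, adjusted p = 0.0484), 0.22 (SE 0.11, adjusted p = 0.175) and 0.29 (SE 0.11, adjusted p = 0.0509). *Ctnnb1* with knockdown passed 0.05 in only 1 of the 6 fits that each left out 1 library (that without knockdown replicate 2), and with IWR-1 the block gave 0.0208. *Rnf146* (gene ID 68031, chromosome 10, 29344176 to 29362442), which overlaps *Echdc1* so that counts of both genes are hard to separate, changed by 0.15 (SE 0.06, adjusted p = 0.106), −0.10 (SE 0.09, adjusted p = 0.486) and 0.18 (SE 0.09, adjusted p = 0.158). *Mmp13* changed by −0.48 (SE 0.17, adjusted p = 0.0786) with XAV939 (0.0155 with the block) and −1.96 (SE 0.18, adjusted p = 1.77e-05) with IWR-1, and *Adamts5* by −1.22 (SE 0.21, adjusted p = 0.00331) and −2.68 (SE 0.23, adjusted p = 1.25e-05). The study's qPCR did not detect *Col6a5* or *Col13a1*. *Col6a5* measured 2.01 CPM after knockdown.

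The control groups differ. Of 14271 genes, 3283 were higher and 3574 lower with DMSO than with control siRNA at an adjusted p-value under 0.05 (edgeR). *Mmp3* (gene ID 17392, chromosome 9, 7445822 to 7455975) differed by 8.78 (adjusted p = 1.05e-08), *Ccl2* (gene ID 20296, chromosome 11, 82035577 to 82037452) by 8.37 (adjusted p = 1e-11), *Mmp13* by 4.80 (adjusted p = 6e-11), *Mmp9* by 5.23 (adjusted p = 5.14e-07) and *Sox9* by −0.73 (adjusted p = 0.000127) on the log2 scale. *Nos2* was at least 12800-fold and *Il6* (gene ID 16193, chromosome 5, 30013114 to 30019975) at least 1100-fold higher, since no control siRNA library held more than 3 counts. The shifts of the lists of the study between the controls were −0.72, −1.30, −0.09 and −0.85 for cartilage-signature genes, SOX9 targets, OA-upregulated and OA-downregulated genes.

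The marker lists had these median log2 values for DMSO minus control siRNA, knockdown, XAV939 and IWR-1. HIF targets gave 1.24, −0.24, −0.42 and −0.75, immediate-early genes 0.53, −0.22, −0.50 and −1.06, leukocyte markers 1.14, 0.29, 0.25 and −0.51, and NF-kB targets 3.05, −0.27, −0.21 and −1.40. The leukocyte list had 6, 3, 6 and 6 genes tested. Against matched random lists, the permutation p was 0.0002 (the smallest possible, two-sided) except for immediate-early genes with knockdown (0.0036), leukocyte markers (0.016, 0.28, 0.423 and 0.273) and NF-kB targets with knockdown (0.0028) and XAV939 (0.008).

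Across genes, the effects correlated with a Spearman coefficient of 0.175 between knockdown and XAV939, 0.267 between knockdown and IWR-1 and 0.691 between XAV939 and IWR-1. Shared DMSO libraries can give a large part of the last value but not all of it. On the 14271 genes of the joint fit it was 0.6872. Simulated unchanged groups on the same DMSO libraries gave a median of 0.463 (0.439 to 0.479). The simulated medians between knockdown and XAV939 or IWR-1 were -2e-04 and 4e-04. The coefficient between the inhibitors is therefore not directly comparable with those of knockdown.

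Libraries of the same replicate number correlated in their deviations from the group means, and some of different numbers did so as well. DMSO replicate 2 had a correlation of 0.318 with XAV939 replicate 1 and 0.143 with XAV939 replicate 2, and of 0.316 with IWR-1 replicate 1 and 0.244 with IWR-1 replicate 2. The smallest correlation of a same-numbered pair in the drug set was 0.1432 with all 13873 genes and 0.1432 with the 13394 genes not on X and Y. So few genes were removed that this could hardly move the correlation. Genes on other chromosomes that differ by sex would stay in, so a sex mix of the animals stays open. Other differences between the replicates, such as the animals or the day of culture, stay untested.

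Technical causes of the list shifts were tested. After removal of GC and length trends in fits with the replicate block, all 12 list shifts outside random lists stayed outside with the same sign. These trends therefore do not explain them. Without the 10 most abundant genes of each set all 12 kept direction and call. Library scaling moves listed and other genes alike and cancels in a shift, so this second test cannot decide whether abundant genes matter.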
